# Spatially defined multicellular functional units in colorectal cancer revealed from single cell and spatial transcriptomics

**DOI:** 10.7554/eLife.104815

**Published:** 2025-12-12

**Authors:** Inbal Avraham-Davidi, Simon Mages, Johanna Klughammer, Noa Moriel, Shinya Imada, Matan Hofree, Evan Murray, Jonathan Chen, Karin Pelka, Arnav Mehta, Genevieve M Boland, Toni Delorey, Leah Caplan, Danielle Dionne, Robert Strasser, Jana Lalakova, Anezka Niesnerova, Hao Xu, Morgane Rouault, Itay Tirosh, Hacohen Nir, Fei Chen, Omer Yilmaz, Jatin Roper, Orit Rozenblatt-Rosen, Mor Nitzan, Aviv Regev

**Keywords:** spatial transcriptomics, tumor microenvironment, colorectal cancer, Mouse

## Abstract

While advances in single-cell genomics have helped to chart the cellular components of tumor ecosystems, it has been more challenging to characterize their specific spatial organization and functional interactions. Here, we combine single-cell RNA-seq, spatial transcriptomics by Slide-seq, and in situ multiplex RNA analysis to create a detailed spatial map of healthy and dysplastic colon cellular ecosystems and their association with disease progression. We profiled inducible genetic CRC mouse models that recapitulate key features of human CRC, assigned cell types and epithelial expression programs to spatial tissue locations in tumors, and computationally used them to identify the regional features spanning different cells in the same spatial niche. We find that tumors were organized in cellular neighborhoods, each with a distinct composition of cell subtypes, expression programs, and local cellular interactions. Comparing to scRNA-seq and bulk RNA-seq data from human CRC, we find that both cell composition and layout features were conserved between the species, with mouse neighborhoods correlating with malignancy and clinical outcome in human patient tumors, highlighting the relevance of our findings to human disease. Our work offers a comprehensive framework that is applicable across various tissues, tumors, and disease conditions, with tools for the extrapolation of findings from experimental mouse models to human diseases.

## Introduction

The spatial organization of diverse cells in the tumor ecosystem impacts and drives interactions between malignant cells and neighboring immune and stromal cells, either promoting or suppressing tumor growth (McAllister and Weinberg, 2014). Recent studies have shown that systematic understanding of the spatial organization of tumors can shed light on disease progression and response to therapy, with specific features correlated with tumor subtypes (Pelka et al., 2021; Wagner et al., 2019; Hunter et al., 2021), cancer prognosis (Keren et al., 2018; Schürch et al., 2020; Jackson et al., 2020), or response to treatment (Jerby-Arnon et al., 2018; Grünwald et al., 2021).

However, genome-scale, high-resolution dissection of the spatial organization of tumors and its functional implications remains challenging, largely due to technical limitations. Methods such as fluorescent in situ hybridization (FISH) and immunohistochemistry can only measure a handful of pre-selected transcripts or proteins, whereas single-cell RNA-seq (scRNA-seq) does not directly capture spatial relations. Recent advances in spatial genomics and proteomics allow multiplexed or genome-scale measurements in situ (Goltsev et al., 2018; Angelo et al., 2014; Giesen et al., 2014; Ståhl et al., 2016; Rodriques et al., 2019; Stickels et al., 2021; Marx, 2021; Waylen et al., 2020)*,* but with a trade-off between genomic scale and spatial resolution (Palla et al., 2022). As a result, data from different experimental methods need to be integrated for a comprehensive view of the tissue biology. Many analytical tools have been developed to integrate some crucial aspects of the data (Cable et al., 2022; Kleshchevnikov et al., 2022; Mages et al., 2023; Lopez et al., 2022; Biancalani et al., 2021), but it can be challenging to deploy them and distill answers to specific disease biology questions. This leaves open many fundamental questions about tissue organization and collective function, including whether there are canonical functional units in tumors, what may be their organization in the tumor landscape, and what role each plays in tumor progression.

A case in point is colorectal cancer (CRC), where initial lesions (adenomatous polyps) progress over time to carcinoma and eventually to metastatic disease. While the mutations that drive this process were extensively studied (The Cancer Genome Atlas Network, 2012; Kwong and Dove, 2009; Fearon, 2011; Fearon and Vogelstein, 1990), and the cellular ecosystem of CRC has now been deeply charted (Pelka et al., 2021; Chen et al., 2021; Becker et al., 2022), the spatial landscape is less well-characterized. In a recent study of human CRC (Pelka et al., 2021), we statistically associated cell profiles across tumors and showed that they map to different cellular communities, reside in different locations in the tumor, and reflect different tumor subtypes. However, absent genome-wide in situ measurements, these statistical inferences do not yet reflect the full spatial organization of the tumor. Moreover, it is important to relate such patterns to those in animal models used in mechanistic studies and as pre-clinical models, to understand the relation between lab models and human tumors.

Here, we deciphered the spatial and cellular organization of CRC by combining scRNA-seq, spatial transcriptomics by Slide-seq, and in situ RNA multiplex analysis, using a novel computational framework. We first profiled two inducible genetic mouse models of CRC that recapitulate key features of human CRC, before and after tumor initiation. We integrated the spatial and cell profiles to create a spatial cell map of the tumor landscape, revealing dysplasia-specific cellular layout and potential physical interactions. We found that the tumor landscape is organized in cell neighborhoods, each with distinct epithelial, immune, and stromal cell compositions, and governed by different gene programs. Three of the cell neighborhoods are associated with tumor progression, each activating different biological pathways but all active simultaneously, albeit in different parts of the tumor. We devised a computational framework, based on the TACCO (Mages et al., 2023) method, extending it to compare single-cell and spatial features of tumors between species and applied it to scRNA-seq data from human CRC. Multiple features were conserved between tumors in the mouse model and the human patients, and the mouse cellular neighborhoods correlated with malignancy and clinical outcome (progression-free intervals [PFI] and overall survival [OS]) in human patient tumors. Our work provides a general approach that can be applied to other tissues, tumors, and disease conditions.

## Results

### A cell atlas of genetic models of colorectal cancer

To chart the cell ecosystem of CRC and how it changes during tumor progression, we studied two genetic mouse models of CRC, one with inactivation of *Apc* and another in which *Apc* inactivation is accompanied by an oncogenic *Kras^G12D/+^* mutation and inactivation of *Trp53* (Roper et al., 2017; Roper et al., 2018; Golovko et al., 2015; Figure 1A). In the AV model, Apc^fl/fl^Villin^creERT2^ mice are injected with 4-hydroxytamoxifen to the submucosal layer of the colon, inducing the deletion of Apc specifically in epithelial cells within the injection site (Roper et al., 2017). In the AKPV model (Apc^fl/fl^; LSL-Kras^G12D^; Trp53^fl/fl^; Rosa^26LSL-tdTomato/+^; Villin^CreERT2^ mice, Methods), 4-hydroxytamoxifen injection also induces an oncogenic Kras^G12D/+^ mutation and then inactivation of Trp53. In both cases, 4-hydroxytamoxifen injection leads to the formation of local lesions that resemble human dysplastic lesions (Roper et al., 2017)*.*

**Figure 1.**
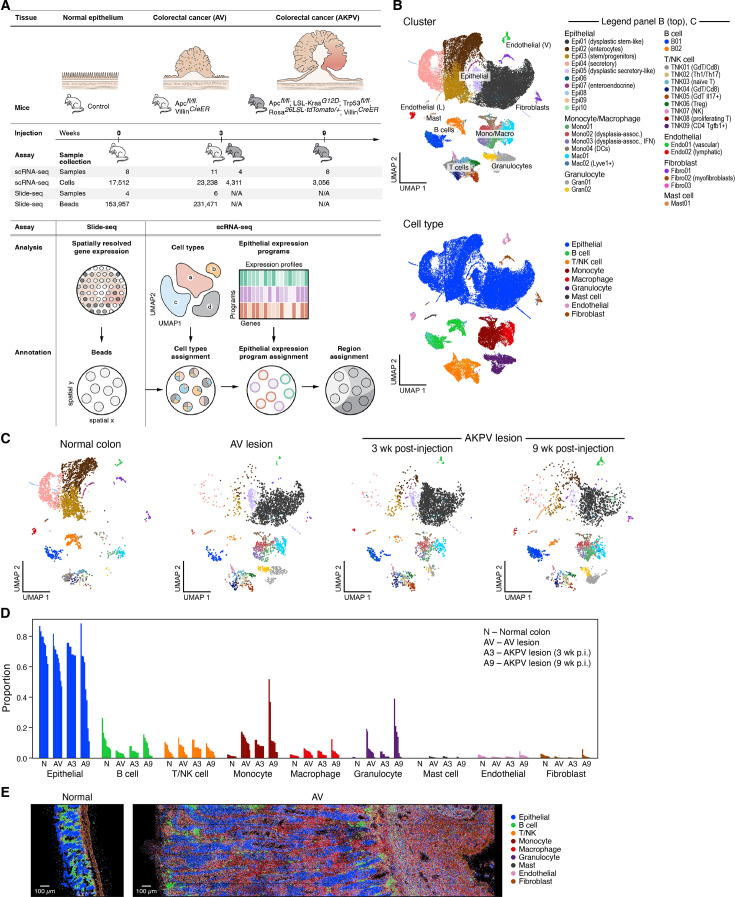
A single cell atlas of healthy colon and dysplastic lesions in mouse. (**A**) Study overview. (**B**) Major cell subsets of healthy colon and dysplastic lesions. 2D embedding of 48,115 single cell profiles colored by cluster (top, legend) or annotated cell type (bottom, legend). (**C, D**) Changes in cell composition in dysplastic tissues. (**C**) 2D embedding of single cell profiles, showing only the cells in each condition state, subsampled to equal numbers of cells per condition state, colored by cluster (same legend as in B [top]). (**D**) Proportion of cells (y axis) of each cell type in each sample (x axis). (**E**) Multiplex RNA in situ analysis. Representative images of Cartana analysis of normal colon (left) and AV lesions (right) colored by cell type assignment (same as Figure 1—figure supplement 4A).

**Figure 1—figure supplement 1.**
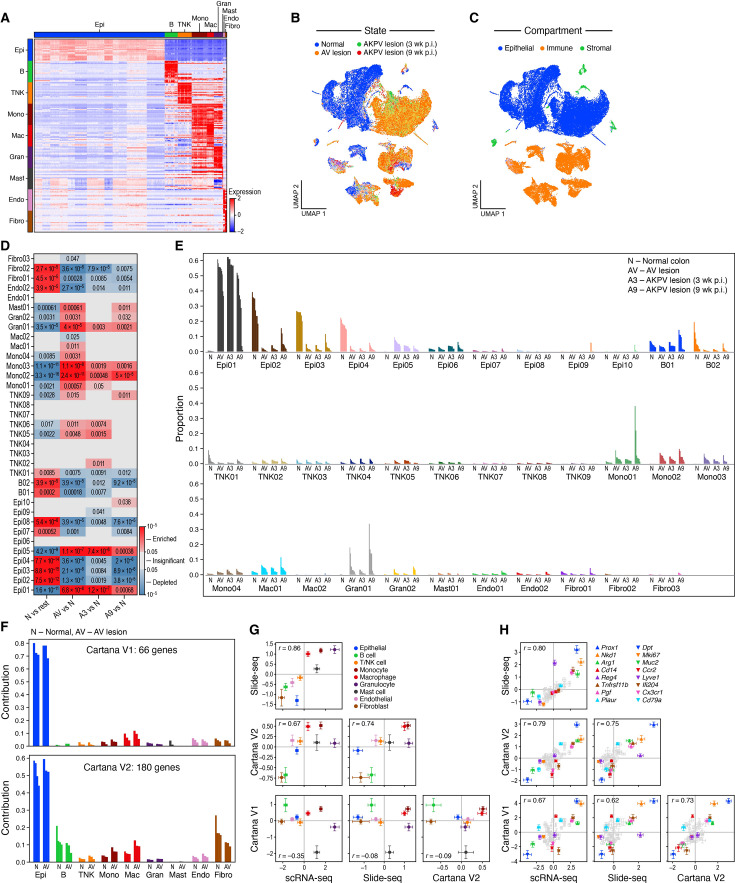
Marker genes, cell states, and cell types in the healthy and dysplastic mouse colon atlas. (**A**) Cell-type expression signatures. Scaled log-normalized expression (color bar) of the top 20 differentially expressed genes (rows) in cells (columns) from each cell type. (**B, C**) Distinct condition states and compartments. 2D embedding of all single-cell profiles (dots) colored by either condition state (**B**) or compartment (**C**). (**D**) Changes in cell composition in dysplastic lesions. Significance (FDR, color bar, two-sided Welch’s t-test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of each cell subset (rows) between samples from different conditions (columns). (**E**) Changes in cell composition between healthy and dysplastic tissue. Proportion of cells (y axis) from each cell subset (x axis) out of all cells in each sample (x axis). (**F–H**) Multiplex in situ RNA profiles (Cartana) reproduce scRNA-seq and Slide-Seq findings. (**F**) Proportion of RNA molecules (y axis) attributed to each cell type in each sample (x axis) in two Cartana experiments, with different gene panels. (**G**) Change in cell proportions in AV vs. normal samples (difference of CLR-transformed cell type fractions, x and y axes) for each cell type (dots, color) based on scRNA-seq, Slide-Seq, or Cartana (axis labels). Error bars: bootstrapped standard error of the mean (normal n=8, 16, 12, 16 and AV n=11, 24, 12, 12 for scRNA-seq, Slide-seq, Cartana V1, Cartana V2). (**H**) Change in marker gene expression (dots) in AV vs. normal samples (difference of CLR-transformed gene fractions, x and y axes) based on scRNA-seq, Slide-Seq or Cartana (axis labels), for genes measured by all three methods. Genes with the 8 maximal and minimal expression ranks across methods are labeled. Error bars: bootstrapped standard error of the mean (normal n=8, 16, 12, 16 and AV n=11, 24, 12, 12 for scRNA-seq, Slide-seq, Cartana V1, Cartana V2).

**Figure 1—figure supplement 2.**
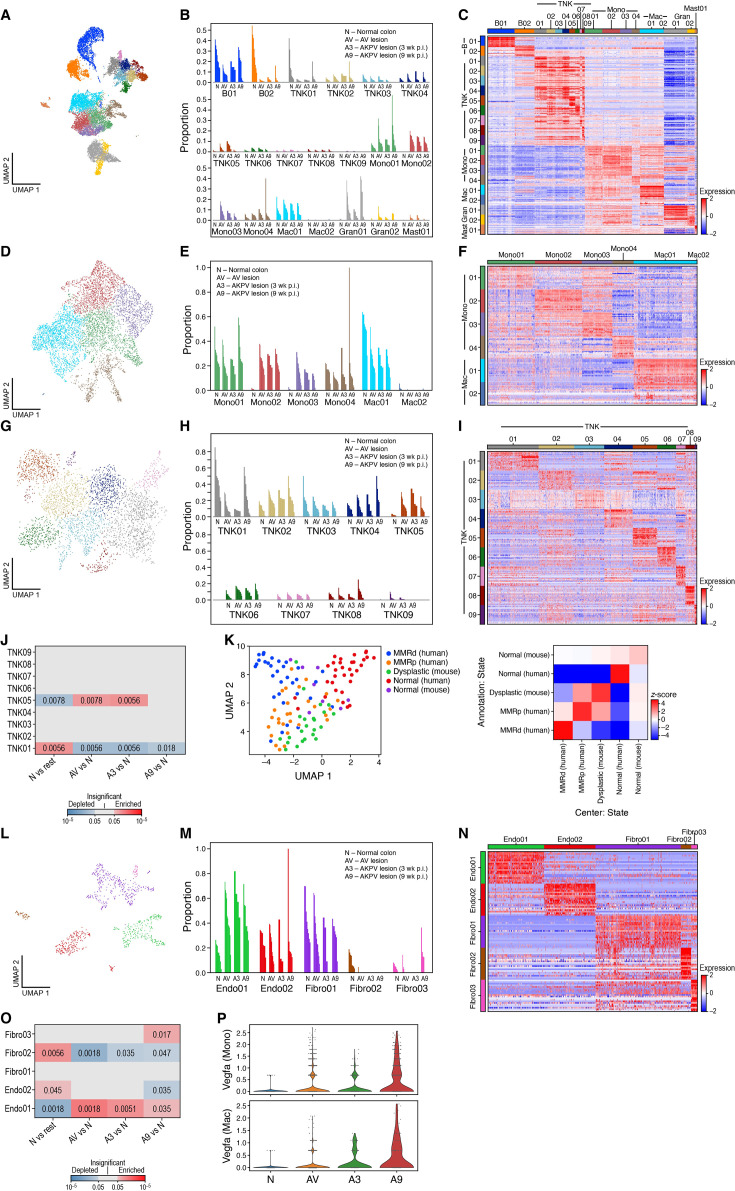
Compositional and cell intrinsic changes in stromal and immune cells. (**A–C**) Immune cell subsets and composition. (**A**) 2D embedding of immune cell profiles colored by clusters (as in B). (**B**) Proportion of cells out of all immune cells (y axis) of each immune cell subset in each sample (x axis). (**C**) Scaled log-normalized expression (color bar) of the top 20 differentially expressed genes (rows) in cells (columns) from each immune cell subset (color bar on top). (**D–F**) Monocyte and macrophage cell subsets and composition. (**D**) 2D embedding of monocyte and macrophage cell profiles colored by clusters (as in E). (**E**) Proportion of cells out of all monocytes and macrophages (y axis) of each monocyte and macrophage cell subset in each sample (x axis). (**F**) Scaled log-normalized expression (color bar) of the top 20 differentially expressed genes (rows) in cells (columns) from each monocyte and macrophage cell subset (color bar on top). (**G–I**) T/NK cell subsets and composition. (**G**) 2D embedding of T/NK cell profiles colored by clusters (as in H). (**H**) Proportion of cells out of all T/NK cells (y axis) of each T/NK cell subset in each sample (x axis). (**I**) Scaled log-normalized expression (color bar) of the top 20 differentially expressed genes (rows) in cells (columns) from each T/NK cell subset (color bar on top). (**J**) Enrichment of IL17+ γδT cells (TNK05) and depletion of CD8+ γδT cells (TNK01) in dysplastic lesions. Significance (FDR, color bar, two-sided Welch’s t-test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of each T/NK cell subset (rows) between samples from different conditions (columns). (**K**) T/NK cell compositions are similar in human and mouse. Left: 2D embedding of T/NK cell composition profiles of human and mouse samples colored by sample type (legend) (STAR Methods). Right: Similarity of T/NK cell composition (enrichment z-scores) in the 2D embedding between each set of samples (rows, columns). (**L–N**) Stromal cell subsets and composition. (**L**) 2D embedding of stromal cell profiles colored by clusters (legend). (**M**) Proportion of cells out of all stromal cells (y axis) of each stromal cell subset in each sample (x axis). (**N**) Scaled log-normalized expression (color bar) of the top 20 differentially expressed genes (rows) in cells (columns) from each stromal cell subset (color bar on top). (**O**) Enrichment of vascular endothelial cells (Endo01) and depletion of myofibroblasts (Fibro02) in dysplastic lesions. Significance (FDR, color bar, two-sided Welch’s t test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of each stromal cell subset (rows) between samples from different conditions (columns). (**P**) Increased *VegfA* expression in monocyte-macrophage populations with dysplasia. Distribution of expression (y axis, log1p(counts)) of *VegfA* in monocytes and macrophages from different conditions (x axis).

**Figure 1—figure supplement 3.**
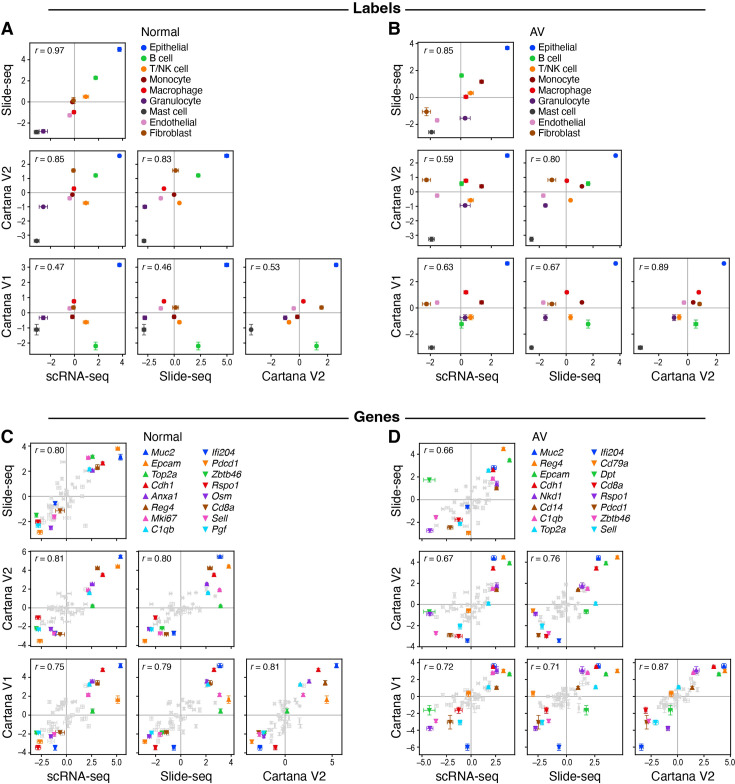
Correspondence between scRNA-seq, Slide-seq, and Cartana data. (**A, B**) Agreement in cell type proportions. Inferred cell type proportions (y and x axis; CLR-transformed cell type fractions) for each cell type (dot color) in normal (**A**) and AV (**B**) samples in scRNA-seq, Slide-Seq, and Cartana data (axis labels). Pearson’s r: top left corners. Error bars: bootstrapped standard error of the mean ((**A**) n=8, 16, 12, 16 and (**B**) n=11, 24, 12, 12 for scRNA-seq, Slide-seq, Cartana V1, Cartana V2). (**C, D**) Agreement in gene expression levels. Measured expression (y and x axis; CLR-transformed gene fractions) for each gene (dot) measured by all three methods in normal (**A**) and AV (**B**) samples in scRNA-seq, Slide-Seq, and Cartana data (axis labels). Pearson’s r: top left corners. Error bars: bootstrapped standard error of the mean ((**C**) n=8, 16, 12, 16 and (**D**) n=11, 24, 12, 12 for scRNA-seq, Slide-seq, Cartana V1, Cartana V2). Genes with the eight maximal and minimal expression ranks across methods are labeled.

**Figure 1—figure supplement 4.**
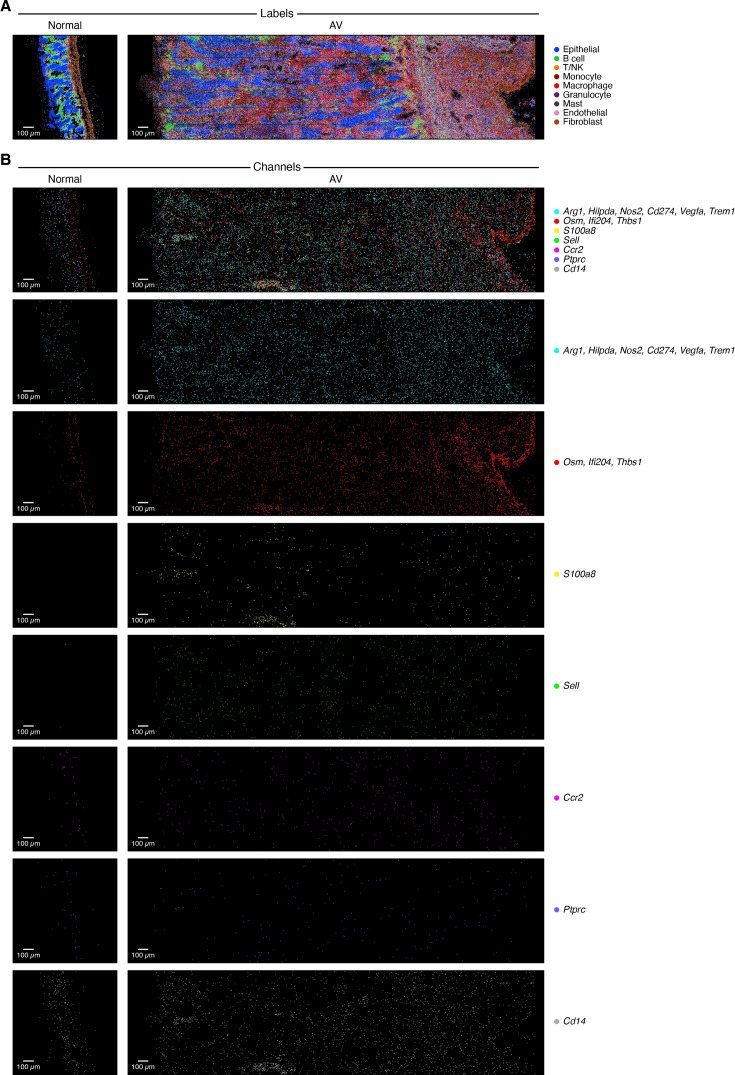
Dysplasia-associated cells in the tumor microenvironment. (**A, B**) Representative images of multiplex RNA analysis in normal colon (left) and AV lesions (right) colored by cell type assignment (**A**, the same as **E**) and expression of marker genes (**B**) for Mono02 (Arg1, Hilpda, Nos2, Cd274, Vegfa, Trem1; cyan), Mono03 (Osm, Ifi204 and Thbs1; red), granulocytes (S100a8; yellow), as well as Sell (green), Ccr2 (magenta), Ptprc (blue), and Cd14 (gray).

We first generated a single-cell atlas of the models consisting of 48,115 high-quality scRNA-seq profiles from normal colon, AV (3 weeks after 4-hydroxytamoxifen induction), and AKPV (3 and 9 weeks after induction) tissues. 

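The counts analysed here come from 2 pools of tissue samples. In each pool the cells of every sample were labelled with an antibody that carries a DNA barcode (a hashtag), mixed, and captured together with the 10x Genomics v2 3′ kit. Pool 1 held 2 normal colons, 2 AV lesions and 4 AKPV lesions. Pool 2 held 2 AV and 4 AKPV lesions and no normal colon. The hashtag index names the model but not the weeks since induction, so the 8 AKPV lesions form 1 group. Droplets were kept if they held 1000 to 50000 UMIs (unique molecular identifiers, each marking 1 captured RNA molecule), 500 to 7000 genes, at most 20% mitochondrial and at most 10% hemoglobin UMIs. This left 7452 cells in pool 1 (median 4784 UMIs and 1705 genes) and 9969 cells in pool 2 (median 7216 UMIs and 2319 genes). HTODemux marked 1370 and 1785 of them as carrying more than 1 hashtag and 821 and 584 as carrying none. Scrublet, which looks for droplets that resemble a sum of 2 cells, marked 6 cells in pool 1 and 0 in pool 2, where 259 and 386 pairs of cells from the same sample were expected, so most such pairs remain. After these steps 12858 cells were analysed, 2042 from normal colon, 5037 from AV and 5779 from AKPV lesions. The 2 normal samples held 5617808 and 5829224 UMIs. AV samples held 5256860 to 15125442 UMIs (median 9565074) and AKPV samples 752204 to 16029082 (median 6032186). Free RNA made up 5.22 to 9.14% of the UMIs of epithelial cells per sample, estimated from immunoglobulin and hemoglobin UMIs in epithelial cells over their share in droplets with 1 to 100 UMIs. Gene expression was compared on counts summed per sample within a cell class, given as mean ± standard deviation of CPM (counts scaled to the same total in every sample) over samples. Tests were two-sided edgeR quasi-likelihood tests with terms for condition and pool, and lesions stands for the mean of the AV and AKPV terms. Shares of cells were compared by two-sided exact permutation of samples on centred log-ratios with 0.5 cell added per type. Adjusted p values are Benjamini-Hochberg over all genes, lists or cell types of a comparison, and calls were made at 0.05. Gene lists were tested by camera with the correlation between genes fixed at 0.01 or estimated from the data. Intervals of 95% on shares and ratios of counts cover counting error only. Comparisons, thresholds and alternatives were fixed before the data were examined, except where stated. Coordinates are GENCODE M21 on mm10, to which 30934 genes matched by identifier. Normal colon is in pool 1 only, so pool and lesion are told apart solely through the AV and AKPV samples of pool 1.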

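Epithelial cells made up most of the cells, immune cells a smaller part and stromal cells a small rest. Of 12858 cells, 8275 were epithelial (64.4%, 95% interval 63.5 to 65.2), 4054 immune (31.5%, 30.7 to 32.3) and 184 stromal (1.43%, 1.24 to 1.65). Another 240 lay in clusters that mixed compartments and 105 in clusters that no marker list named. The immune cells were 1267 monocytes, 688 T or NK cells, 653 macrophages, 566 plasma cells, 315 granulocytes, 291 dendritic cells, 150 B cells, 39 mast cells and 85 others. The stromal cells were 80 vascular endothelial cells, 63 fibroblasts and 41 lymphatic endothelial cells. Within a compartment a cluster took the name of a cell type if at least 3 of its markers were higher in the cluster, with a margin of 0.5 over the next type. The mean log2 fold had to be at least 1, or more than 1 marker had to be among the cluster's top genes. Compartments were given by the marker list with the highest mean fold, without these limits. The clusters were found anew, so their borders and numbers are not those of the published annotation. Of the droplets placed in the granulocyte cluster 49.2% carried more than 1 hashtag and were left out, so pairs of cells from the same sample among the rest are not excluded.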

We captured a diverse cell census (Figure 1B and C, Methods), with 35 clusters annotated post hoc by the expression of known marker genes (Figure 1B, Figure 1—figure supplement 1A and B, Methods), across epithelial, immune, and stromal cell compartments (Figure 1—figure supplement 1C). For validation purposes, we also generated multiplex in situ RNA profiles (with the Cartana method Gyllborg et al., 2020) in six sections each from normal and AV conditions, using a panel of 66–180 marker genes chosen to best represent the cell types and programs found in the tissues (Figure 1E, Methods).

### Tumorigenic genotypes cause shifts in the composition of epithelial cell populations and their microenvironment in AV and AKPV lesions

Dysplastic lesions exhibited shifts in proportions of immune and stromal cells, including changes in subsets pre-existing in normal tissue, as well as infiltration of new cell subsets (Figure 1C and D, Figure 1—figure supplement 1D, E and F). This resulted in both an increase in cells of existing populations (e.g. some T cell subsets [TNK05 (GdT/Il17+), TNK06 (Treg)]) and emergence of new dysplasia-associated cells (e.g. granulocytes [Gran01, Gran02] and monocytes [Mono02, Mono03]) mirroring observations in human CRC (Pelka et al., 2021), breast cancer (Hagerling et al., 2019), and non-small cell lung cancer (Arenberg et al., 2000; Figure 1C and D, Figure 1—figure supplement 1D and E and Figure 1—figure supplement 2A–C). 

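Monocytes and dendritic cells held a larger share of cells in all 12 lesions than in either normal colon, and B cells a smaller share in all 12. With 2 normal colons no cell type passed the adjusted threshold (0 of 13 by exact permutation, 4 with an unadjusted p below it). Monocytes, the myeloid cells that enter tissue from blood, made up 14.0 ± 16.6% of cells in lesions (range 2.97 to 65.0%) and 0.687 ± 0.0447% in normal colon. The exact permutation p was 0.022, the smallest possible with 12 and 2 samples (adjusted p = 0.095). Dendritic cells, which present antigen to T cells, stood at 2.77 ± 1.16% and 0.841 ± 0.263%, and antibody-lineage B cells at 0.342 ± 0.450% and 5.31 ± 5.33%, with the same p. The normal B cell mean rests mostly on normal replicate 5 (9.08%, against 1.54% in normal replicate 6 and at most 1.28% in a lesion). Epithelial cells were lower in 10 of 12 lesions, 60.4 ± 16.4% against 79.7 ± 4.29% (exact permutation p = 0.044, adjusted p = 0.14). All immune cells together made up 35.0 ± 15.8% of lesion cells and 17.6 ± 4.32% of normal cells, and all stromal cells 2.03 ± 1.86% and 2.41 ± 0.226%. Macrophages (4.77 ± 2.46% against 2.53 ± 0.926%, adjusted p = 0.55), plasma cells (4.56 ± 3.40% against 5.80 ± 0.516%, adjusted p = 0.26) and mast cells (0.262 ± 0.391% against 0.0468 ± 0.0662%, adjusted p = 0.47) did not pass either. On cell numbers edgeR made 2 calls of 13. Monocytes rose (log2 fold change 4.73, adjusted p = 9.9e-04) and B cells fell (log2 fold change −5.15, adjusted p = 4.2e-04). Between AKPV and AV lesions 0 of 13 types passed by exact permutation (0 with an unadjusted p below 0.05, smallest adjusted p = 0.52), and 0 passed with edgeR (1 below 0.05 unadjusted, plasma cells). The lesions of pool 1 (n = 6) held 18.5 ± 23.2% monocytes and those of pool 2 (n = 6) 9.60 ± 4.08%, where the higher mean of pool 1 comes from AKPV replicate 8 (65.0%), as its other 5 lesions lie between 2.97 and 16.6%.

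**Figure D1:**
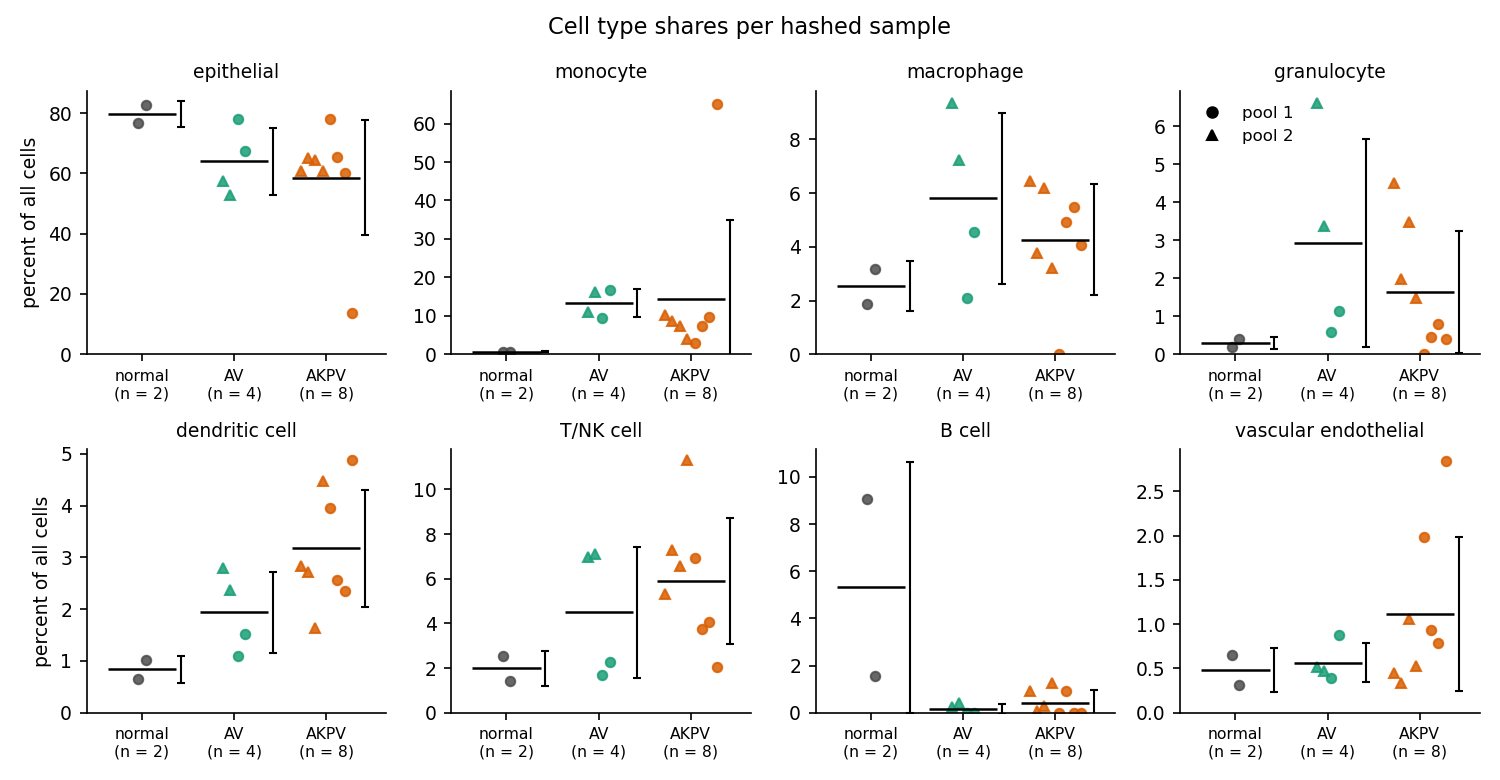
Share of each cell type in each sample, in percent of all cells of that sample (y axis), by condition (x axis, with the number of samples). Each point is 1 sample, circles are pool 1 and triangles pool 2. Horizontal lines are means and vertical bars are 1 standard deviation on either side.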

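Within the monocytes and macrophages the balance moved to monocytes in every lesion. Monocytes were 67.5 ± 12.8% of these cells in lesions (n = 11) and 22.2 ± 5.31% in normal colon (n = 2), a rise with exact permutation p = 0.026, the smallest possible and equal to its adjusted value. With cell numbers in edgeR the log2 fold change was 1.81 (adjusted p = 5.3e-05). The call needs both normal colons, since without normal replicate 5 or without normal replicate 6 no p below the threshold is possible (0 of 2 subsets called), and in pool 1 alone the smallest possible exact permutation p was 0.095 (75.6 ± 14.1%, n = 5). At a finer grouping of the myeloid cells, 1 cluster of 1048 cells carried the markers of the dysplasia-associated monocytes (Cxcl1, Arg1 and Inhba among its top genes) and held 10 cells from normal colon, 532 from AV and 503 from AKPV lesions. A further monocyte cluster, with Ly6c2, Ccr2, Cxcl10 and Ifi203 among its top genes, held 5, 187 and 120 cells. Normal colon gave only 14 cells of the monocyte class and lesions 1253. The few normal cells in the first cluster thus follow the few normal monocytes, and these counts do not show that it is particular to lesions. No cluster matched the markers of Mono03. Granulocytes were 2.07 ± 2.02% of lesion cells and 0.299 ± 0.158% of normal cells, higher in 10 of 12 lesions but not past the threshold (exact permutation p = 0.13, adjusted p = 0.21, edgeR adjusted p = 0.38). They differed between the pools, 0.565 ± 0.382% in the lesions of pool 1 and 3.58 ± 1.85% in those of pool 2. T and NK cells were 5.44 ± 2.81% and 1.98 ± 0.771% (exact permutation p = 0.20, adjusted p = 0.26), again with a lower share in the lesions of pool 1 (3.46 ± 1.96%) than of pool 2 (7.42 ± 2.03%). Foxp3, the transcription factor of regulatory T cells, had a UMI in 23 of 647 lesion T and NK cells (3.55%, 2.38 to 5.28) and in 1 of 41 normal ones (2.44%) with all UMIs, and in 13 and 0 after thinning to 1000 UMIs, with 0.0752% of lesion epithelial cells as background. Clusters and their defining genes rest on the same counts, so a cluster's size and its markers are 1 observation.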

We validated these patterns using multiplex in situ RNA analysis (Figure 1E, Figure 1—figure supplement 1F–H and Figure 1—figure supplements 3 and 4). Infiltration is likely to underlie many of these changes as many of the increasing cell subsets (granulocytes, monocytes, mast cells) expressed genes, such as Sell and Ccr2, indicating tissue recruitment, and as the cells dramatically increase in proportion despite negligible signals of proliferation programs.

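Lesion monocytes and granulocytes carried homing receptors while few of them carried proliferation transcripts. Ccr2, the chemokine receptor that draws monocytes out of bone marrow (ENSMUSG00000049103, chromosome 9:124101950-124113557), was found in 22.3% of 1253 lesion monocytes (20.0 to 24.7), 4.98% of macrophages, 1.62% of granulocytes and 0 of 38 mast cells (a count of 0 allows up to 7.89% with a UMI). Sell, the L-selectin of circulating leukocytes (ENSMUSG00000026581, chromosome 1:164061982-164084181), was found in 27.2% of 309 granulocytes (22.5 to 32.4), 6.70% of monocytes (5.45 to 8.23) and 2 of 38 mast cells (5.26%). The background in lesion epithelial cells was 0.165% for Ccr2 and 0.195% for Sell. Mki67 or Top2a, made in dividing cells, had a UMI in 1.60% of monocytes (1.04 to 2.45), 3.56% of granulocytes (2.00 to 6.26), 5.98% of macrophages and 11.4% of epithelial cells. Mast cells did not share the low level, with 7 of 38 positive (18.4%, 9.22 to 33.4). These shares are for cells thinned to 1000 UMIs each, because median depth differed from 1669 UMIs in granulocytes and 2355 in monocytes to 8863 in epithelial cells. With all UMIs counted the shares were 38.0% (Ccr2, monocytes), 12.8% and 40.8% (Sell, monocytes and granulocytes), and 4.07% and 9.71% (Mki67 or Top2a, monocytes and granulocytes), against 37.7% for Mki67 or Top2a in epithelial cells. Ccr2 was no higher in lesion than in normal monocytes, of which 8 of 14 were positive (57.1%, 32.6 to 78.6). From such transcripts the paper proposes that the added cells enter the tissue and do not multiply there, and the counts here measure presence of the transcripts, not movement of cells.

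**Figure D2:**
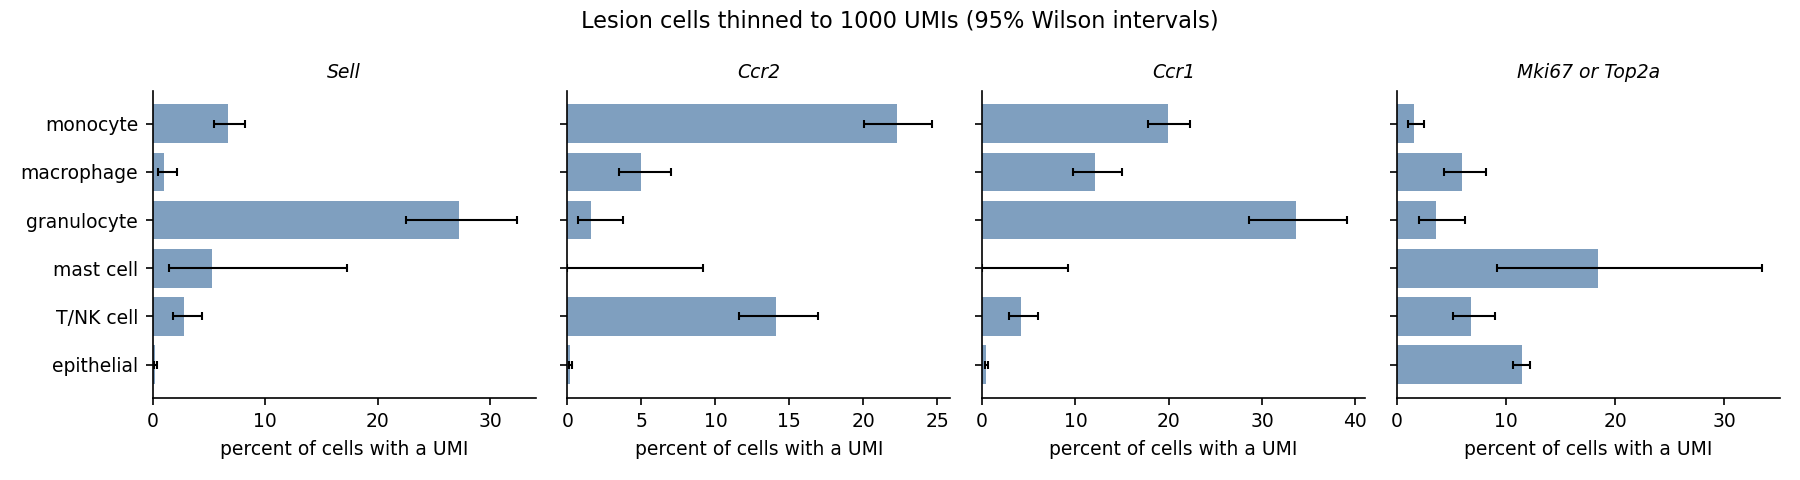
Percent of lesion cells with at least 1 UMI of the gene (x axis) for each cell type (y axis), after each cell was thinned to 1000 UMIs. Bars are all lesion cells of the type pooled, whiskers are 95% Wilson intervals.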

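Monocytes and macrophages of lesions took up an inflammatory, glycolytic and angiogenic profile and lost MHC class II genes. Over 11 lesions and 2 normal colons, 316 of 6148 genes passed (204 rose, 112 fell). Arg1, the arginine-degrading enzyme of suppressive myeloid cells (ENSMUSG00000019987, chromosome 10:24915221-24927484), stood at 1106 ± 351 CPM in lesions with 0 counts in normal colon (at least 72.0-fold, adjusted p = 4.8e-05). The cytokine Il1b (ENSMUSG00000027398, chromosome 2:129364570-129371139) rose from 1112 ± 412 to 4143 ± 1314 CPM (log2 fold change 2.25, standard error 0.26, adjusted p = 4.8e-05) and the neutrophil attractant Cxcl2 (ENSMUSG00000058427, chromosome 5:90903871-90905938) from 206 ± 195 to 5119.8 ± 1859 CPM (log2 fold change 4.85, standard error 0.57, adjusted p = 6.4e-05). Of the inflammatory cytokines and chemokines 10 of 18 rose (15 when adjusted over the list alone, with 1 lower) and 0 fell, among them Il1a (0 normal counts, at least 33.1-fold) and Osm (416 ± 122 against 32.1 ± 19.1 CPM, log2 fold change 3.90). Glycolysis genes rose in 10 of 12 cases (11 over the list alone), among them Pgam1 (527 ± 92.2 against 72.4 ± 10.5 CPM, log2 fold change 2.75), Eno1 (1.75) and Pkm (1.79). Angiogenesis and hypoxia genes rose in 7 of 16 (9 over the list alone), with Hif1a, the oxygen-sensing factor, at 304 ± 71.3 against 62.1 ± 8.96 CPM (log2 fold change 2.51), beside Thbs1 (3.69) and Plaur (3.56). All 7 MHC class II genes fell, for example H2-DMa (621 ± 127 against 1675 ± 142 CPM, log2 fold change −1.44) and the class II activator Ciita (36.6 ± 17.2 against 219.9 ± 4.48 CPM, log2 fold change −2.37, adjusted p = 0.0044, but 0.12 without normal replicate 6, range over alternatives 7.6e-09 to 0.12). Type I interferon genes passed in 2 of 16 cases (higher, led by Ifitm1 at 740.4 ± 347 against 77.1 ± 3.88 CPM, log2 fold change 3.67) and interferon gamma genes in 1 of 17 (lower, with 2 higher and 2 lower over the list alone). MHC class I genes passed in 0 of 9 cases. Dissociation stress genes, a sign of handling, rose in 3 of 18 (6 higher and 1 lower over the list alone). Macrophage genes Ms4a7 (402 ± 200.1 against 1304 ± 123 CPM, log2 fold change −2.51), Tmem176b (−2.52) and Tmem176a (−2.53) fell. Normal colon gave 51 macrophages and 14 monocytes and lesions 602 macrophages and 1253 monocytes, so these values mix a change of cell type with changes inside a type. The number of calls was 136 without normal replicate 5, 109 without normal replicate 6, where the normal colon left is assumed to vary as the lesions do, and 502 with no filter on low counts.

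**Figure D3:**
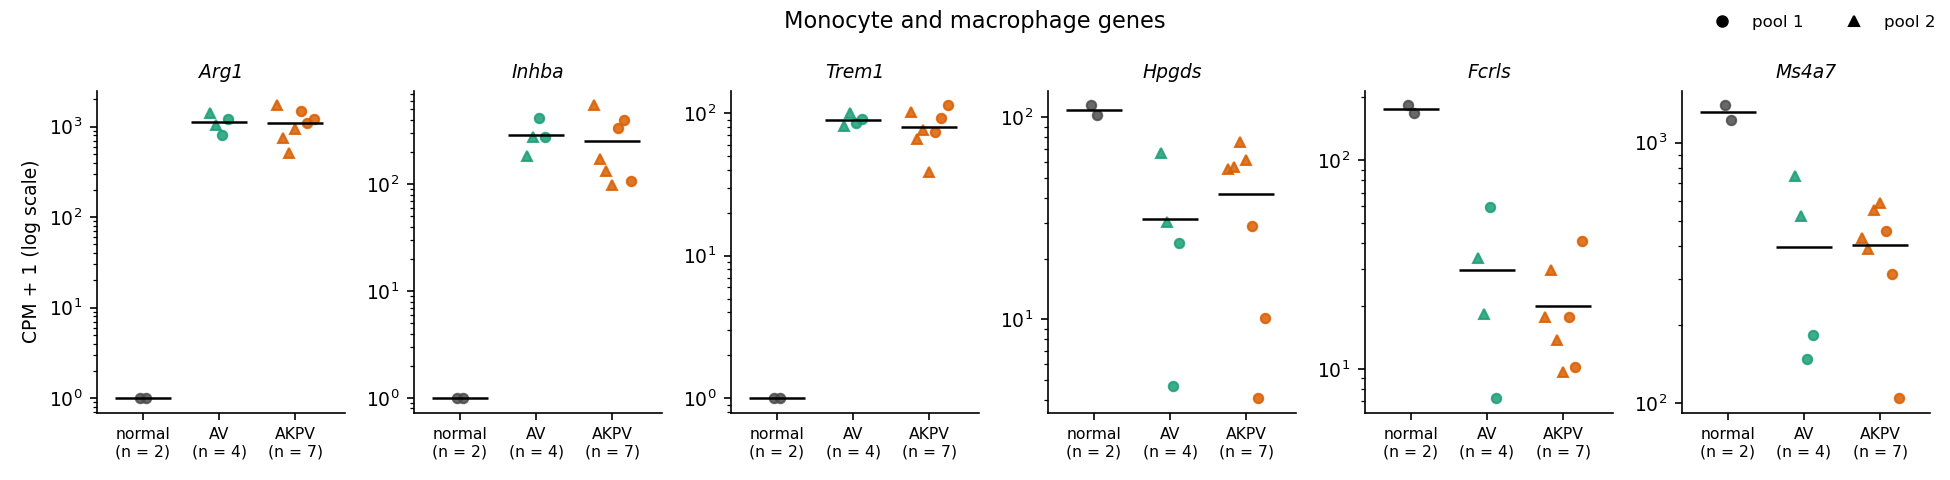
Expression in monocytes and macrophages of each sample, as CPM + 1 on a log scale (y axis), by condition (x axis, with the number of samples). Each point is 1 sample, circles are pool 1 and triangles pool 2, and horizontal lines are means.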

Two of four monocyte subsets, Mono02 and Mono03, were unique dysplasia-associated cells (Figure 1—figure supplement 2D–F) and were respectively enriched for general inflammatory response genes (FDR = 5.7 10^–30^, two-sided Fisher’s exact test in GO term enrichment) and interferon beta and gamma response genes (FDR = 3.5 10^–11^, 1.0 10^–13^). 

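T cells with an IL17-type gamma delta profile, which make the barrier cytokine IL17, were more frequent among T and NK cells of all lesions than of normal colon. In pool 1, which alone holds normal colon, the difference was small. With few normal cells at hand the test of subsets could not pass. Trdc (the delta chain) together with Il17a or Cd163l1 was found in 92 of 647 lesion cells (14.2%, 11.7 to 17.1) and in 1 of 41 normal cells (2.44%, 0.432 to 12.6) with all UMIs, and in 82 (12.7%) and 1 after thinning to 1000 UMIs. The share differs by pool, with 5 of 89 (5.62%, 2.42 to 12.5) in the lesions of pool 1, the pool of the normal colons. Trdc alone went the other way there, with 6 of 89 lesion cells (6.74%, 3.13 to 13.9) and 4 of 41 normal cells (9.76%, 3.86 to 22.5). In those lesions Il17a alone was found in 18 of 89 cells (20.2%, 13.2 to 29.7). Il17a alone was found in 149 of 647 (23.0%, 20.0 to 26.4) and 3 of 41 (7.32%, 2.52 to 19.4), or 134 and 2 after thinning, with 1.17% of lesion epithelial cells as background. Median depth was 1570 UMIs in lesion and 1289 in normal T and NK cells, and 8863 in lesion epithelial cells. The cluster with these genes (Il22, Il17f, Il17a, Trdc and Cd163l1 on top) held 1 normal, 50 AV and 89 AKPV cells and made up 20.2 ± 13.5% of T and NK cells in 8 lesions against 3.45% in the 1 normal colon with enough cells (exact permutation p = 0.44, adjusted p = 0.67, smallest possible p 0.22, edgeR log2 fold change 2.04, adjusted p = 0.44). No cluster of gamma delta CD8 cells formed, and Trdc with Cd8a was found in 3 of 647 lesion cells (0.464%, 0.158 to 1.35) and 1 of 41 normal cells, or 1 and 0 after thinning, too few for a direction. The largest cluster, of mixed T and NK identity (Gzma, Ccl5 and Klra7 among its top genes), stood at 67.5 ± 12.4% in lesions and 86.2% in normal colon (exact permutation p = 0.67). In all T and NK cells together (10 lesions, 2 normal colons) 5 of 1373 genes passed, 4 higher and 1 lower, with 198 at an unadjusted edgeR p below 0.05 and 26 called by DESeq2. The actin-capping gene Capg (ENSMUSG00000056737, chromosome 6:72544391-72562983) rose, 1096 ± 219 against 244 ± 65.5 CPM (log2 fold change 2.07, standard error 0.41, adjusted p = 0.041), as did the glycolytic Aldoa (log2 fold change 1.17, standard error 0.24, adjusted p = 0.041) and the iron store Fth1 (4889.9 ± 987 against 2313 ± 11.4 CPM, log2 fold change 0.95, standard error 0.19, adjusted p = 0.041). Tff1, an epithelial peptide (ENSMUSG00000024032, chromosome 17:31161395-31165277), stood at 539 ± 327 CPM with 0 normal counts (at least 7.68-fold, adjusted p = 0.038), a gene whose known source is epithelium. Capg and Fth1 each lose their call in 5 alternatives, Aldoa in 8 and Tff1 in 3. Leaving out single samples moved the number of calls between 1 (without normal replicate 6, where the remaining normal colon is assumed to vary as the lesions do) and 18 (without AV replicate 7).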

T cell subsets showed the expected diversity across nine subsets (Figure 1—figure supplement 2G–I; Smith and Garrett, 2011), with a significant decrease (out of all T cells) in TNK01 (GdT/Cd8) in the dysplastic microenvironment and an increase in TNK05 (GdT/Il17+) (Figure 1—figure supplement 2J). This is consistent with the T cell composition in tumors from mismatch repair proficient (MMRp) CRC patients (Figure 1—figure supplement 2K). RNA velocity analysis (La Manno et al., 2018) of T cells from normal and AV tissue (Figure 2A) showed a change in inferred cellular relationships with TNK03 (naive T) and TNK02 (Th1/Th17) preceding TNK06 (Treg), consistent with the promotion of an immunosuppressive microenvironment, and TNK08 (proliferating T) also preceding TNK02 (Th1/Th17), TNK04 (GdT/Cd8), and TNK05 (GdT/Il17+) populations.

**Figure 2.**
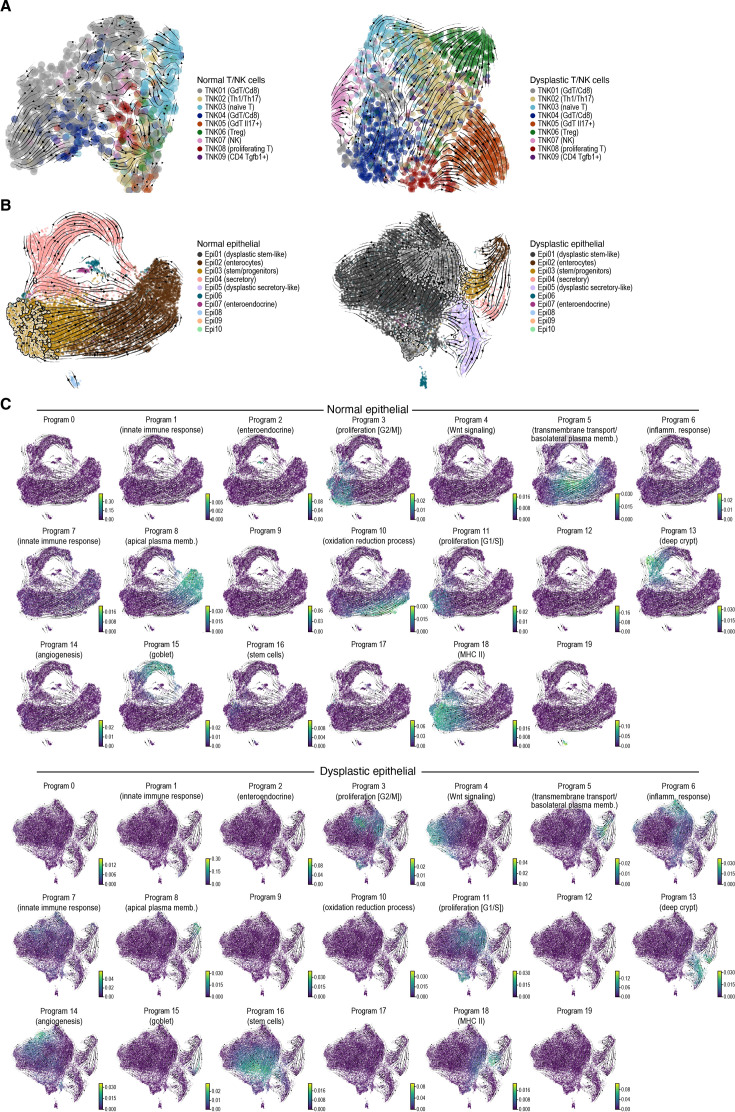
Changes in T/NK and epithelial cell differentiation in dysplastic lesions. (**A**) T/NK cell differentiation. 2D embedding of T/NK cell profiles from normal tissues (left) and dysplastic lesions (right), colored by cell subset. Streamlines: averaged and projected RNA velocities. (**B, C**) Proliferating stem-like cells give rise to an expanded stem-like compartment and differentiated-like tumor cells in dysplastic lesions. 2D embedding of epithelial cell profiles from normal tissues (**B**, left and **C**, top) and dysplastic lesions (**B**, right, and **C**, bottom), colored by cell subset (**B**), or by expression of epithelial programs (**C**). Streamlines: averaged and projected RNA velocities. Outlined dots (**B**): Proliferative cells (cells with more than 50% program weight in the proliferation programs #3 and #11).

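Vascular endothelial cells, which line blood vessels, made up a larger part of the stromal cells in lesions than in normal colon, and the difference did not pass after adjustment. They were 51.6 ± 17.8% of stromal cells in 8 lesions and 20.6 ± 12.1% in 2 normal colons (exact permutation p = 0.044, the smallest possible, adjusted p = 0.13), above both normal colons in 7 of 8 lesions. The cells behind this number 54 and 10. Stromal classes came from the preliminary clusters, a choice made after the clusters were seen. On cell numbers edgeR gave a log2 fold change of 1.02 (adjusted p = 0.090), and in pool 1 alone 5 lesions averaged 42.8 ± 12.0%. Fibroblasts, the matrix-forming cells, stood at 30.6 ± 18.9% and 48.8 ± 15.9% (exact permutation p = 0.40), and lymphatic endothelial cells at 17.8 ± 10.6% and 30.7 ± 3.77% (exact permutation p = 0.27, adjusted p = 0.40). Out of all cells vascular endothelial cells were 0.932 ± 0.752% in 12 lesions and 0.482 ± 0.246% in normal colon (exact permutation p = 0.77, edgeR log2 fold change 1.15, adjusted p = 0.38). Fibroblasts were 0.597 ± 0.600% and 1.19 ± 0.493% of all cells (exact permutation p = 0.088, adjusted p = 0.19), with 1.06 ± 0.522% in the lesions of pool 1 and 0.138 ± 0.120% in those of pool 2. Vascular endothelial cells of the lesions also split by pool, 1.30 ± 0.921% and 0.561 ± 0.255%.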

Within the five subsets of stromal cells (including vascular endothelial and lymphatic endothelial cells and three fibroblast subsets, Figure 1—figure supplement 2L–N and Methods), Endo01 (vascular) were enriched in dysplastic lesions compared to normal colon (FDR = 1.8 10^–3^, two-sided Welch’s t test on CLR transformed compositions; Figure 1—figure supplement 2O). 

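Vessel cells of lesions carried more RNA of the angiogenesis and hypoxia list and of sugar-splitting enzymes per captured molecule. Counts of the angiogenesis and hypoxia genes made up 69.1 per 10,000 UMIs in 70 lesion cells (66.9 to 71.4) and 14.6 per 10,000 in 10 normal cells (10.1 to 20.2), a ratio of 4.75 (3.41 to 6.83). Glycolysis genes made up 62.3 and 27.4 per 10,000, a ratio of 2.27 (1.78 to 2.94). Serpine1, an inhibitor of clot dissolution (ENSMUSG00000037411, chromosome 5:137061504-137072268), led with 822 counts in lesions (16.0 per 10,000) and 0 in normal colon, at least 12.8-fold. Next came Thbs1, a matrix protein that limits vessel growth, with 483 counts against 2. Vegfa itself had 0 counts in lesions and 1 in normal colon. Placental growth factor Pgf (ENSMUSG00000004791, chromosome 12:85166635-85177790) had 202 counts against 0 (at least 3.15-fold) and Hif1a 173 against 0 (at least 2.70-fold). Pgf was counted in only 6 of 12 lesions, Hif1a in 11 and Serpine1 in 12. The tip cell genes Apln, Angpt2 and Esm1 had 287, 258 and 436 counts against 1 each. Not every list member rose, since the receptor Flt1, with 18 of the 35 normal counts of the list, stood at 7.18 per 10,000 in lesions and 7.49 in normal colon. Outside the list Kdr stood at 2.82 and 4.99, and Plvap at 35.7 and 30.8. Among the enzymes Pkm stood at 14.1 and 2.91 per 10,000, Gapdh at 17.6 and 8.32, and Ldha at 8.01 and 5.41. Neither normal colon reached the limit of 10 vessel cells set beforehand (7 and 3 cells, 24046 UMIs in all), so no test over samples was run and the intervals hold no variation between mice. Sample by sample, a look added after the result was seen, angiogenesis genes made up 28.5 to 137 per 10,000 in the 12 lesions and 16.1 and 9.91 in the normal colons. The angiogenesis ratio was 3.03 with MULTIseqDemux in place of HTODemux and 6.97 without normal replicate 5.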

Angiogenesis-related pathways, such as angiogenesis (FDR = 1.0 10^–11^) and positive regulation of angiogenesis (FDR = 3.4 10^–4^) as well as glycolytic process (FDR = 1.4 10^–4^) were enriched in Endo01 (vascular) from lesions compared to normal colon (Supplementary file 1). This is in line with vascular adaptation to the tumor’s growing needs for nutrients and oxygen (Ziyad and Iruela-Arispe, 2011) and with the increased expression of the vascular growth factor *VegfA* in both monocytes and macrophages (Figure 1—figure supplement 2P).

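Vegfa, the main growth factor of blood vessels (ENSMUSG00000023951, chromosome 17:46016993-46032369), was higher in lesion than in normal monocytes and macrophages. It reached 567 counts among 8148651 UMIs of lesion cells (0.696 per 10,000) and 1 count among 199799 UMIs of normal cells, a ratio of 13.9 (2.49 to 550.1). The ratio was 12.5 (2.23 to 496) for AV and 15.5 (2.77 to 616) for AKPV lesions. Over samples the level was 90.9 ± 46.2 against 5.70 ± 8.07 CPM (n = 11 and 2, log2 fold change 4.57, adjusted p = 0.0077). The call rests on few normal counts and is lost without a pool term (adjusted p = 0.13) and without normal replicate 6 (adjusted p = 0.18, the remaining normal colon being assumed to vary as the lesions do), with adjusted p from 1.4e-08 to 0.18 over the alternatives. Within lesions monocytes held more than macrophages, 0.991 against 0.472 per 10,000, and 9.74% of monocytes, 4.65% of macrophages and 1.59% of epithelial cells had a UMI after thinning to 1000 UMIs. Monocytes alone gave a ratio to normal of 3.17 (0.565 to 126, 14 normal cells), and normal macrophages had 0 counts among 167803 UMIs (at least 2.64-fold lower). Epithelial Vegfa rose less, 16.2 ± 4.91 against 12.1 ± 2.43 CPM (n = 12 and 2, log2 fold change 0.76, standard error 0.18, adjusted p = 0.0032), a call lost without a pool term (adjusted p = 0.44) and without normal replicate 5 (adjusted p = 0.065).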

### Cell-intrinsic expression shifts in different sub-lineages in the dysplastic epithelium

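Epithelial cells of lesions lost the genes of mature colon cells and gained genes that normal colon hardly expresses. Comparing 12 lesions with 2 normal colons, 6108 of 12810 genes passed (2894 rose, 3214 fell). Ptprz1, a receptor phosphatase of neural and developing tissue (ENSMUSG00000068748, chromosome 6:22875502-23052916), rose from 0.888 ± 0.251 to 51.0 ± 16.8 CPM (log2 fold change 5.55, standard error 0.33, adjusted p = 5.9e-08). Il33, an alarm cytokine of barrier cells (ENSMUSG00000024810, chromosome 19:29925114-29960718), rose from 0.888 ± 0.251 to 50.9 ± 27.4 CPM (log2 fold change 4.89, standard error 0.41, adjusted p = 6.9e-07). Selenbp1, a selenium-binding protein of mature colonocytes (ENSMUSG00000068874, chromosome 3:94933056-94944758), fell from 419.6 ± 12.9 to 23.7 ± 20.0 CPM (log2 fold change −3.79, standard error 0.19, adjusted p = 1.5e-08), and the bicarbonate enzyme Car1 (ENSMUSG00000027556, chromosome 3:14766216-14808368) from 3649.5 ± 131 to 253 ± 338 CPM (log2 fold change −3.89, standard error 0.58, adjusted p = 8.0e-05). Among the strongest further rises (log2 fold change, adjusted p) were Onecut2 (5.83, 6.2e-04), Tacstd2 (4.66, 3.1e-06), Prox1 (4.62, 8.5e-07), Spock2 (4.56, 1.7e-05) and Tesc (4.57, 1.8e-04), and among the falls Apol10a (−4.46, 2.2e-06), Mettl7b (−4.25, 2.7e-08), Cyp2c55 (−3.96, 6.3e-08), Slc26a3 (−3.91, 2.0e-06) and Slc5a8 (−3.81, 4.1e-06). Of 24 absorptive colonocyte genes 22 fell and 0 rose (camera adjusted p = 5.2e-18, 0.11 with an estimated correlation), Hmgcs2 among them (26.9 ± 10.1 against 283 ± 2.11 CPM, log2 fold change −3.05). Of 16 goblet and secretory genes 11 fell and 3 rose (camera adjusted p = 0.030, 0.55 with an estimated correlation), with the mucin Muc2 (ENSMUSG00000025515, chromosome 7:141690340-141754693) at 273 ± 222 against 2693 ± 69.4 CPM (log2 fold change −2.59) and the secretory regulator Atoh1 at 9.45 ± 4.58 against 40.3 ± 1.25 CPM (−1.73). Enteroendocrine genes did not pass (0 of 6), MHC class II genes fell in 2 of 7 cases and MHC class I genes split 1 and 1 of 9 (1 and 0 over the list alone). Proliferation genes rose in 4 of 18 cases (3 over the list alone, camera adjusted p = 0.34), Pcna from 51.7 ± 3.53 to 91.3 ± 20.0 CPM (log2 fold change 0.71), while Mki67 did not pass (47.1 ± 14.5 against 73.5 ± 7.40 CPM, log2 fold change −0.51, standard error 0.25, adjusted p = 0.11). Of the lists that track carried-over RNA, 0 of 16 immune, 0 of 5 red cell and 2 of 10 stromal transcripts (higher) passed. Dissociation stress genes, a sign of handling, rose in 9 of 18 cases and fell in 1 (11 and 1 over the list alone, camera adjusted p = 0.025, 0.71 with an estimated correlation). General epithelial transcripts fell in 10 of 12 cases (11 over the list alone) and rose in 1 (camera adjusted p = 0.021, 0.53 with an estimated correlation). For AV alone 6082 genes passed (2946 rose, 3136 fell) and for AKPV alone 5604 (2655 rose, 2949 fell). By the names of the clusters, normal epithelium here is 1281 enterocyte and 327 goblet cells of 1625. No normal stem or progenitor cluster was named, and Mki67 was no lower in normal colon, so dividing cells lie inside these clusters. Lesion values mix cells of all clusters. The median gene moved by 0.02 in log2 fold change, by 0.15 with upper-quartile factors (3672 rose, 2611 fell) and by 0.28 with DESeq2 (3155 rose, 3008 fell), and 4056 genes passed without normal replicate 6.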

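AKPV and AV epithelial cells differed in 689 genes, far fewer than separated lesions from normal colon. In AKPV lesions 490 genes were higher and 199 lower (n = 8 and 4). The paper took AV lesions 3 weeks and AKPV lesions 3 or 9 weeks after induction, with a lower inducer dose for 9 weeks. Which AKPV lesions here are of 9 weeks is not known, so genotype cannot be told apart from time and dose. Emp1, a membrane protein of invasive and late tumour cells (ENSMUSG00000030208, chromosome 6:135362545-135383173), rose from 14.7 ± 3.94 CPM in AV to 129 ± 55.3 CPM in AKPV (log2 fold change 3.08, standard error 0.38, adjusted p = 9.5e-04), and stood at 248 ± 19.7 CPM in normal colon. The growth-arrest gene Cdkn2a (ENSMUSG00000044303, chromosome 4:89274471-89294653) rose from 13.5 ± 8.25 to 84.8 ± 70.1 CPM (log2 fold change 2.73, standard error 0.59, adjusted p = 0.017, 0.068 without AV replicate 9, range over alternatives 3.6e-04 to 0.16). The imprinted RNA H19 (ENSMUSG00000000031, chromosome 7:142575529-142578143) fell from 117 ± 51.1 to 9.77 ± 7.53 CPM (log2 fold change −3.13, standard error 0.37, adjusted p = 7.4e-04). Gprc5a (74.2 ± 46.2 against 14.3 ± 2.74 CPM, log2 fold change 2.20) and Ly6g (2.52, adjusted p = 0.0045) rose, and Ifi27l2a (33.7 ± 11.0 against 107 ± 68.5 CPM, −1.54) fell. Genes that Ras and MAP kinase signals switch on rose in 10 of 16 cases (11 over the list alone, camera adjusted p = 9.9e-13, 0.023 with an estimated correlation), among them Epha2 (41.3 ± 8.96 against 21.2 ± 2.59 CPM, 0.93) and Etv4 (21.2 ± 6.51 against 11.7 ± 1.99 CPM, 0.94). Glycolysis genes rose in 10 of 13 (13 over the list alone, 1.3e-13 and 0.023), such as Hk1 (32.7 ± 12.8 against 18.2 ± 1.47 CPM, 0.78) and Pgk1 (473 ± 56.2 against 312 ± 57.5 CPM, 0.61). Angiogenesis and hypoxia genes rose in 7 of 20 (10 over the list alone, camera adjusted p = 9.5e-08, 0.027 with an estimated correlation), with Adm at 15.0 ± 5.56 against 6.86 ± 0.999 CPM (1.31) and Slc2a1 at 0.83. Intestinal stem cell genes fell in 6 of 16 (10 fell and 3 rose over the list alone, 2.9e-07 and 0.023) and Wnt target genes in 5 of 24 (9 fell and 1 rose over the list alone, 9.6e-06 and 0.23). Of the other lists absorptive genes rose in 11 of 24 (17 over the list alone), fetal-like genes in 7 of 15 (9), epithelial inflammatory genes in 8 of 20 (11), including Il1rn (91.9 ± 30.3 against 48.3 ± 8.91 CPM, 0.99), and p53 target genes in 6 of 16 (7), including Cdkn1a (229 ± 69.5 against 121 ± 8.03 CPM, 0.95), but none of these held with an estimated correlation (adjusted p = 0.13, 0.19, 0.078 and 0.25). Proliferation genes fell in 3 of 18 (7) and goblet genes in 2 of 16 (7). Trp53 transcripts were lower in AKPV (90.7 ± 23.5 against 119 ± 13.9 CPM, log2 fold change −0.38, standard error 0.10, adjusted p = 0.034, with adjusted p above the threshold in 12 alternatives), and 3′ tags read the end of a transcript, not the deleted part, so they do not check the deletion. None of the genes named here passed in pool 2 alone (4 AKPV against 2 AV, 13 genes called), where Emp1 had a log2 fold change of 2.96 and H19 of −2.41, and Hk1, Pgk1, Etv4, Adm, Cdkn1a and Il1rn did not pass in pool 1 alone either. Pool 1 alone gave 176 calls, no pool term 210, DESeq2 1156, and leaving out AV replicate 9 251. Without the cells of the enterocyte and goblet clusters, a comparison chosen after seeing the data, 560 genes passed (383 higher, 177 lower), and absorptive genes passed in 1 of 22 cases (median log2 fold change 0.541). All epithelial cells of the same samples gave 764 genes and 10 of 23 absorptive ones (median 1.24). Dissociation stress genes, a sign of handling, were higher in AKPV in 1 of 18 cases (5 over the list alone, camera adjusted p = 0.0027, 0.33 with an estimated correlation).

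**Figure D4:**
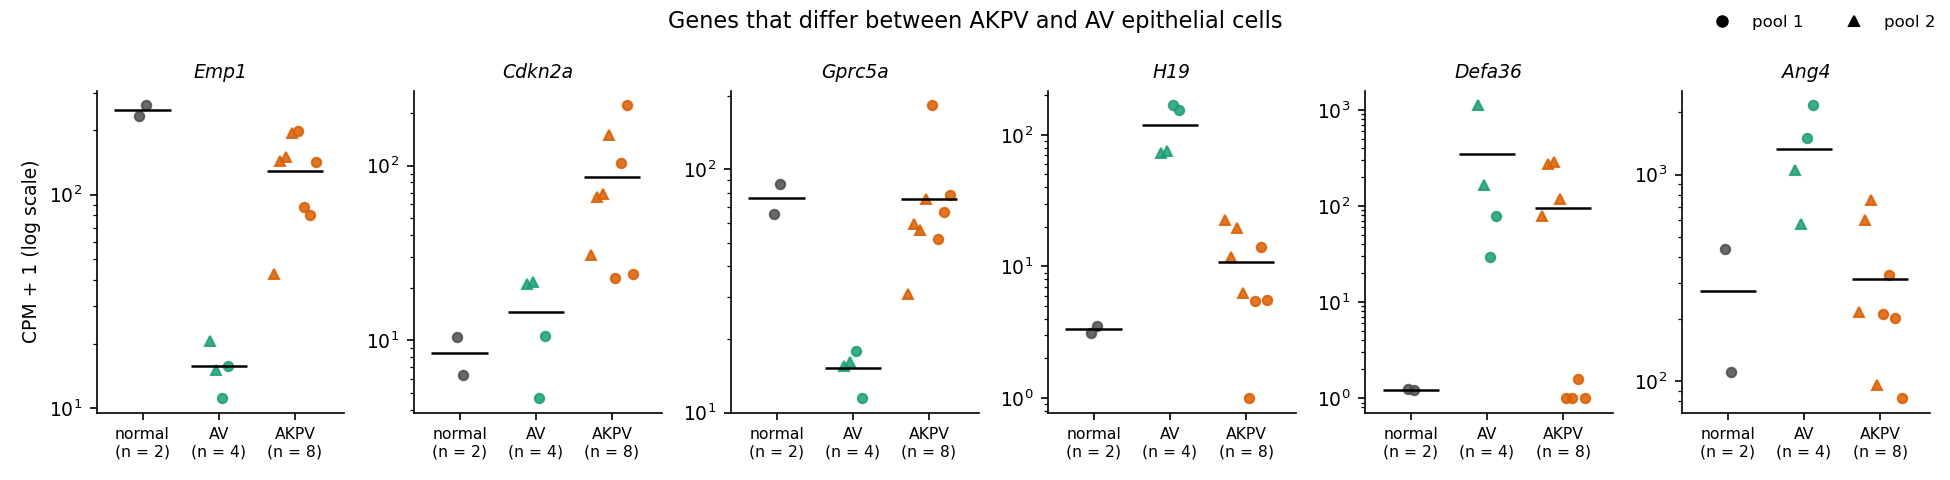
Expression in epithelial cells of each sample, as CPM + 1 on a log scale (y axis), by condition (x axis, with the number of samples). Each point is 1 sample, circles are pool 1 and triangles pool 2, and horizontal lines are means.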

Epithelial cells showed dramatic cell-intrinsic changes between normal tissues and either AV or AKPV lesions such that the cell profiles of dysplastic epithelial cells in both models were highly distinct from normal epithelial cells (and similar to each other; Figure 1C and Methods). Epithelial cell profiles from normal mice (41% of cells) separated from most of those from AV and AKPV models (59% of cells; Figure 3A, Figure 3—figure supplement 1A and B), suggesting a common shift in all dysplastic cells from the normal state. 

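Epithelial cells of normal colon fell almost wholly into 2 clusters, and most of those from lesions into others. Enterocytes, the absorbing cells, made up 78.8 ± 0.936% of normal epithelial cells (n = 2) and 7.52 ± 5.90% of those in 10 lesions with enough cells. Goblet cells, which secrete mucus, made up 20.1 ± 1.01% and 1.96 ± 1.74%. In the 2 lesions left out for few cells the 2 clusters together held 40.5 and 70.6%. A stem-like dysplastic cluster with Wif1, Wnt6 and Mt4 among its top genes made up 0.305 ± 0.432% of normal and 41.3 ± 8.26% of lesion cells (5 normal, 1422 AV and 1377 AKPV cells). A cluster that no marker list named, with Spp1, Cxcl5, Khdc1a, F3 and Ly6c1 on top, made up 0.740 ± 0.356% and 43.5 ± 5.69% (12 normal, 1225 AV and 1612 AKPV cells). A secretory-like dysplastic cluster, whose top genes Defa24, Defa36, Defa30 and Lyz1 belong to Paneth cells of the small intestine, was absent from normal colon and made up 5.58 ± 3.03% of lesion cells (275 AV and 124 AKPV cells). Each of these 5 of 6 clusters passed with the smallest possible exact permutation p (0.030, adjusted p = 0.036), and edgeR on cell numbers also called 5 (stem-like cluster log2 fold change 6.74, adjusted p = 3.1e-06). In pool 1 alone (4 lesions, 2 normal colons) no p below 0.13 is possible and 0 clusters passed, and the same holds without normal replicate 5 or without normal replicate 6 (0 of 6). Of all 8275 epithelial cells 19.6% came from normal colon and 80.4% from lesions. The paper proposes from such a separation that all dysplastic cells share a move away from the normal state. A cluster's size and the genes that define it are 1 observation here, and clusters were drawn from normal and lesion cells together.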

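Some epithelial cells of lesions lay in the clusters of normal colon, and their share varied widely between lesions. Of 6650 lesion epithelial cells 611 were in the enterocyte or goblet cluster (9.19%, 8.52 to 9.91). Per lesion the share ranged from 1.09% (AV replicate 6) to 70.6% (AKPV replicate 8), with a mean of 17.2 ± 20.2% over 12 lesions. The 2 largest shares came from the lesions with the fewest epithelial cells, AKPV replicate 8 (34 cells) and AKPV replicate 5 (79 cells, 40.5%). In pool 2 the shares were 1.09, 2.68, 4.46, 15.0, 4.93 and 4.39%, and in the larger samples of pool 1 15.6, 6.92, 17.9 and 21.9%. With MULTIseqDemux the pooled share was 8.26% and with finer clusters 9.55%. Whether such a cell lacks the deletion cannot be read from these counts, since position in a normal cluster is the only evidence used.

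**Figure D5:**
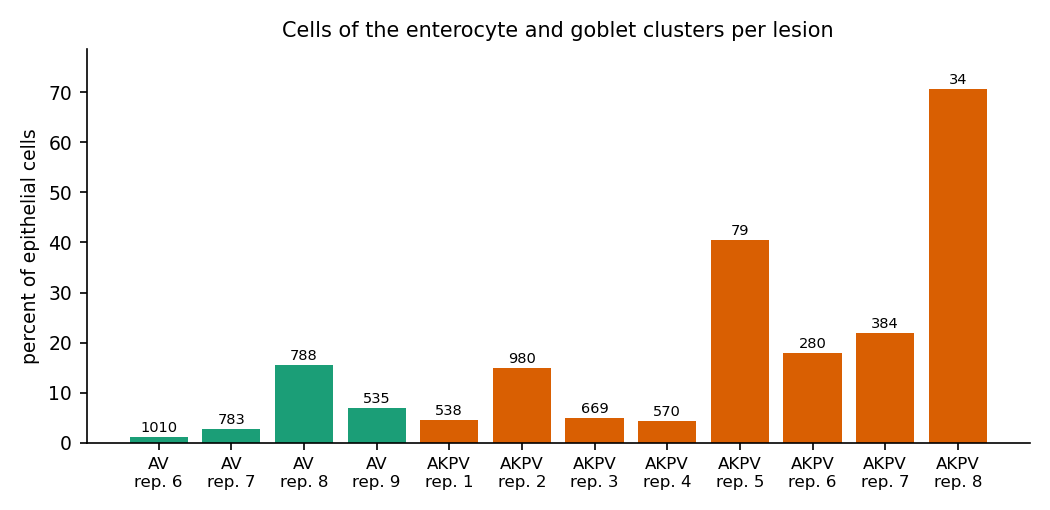
Percent of epithelial cells in the enterocyte and goblet clusters (y axis) for each lesion (x axis). Each bar is 1 sample, green for AV and orange for AKPV, and the number above it is the count of epithelial cells in that sample.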

Notably, 11% of epithelial cells from AV/AKPV mice were classified as non-dysplastic healthy cells, indicating that normal, non-dysplastic cells may be present in or adjacent to the lesion microenvironment (Figure 3B, Figure 3—figure supplement 1A), although we cannot firmly rule out adjacent tissue contamination. We annotated two cell clusters – Epi01 (dysplastic stem-like) and Epi05 (dysplastic secretory-like) – as dysplastic, due to their virtually exclusive presence in AV and AKPV models and because they expressed high levels of *Apc* target genes (e.g. *Axin2, Ascl2, Myc, Ccnd1, Lgr5*) and were enriched in tdTomato^+^ cells from AKPVT mice (Figure 3C, Figure 3—figure supplement 1C and D) while also spanning the enterocyte to secretory continuum with healthy cells (Figure 3—figure supplement 1B, PC2).

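Wnt target genes, which Apc normally holds down by marking beta-catenin for breakdown, rose in lesion epithelium. Axin2, a feedback inhibitor of the pathway (ENSMUSG00000000142, chromosome 11:108920349-108950783), rose from 23.1 ± 0.188 to 111 ± 40.2 CPM (n = 2 and 12, log2 fold change 2.50, standard error 0.30, adjusted p = 1.3e-05). The stem cell receptor Lgr5 (ENSMUSG00000020140, chromosome 10:115450311-115587780) rose from 4.36 ± 0.470 to 43.6 ± 11.1 CPM (log2 fold change 3.30, standard error 0.21, adjusted p = 9.0e-08) and the stem cell factor Ascl2 (ENSMUSG00000009248, chromosome 7:142966829-142969264) from 8.07 ± 0.353 to 43.7 ± 13.3 CPM (log2 fold change 2.60, standard error 0.24, adjusted p = 1.5e-06). Myc (ENSMUSG00000022346, chromosome 15:61985391-61990374), a growth regulator, rose in 11 of 12 lesions, 44.1 ± 16.4 against 14.5 ± 0.0361 CPM (log2 fold change 1.25, standard error 0.23, adjusted p = 4.7e-04). Ccnd1, the cyclin of early cell cycle (ENSMUSG00000070348, chromosome 7:144929931-144939925), did not pass (169 ± 48.7 against 150.4 ± 0.0563 CPM, log2 fold change 0.30, standard error 0.25, adjusted p = 0.34), with 7 lesions above and 5 below both normal colons. Of 24 tested Wnt target genes 21 rose and 0 fell (camera adjusted p = 1.8e-18, but 0.11 with an estimated correlation), with Tcf7 at 19.4 ± 5.45 against 1.67 ± 0.352 CPM (log2 fold change 3.49) and Tnfrsf19 at 15.9 ± 5.55 against 0.912 ± 0.385 CPM (4.01). Apc itself stood at 40.5 ± 7.61 against 43.6 ± 4.06 CPM (log2 fold change −0.12, standard error 0.13, adjusted p = 0.48), which does not check its deletion, because 3′ tags do not read the deleted part. No tdTomato sequence was among the counted features, so the reporter could not be read.

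**Figure D6:**
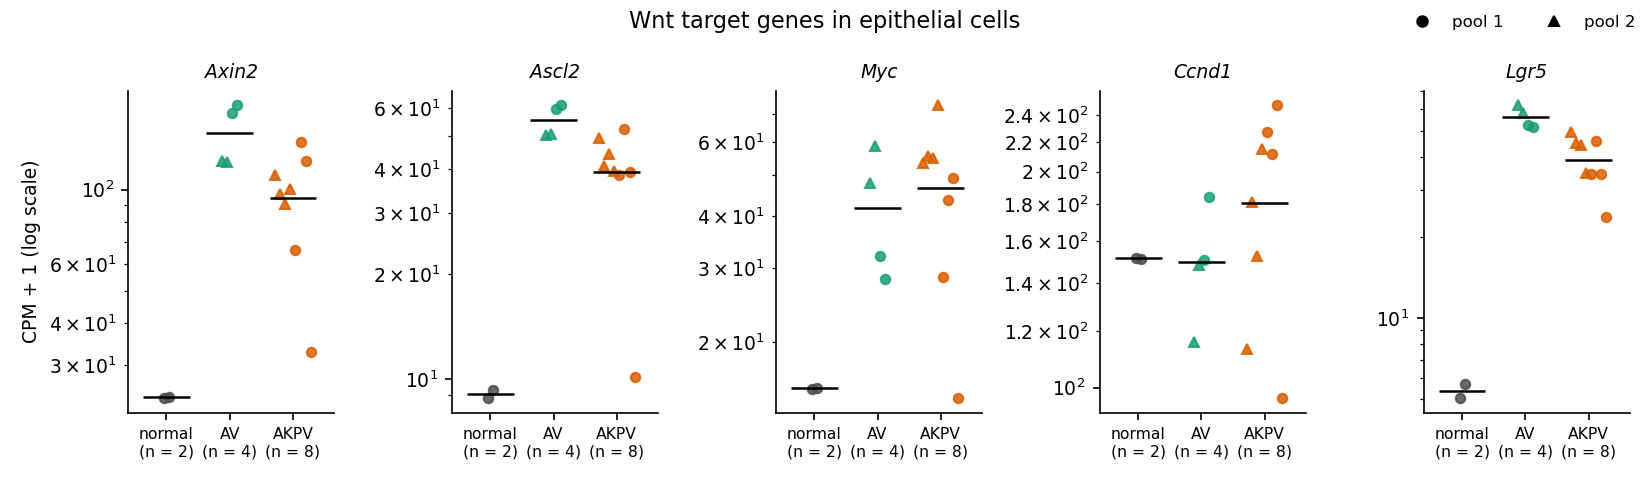
Expression of Wnt target genes in epithelial cells of each sample, as CPM + 1 on a log scale (y axis), by condition (x axis, with the number of samples). Each point is 1 sample, circles are pool 1 and triangles pool 2, and horizontal lines are means.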

**Figure 3.**
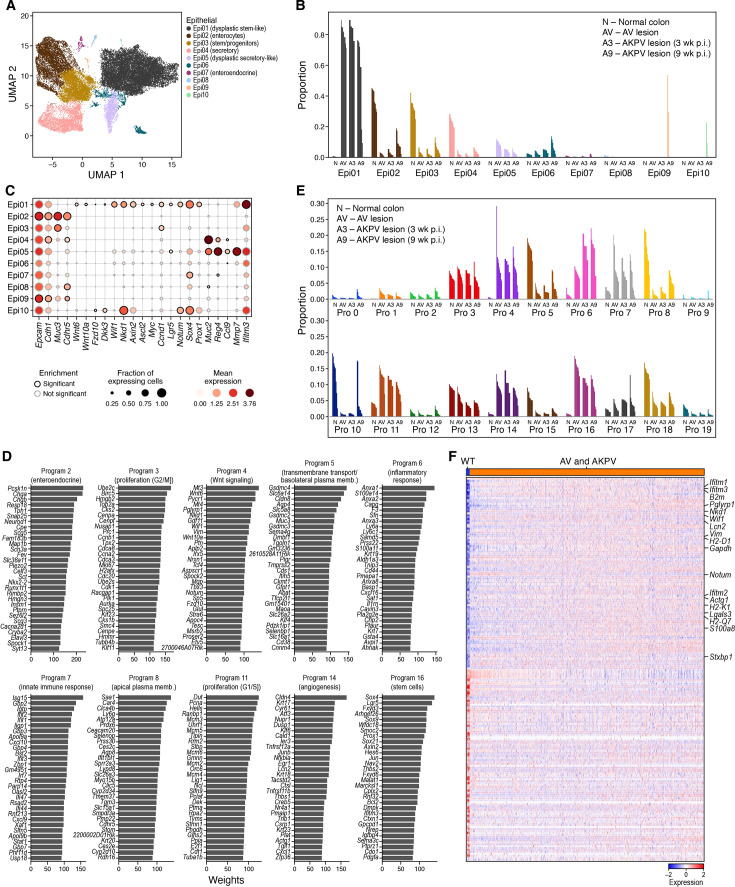
Composition and cell intrinsic expression program changes in dysplastic epithelial cells. (**A–C**) Compositional changes in epithelial cells in dysplastic tissue. (**A**) 2D embedding of epithelial cell profiles colored by clusters (legend). Cluster Epi06: potential doublets (Methods). (**B**) Proportion of cells out of all epithelial cells (y axis) of each epithelial cell subset in each sample (x axis). (**C**) Fraction of expressing cells (dot size) and mean expression in expressing cells (dot color) of marker genes (columns) for each cluster (rows). (**D–E**) Use of epithelial cell programs changes in dysplastic tissue. (**D**) Weights (x axis) of each of the 20 top ranked genes (y axis) for each program. (**E**) Proportion of program weights summed over all epithelial cells (y axis) in each sample (x axis). (**F**) Stem cell program 16 is induced in epithelial cells in dysplastic tissue. Scaled log-normalized expression (color bar) of the top 100 genes differentially expressed between cells from normal colon and from dysplastic (AV and AKPV) across the 10,812 cells that accounted for 90% of program 16’s expression across all epithelial cells (columns). Selected program genes are marked.

**Figure 3—figure supplement 1.**
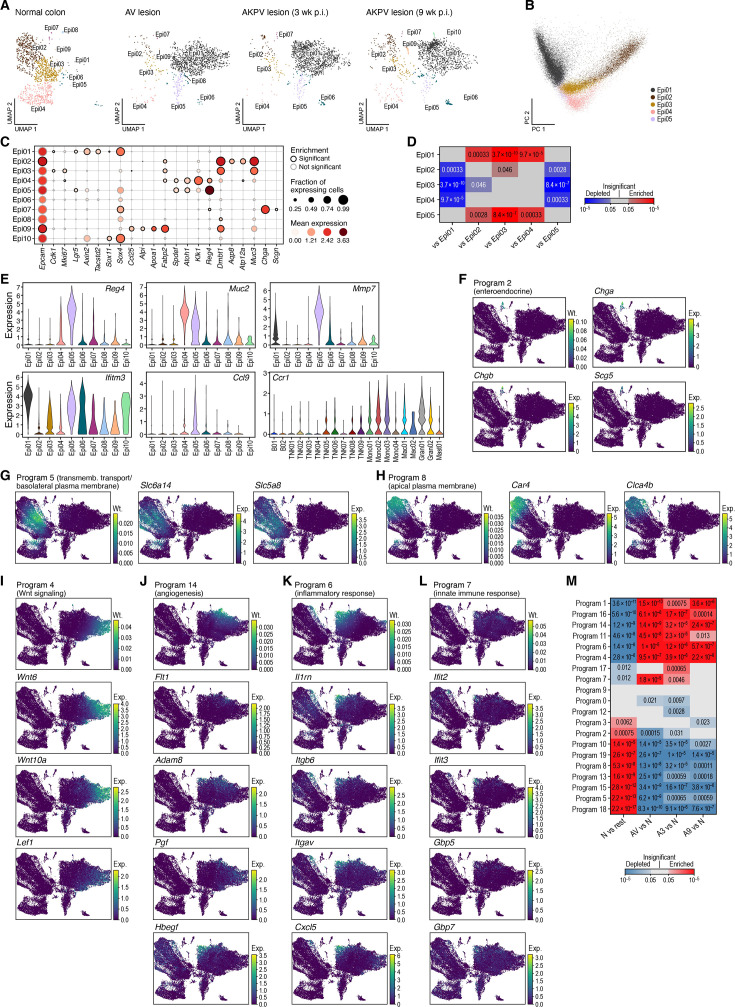
Changes in cell composition and expression programs usage in dysplastic epithelium. (**A–D**) Changes in epithelial cell composition in dysplastic tissues. (**A**) 2D embedding of all single cell epithelial profiles showing only the profiles (dots) of cells from each condition state, subsampled to equal numbers of cells per condition state, colored by cluster. (**B**) PCA captures differentiation status and lineage of epithelial clusters. First (PC1, x axis) and second (PC2, y axis) principal components of the expression of epithelial clusters. (**C**) Mean expression (dot color) and fraction of expressing cells (dot size) of epithelial cell marker genes (Fazilaty et al., 2021; columns) in each cluster (rows). (**D**) Significance (FDR, color bar, two-sided Welch’s t test on ALR-transformed compositions with all non-tdTomato counts used as reference compartment) of enrichment (red) or depletion (blue) of tdTomato expression in cells from AKPVT samples between every pair of epithelial clusters. (**E**) Dysplastic secretory-like (Epi05) and immune cells express tumor-related genes. Distribution of expression (y axis, log1p(counts)) of different marker genes in cells from each epithelial/immune cell cluster (x axis). (**F–L**) Epithelial gene programs. 2D embedding of all epithelial cells colored by the weight of each program (color bar) and the expression of selected program genes (color bar). (**M**) Epithelial program characteristics of normal and dysplastic colon. Heatmap significance (FDR, color bar, two-sided Welch’s t test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of each epithelial program (rows) between normal vs. dysplastic tissues (columns).

**Figure 3—figure supplement 2.**
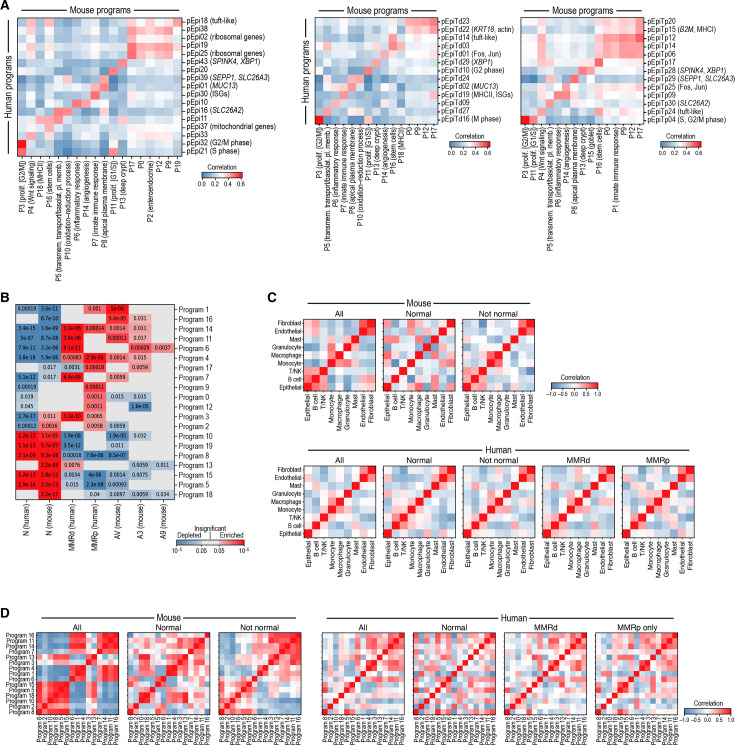
Conservation of cellular composition and expression programs between mouse and human scRNA-seq data. (**A, B**) Conservation of general and subtype-specific human and mouse epithelial expression programs. (**A**) Pearson correlation coefficients (color) between program-specific expression profiles (Methods) of human (all samples, left, MMRd, middle and MMRp, right) (rows) and mouse programs (columns). (**B**) Mouse epithelial program enrichments in mouse and human tumor and normal samples. Significance (FDR, color bar, two-sided Welch t-test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of mouse epithelial program expression (rows) in sample classes from human or mouse (columns). (**C, D**) Human-mouse conservation of cell type and program associations. Pearson correlation coefficients (color) of the CLR-transformed cell type (**C**) or epithelial program (**D**) compositions across samples in mouse (left) or human (right) single cell data. In (**D**), data are hierarchically clustered for the ‘not normal’ mouse case (AV and AKPV), and this ordering is applied to all other panels.

Interestingly, Epi05 (dysplastic secretory-like) had distinguishing markers (e.g. *Ccl9, Mmp7, Ifitm3*) from their counterparts in normal tissue, Epi04 (secretory; Figure 3A-C, Figure 3—figure supplement 1A, C and E). 

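Cells of the secretory-like lesion cluster carried far more Mmp7 than normal goblet cells. Mmp7, a protease that cleaves matrix and activates defensins (ENSMUSG00000018623, chromosome 9:7692090-7699585), rose from 40.6 ± 6.76 to 5933 ± 1475 CPM (8 lesions and 2 normal colons, log2 fold change 7.61, standard error 0.28, adjusted p = 4.4e-11). Ifitm3, an interferon-induced membrane protein (ENSMUSG00000025492, chromosome 7:141009586-141010770), rose from 419 ± 32.9 to 1832 ± 548 CPM (log2 fold change 1.67, standard error 0.30, adjusted p = 0.0029). The chemokine Ccl9 (ENSMUSG00000019122, chromosome 11:83572919-83578636) rose from 82.7 ± 8.31 to 374 ± 149.9 CPM, near the threshold (log2 fold change 1.21, standard error 0.35, adjusted p = 0.045). Reg4, a secreted lectin, rose too (log2 fold change 4.27, adjusted p = 1.2e-05) and Muc2 was lower (−1.79, adjusted p = 0.019), which restates the grouping because Muc2 helped to draw the clusters. In all, 495 of 6359 genes passed (298 rose, 197 fell). Goblet cells of the lesions themselves stayed lower, with Mmp7 at 165 ± 140 CPM, Ccl9 at 97.9 ± 60.6 CPM and Ifitm3 at 406 ± 180 CPM (4 lesions). This comparison was chosen after seeing the data. Clusters were drawn without Ccl9, Mmp7, Ifitm3 and Reg4, so these genes did not place the cells. The lesion cluster was still named by a marker list that holds them. It was thus picked partly because they are high in it, and their rises are in part fixed by that choice. The lesion cluster is led by Paneth cell genes, so the contrast sets Paneth-like against goblet cells, and small intestine carried over at dissection is not excluded as their source.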

*Mmp7* and *Ifitm3* are known to promote metastasis in human CRC (Zeng et al., 2002; Li et al., 2011), and *Ccl9* expression by epithelial cells promotes tumor invasion through recruitment of Ccr1^+^ myeloid cells to the tumor’s invasive front in a mouse model of CRC (Kitamura et al., 2007). 

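Ccr1, a receptor for the chemokines Ccl9 and Ccl6 (ENSMUSG00000025804, chromosome 9:123962124-123968692), was carried by granulocytes, monocytes and macrophages of lesions and hardly by epithelial cells. After thinning to 1000 UMIs it was found in 33.7% of lesion granulocytes (28.6 to 39.1), 20.0% of monocytes (17.8 to 22.3), 12.1% of macrophages (9.76 to 15.0), 4.01% of dendritic cells, 0 of 38 mast cells and 0.421% of epithelial cells. Per 10,000 UMIs the level over samples was 3.32 ± 1.58 in granulocytes (n = 6), 2.40 ± 0.782 in monocytes (n = 11), 1.55 ± 0.429 in macrophages (n = 11) and 0.0257 ± 0.0144 in epithelial cells (n = 12). With all UMIs the shares were 52.1%, 39.9% and 57.1%, the deeper macrophages (median 6799.5 UMIs) then ranking highest. Ccr1 did not differ between lesion and normal monocytes and macrophages (193 ± 51.5 against 198 ± 22.1 CPM, log2 fold change −0.28, standard error 0.28, adjusted p = 0.71). The ligand Ccl9 in these cells stood at 769 ± 285 against 350.2 ± 43.6 CPM (log2 fold change 1.33, standard error 0.41, adjusted p = 0.070), with a call under DESeq2 (adjusted p = 0.035).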

Notably, *Ccr1* is expressed by newly recruited monocytes, macrophages, and granulocytes in our model, suggesting a potential mechanism for tumor infiltration and invasion (Figure 3—figure supplement 1E). Thus, dysplastic secretory epithelial cells may perform additional functions that differ from those of their healthy counterparts.

RNA velocity (La Manno et al., 2018) analysis of the epithelial cell compartment predicted that in the dysplastic epithelium (Figure 2B, right) a proliferating stem-cell-like dysplastic subset is a direct source to both a massively expanded and heterogeneous non-proliferating population of dysplastic stem-like cells (expressing WNT signaling and angiogenesis programs) and to dysplastic cells of different ‘differentiation states’ (MHCII expressing stem/progenitors leading to enterocytes and secretory-like cells; Figure 2B and C). Conversely, in the normal epithelium (Figure 2B, left), the ‘root’ is placed in a much smaller population of proliferating intestinal stem cells, and the stem cell compartment is overall much more modest. The proliferation and differentiation path of previously identified normal epithelial cells remains intact (i.e. reminiscent of the one in normal samples) even in the dysplastic lesions (Figure 2B). While our RNA velocity analysis provides insights into potential cellular trajectories, further experimental validation is required to confirm these findings.

### Expression programs for stem-like functions, Wnt signaling, angiogenesis, and inflammation are activated in dysplastic epithelial cells

Both normal and dysplastic epithelial cells varied along a continuum, as expected and previously observed in the ongoing differentiation in the colon epithelium (Pelka et al., 2021; Haber et al., 2017; Biton et al., 2018; Smillie et al., 2019) and our RNA Velocity analysis (Figure 2). Using non-negative matrix factorization (iNMF from LIGER Welch et al., 2019, Methods), we recovered 20 expression programs spanning the different epithelial functions, and annotated them by Gene Ontology terms enriched in their top 100 weighted genes (Figure 2C, Figure 3D and E, Figure 3—figure supplement 1F–L, Methods).

The programs enriched in different dysplastic cells highlighted key processes that play a role in tumor promotion, including stem cell programs, Wnt signaling, angiogenesis, and inflammation and innate immunity, including interferon alpha, beta, and gamma pathways (Figures 2C and 3D and E). In particular, the stem cell program (#16) detected in some cells across all conditions was enriched in dysplastic samples (FDR = 5.6 10^–10^, two-sided Welch’s t-test on CLR transformed compositions), reminiscent of a recently described population in human (Chen et al., 2021; Becker et al., 2022). 

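Stem cell genes rose in lesion epithelium as a group, with exceptions. Of 16 tested intestinal stem cell genes 11 rose and 1 fell (n = 12 and 2, camera adjusted p = 7.1e-07, but 0.11 with an estimated correlation). Besides Lgr5 and Ascl2, Smoc2, a matrix protein of crypt base cells (ENSMUSG00000023886, chromosome 17:14279506-14404790), rose from 18.7 ± 0.355 to 89.5 ± 25.1 CPM (log2 fold change 2.18, standard error 0.21, adjusted p = 2.5e-06), and the Wnt-induced receptor Tnfrsf19 (ENSMUSG00000060548, chromosome 14:60963875-61046490) rose with it. Prom1, a membrane protein shared by stem and progenitor cells, fell (124 ± 19.2 against 185 ± 12.2 CPM, log2 fold change −0.58, standard error 0.14, adjusted p = 0.0036), a call lost without normal replicate 6 (adjusted p = 0.064, the normal colon left being assumed to vary as the lesions do).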

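Cells with the stem program made inhibitors of Wnt signals and interferon-induced membrane proteins in lesions, and not more of the chemokines Ccl9 and Ccl6. Notum, an enzyme that inactivates Wnt proteins (ENSMUSG00000042988, chromosome 11:120653788-120661175), rose from 4.14 ± 1.73 to 112 ± 37.8 CPM (n = 2 and 12, log2 fold change 4.59, standard error 0.48, adjusted p = 3.6e-06). Wif1, which binds Wnt proteins outside the cell (ENSMUSG00000020218, chromosome 10:121033960-121100650), rose from 11.3 ± 6.73 to 225 ± 111 CPM (log2 fold change 3.81, standard error 0.45, adjusted p = 1.0e-05), and Nkd1, which blocks the signal inside the cell (ENSMUSG00000031661, chromosome 8:88521354-88594884), from 17.8 ± 4.52 to 294 ± 80.0 CPM (log2 fold change 3.91, standard error 0.35, adjusted p = 1.0e-06). Ifitm1 (ENSMUSG00000025491, chromosome 7:140967221-140969825) rose from 34.1 ± 5.93 to 454 ± 179.5 CPM (log2 fold change 3.68, standard error 0.61, adjusted p = 2.1e-04) and Ifitm3 with a log2 fold change of 2.29 (adjusted p = 5.9e-05). Ccl9 did not pass, 26.6 ± 10.5 against 30.3 ± 5.74 CPM (log2 fold change −0.56, standard error 0.27, adjusted p = 0.12), with 3 lesions above and 7 below both normal colons. Ccl6 (ENSMUSG00000018927, chromosome 11:83587882-83593087) fell, 189.6 ± 102 against 368 ± 39.7 CPM (log2 fold change −0.89, standard error 0.26, adjusted p = 0.013), and was lower in 11 of 12 lesions. Of the negative Wnt regulators 8 of 9 rose (camera adjusted p = 2.6e-12, 0.052 with an estimated correlation), Dkk2 among them (log2 fold change 4.71). Type I interferon genes rose in 8 of 19 cases (8.7e-04 and 0.61) and interferon gamma genes in 2 of 18, with 1 lower (camera adjusted p = 0.77). Cells counted as carrying the program if at least 3 of 16 stem genes had a UMI, a choice made after seeing the data. In these cells 4899 of 12543 genes passed (2423 rose, 2476 fell). All UMIs were used, so entry depends on depth (median 4999 and 5313.5 UMIs in normal epithelial cells, 4784 to 11540 in lesions). Axin2 and Rnf43 belong both to the genes that picked the cells and to the negative Wnt regulators. The normal cells with the program (318 and 341 of 819 and 806 epithelial cells) lie almost all in the enterocyte and goblet clusters, as only 9 and 8 normal epithelial cells lie outside them. They are set against lesion cells of all clusters. In all epithelial cells the log2 fold changes were 4.06 for Notum, 4.12 for Wif1 and 4.16 for Nkd1, while Ccl9 did not pass (29.2 ± 16.8 against 26.1 ± 3.68 CPM, adjusted p = 0.55). Ccl6 fell there as well (−0.89, adjusted p = 0.035), a call lost in 10 of 25 alternatives (0.0042 to 0.16).

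**Figure D7:**
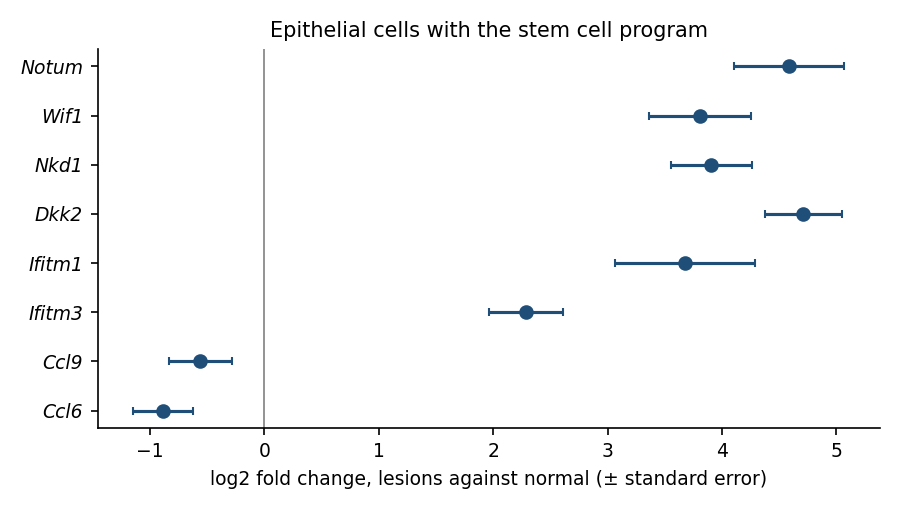
Log2 fold change of lesions against normal colon (x axis) for genes (y axis) in epithelial cells that carry the stem cell program. Points are edgeR estimates over 12 lesions and 2 normal colons, whiskers are 1 standard error on either side.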

Comparing cells from dysplastic and normal samples that express the stem cell program, the dysplastic cells had distinct expression profiles with induction of negative regulators of Wnt signaling (FDR = 4.5 10^–5^, two-sided Fisher’s exact test in GO term enrichment, e.g. *Notum*, Wnt inhibitory factor 1 [*Wif1*] and *Nkd1*) and genes that are related to cellular response to interferon-gamma (FDR = 1.7 10^–6^, e.g. *Ccl9, Ccl6*) and immune system process (FDR = 6.4 10^–4^, e.g. Ifitm1 and Ifitm3; Figure 3E and F). This is consistent with recent studies showing that *Apc*-mutant stem cells secrete negative regulators of Wnt signaling to induce the differentiation of the WT stem cells in their proximity, thereby outcompeting them and promoting tumor formation (van Neerven et al., 2021; Flanagan et al., 2021). Thus, stem cells from dysplastic lesions may have non-canonical function and regulation. In addition, the programs for Wnt signaling (expressing both positive and negative regulators; #4, FDR = 2.8 10^–6^), angiogenesis (#14, FDR = 1.2 10^–9^), inflammatory response (#6, FDR = 1.4 10^–6^), and innate immune response and interferon response (#7, FDR = 1.2 10^–2^) were all predominantly expressed or enriched in AV/AKPV epithelium (all with two-sided Welch’s t-test on CLR transformed compositions, Figure 3E, Figure 3—figure supplement 1I–M). These results are consistent with the known role of the Wnt signaling pathway in CRC, and of angiogenesis, response to hypoxia, and inflammation in tumor progression (Clevers, 2006; Folkman, 2002; Lasry et al., 2016).

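Of these 4 processes angiogenesis rose in lesion epithelium beside Wnt signalling, while the inflammatory and interferon lists did not pass. Fixed gene lists stand here in place of the paper's programs, whose weights were not computed. Angiogenesis and hypoxia genes rose in 12 of 20 cases and fell in 1 (n = 12 and 2, camera adjusted p = 0.0012, 0.20 with an estimated correlation). Thbs1, a matrix protein that limits vessel growth (ENSMUSG00000040152, chromosome 2:118111876-118127133), rose from 26.8 ± 1.03 to 116 ± 29.4 CPM (log2 fold change 2.29, standard error 0.27, adjusted p = 1.1e-05), and the oxygen sensor Egln3 stood at 68.9 ± 18.8 against 21.4 ± 1.91 CPM (log2 fold change 1.52). Car9, a hypoxia-induced carbonic anhydrase, fell (29.8 ± 17.6 against 44.1 ± 2.32 CPM, adjusted p = 0.032), a call lost in 10 alternatives. Negative Wnt regulators rose in 8 of 10 cases (camera adjusted p = 2.9e-08, 0.11 with an estimated correlation). Epithelial inflammatory genes rose in 7 of 20 cases and fell in 3, and the list did not pass (camera adjusted p = 0.42). The iron-binding Lcn2 rose (509 ± 267 against 29.3 ± 0.430 CPM, 3.99), as did the neutrophil attractants Cxcl1 (ENSMUSG00000029380, chromosome 5:90891241-90893115, 68.5 ± 33.0 against 5.63 ± 0.418 CPM, log2 fold change 3.50, standard error 0.63, adjusted p = 3.4e-04) and Cxcl5 (3.17), and the oxidase Duox2 fell (111 ± 48.4 against 236 ± 65.8 CPM, −1.05, adjusted p = 0.059 without normal replicate 6). Inflammatory cytokines and chemokines rose in 5 of 17 cases (camera adjusted p = 0.14). For AKPV alone against normal 12 of 20 epithelial inflammatory genes rose and 2 fell, and 9 of 17 cytokines and chemokines rose and 0 fell, while for AV alone the numbers were 5 and 2, and 4 and 0. Type I interferon genes rose in 4 of 19 and fell in 1 (camera adjusted p = 0.35). Ifitm1 (451 ± 185 against 35.5 ± 6.25 CPM, 3.58), Ifitm3 (3242 ± 1062 against 480.2 ± 16.6 CPM, 2.55) and Ifitm2 (937 ± 165 against 341 ± 28.2 CPM, 1.40) are among the 4, and Oasl2 fell (41.6 ± 19.8 against 76.3 ± 0.366 CPM, −1.11). Interferon gamma genes rose in 1 of 18 cases and fell in 1 (0 and 0 over the list alone, camera adjusted p = 0.98), the rise being Cxcl10 (67.4 ± 51.3 against 8.28 ± 0.655 CPM, adjusted p = 0.013, 0.091 without normal replicate 5). Glycolysis genes rose in 2 of 13 cases and fell in 5 (3 and 5 over the list alone, camera adjusted p = 0.34), p53 target genes split 4 and 3 of 16 (camera adjusted p = 0.77) and Ras-MAPK target genes 6 and 1 of 16 (camera adjusted p = 0.22). Of 23 lists 9 passed, and 0 with an estimated correlation.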

### Malignant-like tissue programs and composition are conserved between mouse and human tumors

To evaluate the relevance of our findings to human CRC, we compared them to a scRNA-seq atlas we recently generated from tumor and adjacent normal tissue from 62 patients with either MMRp or MMRd CRC (Pelka et al., 2021). We compared mouse and human tumors in terms of their epithelial expression programs, cellular composition, and cell associations in multicellular hubs (Pelka et al., 2021). While our mouse model should more closely resemble MMRp tumors, we compared both classes separately and together to identify any shared features.

To assess the similarity between mouse and human programs, we controlled for overall cross-species and batch differences by normalizing program-specific expression profiles with species-specific background profiles (Methods). The Pearson correlation coefficients of these normalized scores between the human and mouse programs indicate some overlap in the programs defined on mouse and human data (Figure 3—figure supplement 2A). Epithelial cells from human and mouse tumors expressed many programs highly correlated between the species (Figure 3—figure supplement 2B, Methods), including for cell cycle, inflammation, epithelial secretory, angiogenesis, Wnt signaling, and normal colon functions.

Co-variation in cell proportions across samples (by scRNA-seq) was also conserved between human and mouse tumors, suggesting broad conservation of tumor composition. For example, in both species, the proportion of endothelial cells and fibroblasts correlated across samples, as did T and B cell proportions in human tumors and mouse dysplastic lesions (Figure 3—figure supplement 2C). Moreover, when we transferred epithelial program annotations from mouse to human scRNA-seq and calculated their co-variation across samples in each species, programs 11 (proliferation), 14 (angiogenesis), and 16 (stem cells) co-varied both across dysplastic mouse tumors and across human MMRp and MMRd tumors (Figure 3—figure supplement 2D and Methods), suggesting a conserved dysplastic tissue architecture.

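Across 12 lesions no pair of cell types kept a correlation after adjustment (0 of 66 pairs by permutation, 6 with an unadjusted p below 0.05). Fibroblasts and endothelial cells, the 2 main stromal classes, went together most clearly among the pairs of interest (r = 0.611, permutation p = 0.026, adjusted p = 0.31, rank correlation 0.650). The sign held in pool 1 (r = 0.584, n = 6) and not in pool 2 (r = −0.404, n = 6). B cells and T or NK cells, the lymphocytes, had r = 0.407 (permutation p = 0.19, adjusted p = 0.57), and 0.167 without AV replicate 8 and without AV replicate 9, the samples farthest out. Within pools this pair gave r = 0.259 and −0.0770. Plain proportions in place of log-ratios gave 1 pair past the threshold, MULTIseqDemux 1, and removal of cells beside hashtag doublets, chosen after seeing the data, 2.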

### Integrated spatial and single-cell atlas of mouse CRC tumors

To comprehensively decipher the distribution of cells and programs in the tumor spatial niche, we next used Slide-seqV2 (Stickels et al., 2021) for genome-wide spatial RNA-seq at 10 μm resolution. We sectioned and profiled frozen tissues from four normal colon and four AV lesions using 10 Slide-seqV2 pucks (Methods), recovering 221,936 high-quality beads (Figure 4A, Figure 4—figure supplement 1A–C, Methods). We then integrated the single-cell census and spatial profiles using TACCO, which allowed us to annotate each bead with compositions of discrete cell types (from epithelial, immune, and stromal compartments) and to further annotate the epithelial fraction of each bead with a composition of epithelial program activity (Figure 1A ‘annotation’).

**Figure 4.**
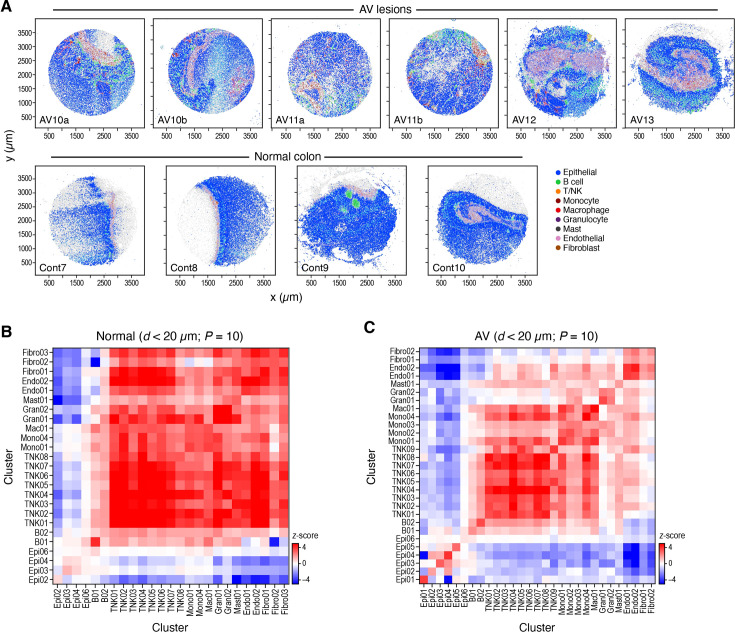
Altered cell type neighborship in CRC. (**A**) Cell type distributions in situ. Slide-seq pucks of dysplastic (top) and normal (bottom) tissue colored by TACCO assignment of cell labels (legend, light gray: low-quality beads; x and y axis: spatial coordinates in μm). (**B, C**) Cell type neighborships in normal and dysplastic colon tissue. Short-range (up to 20 µm) neighborship enrichment (Z score, color bar) vs. a background of spatially random annotation assignments for each pair of cell annotations (rows, columns) in normal (**B**) and dysplastic (**C**) tissue.

**Figure 4—figure supplement 1.**
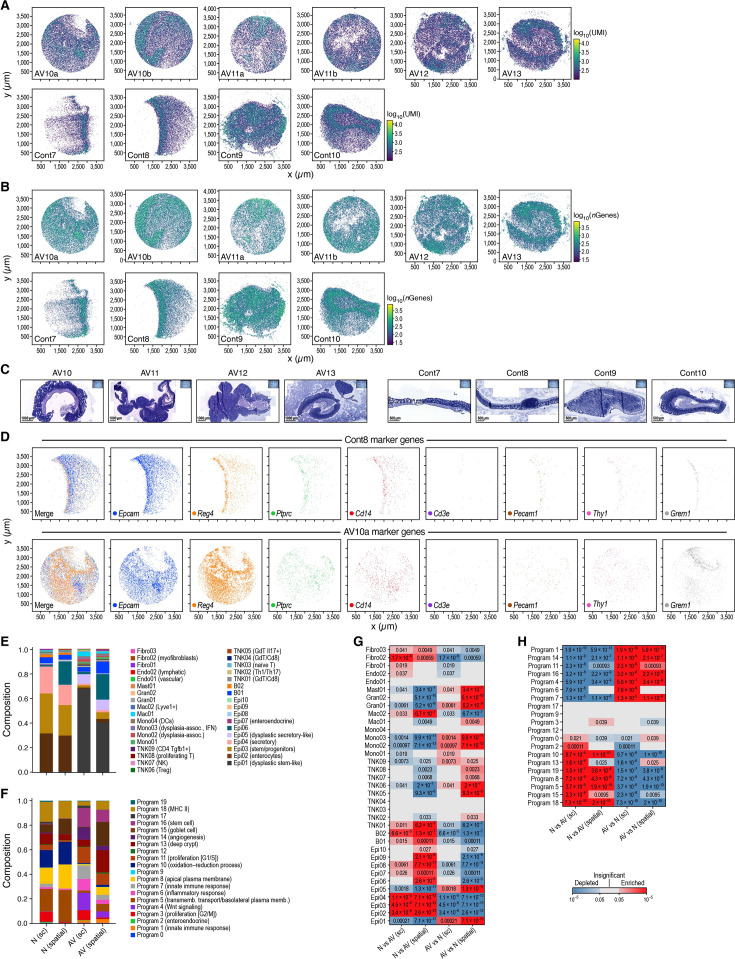
Spatial distributions of cells and programs across regions. (**A–C**) Slide-seq quality controls. Slide-seq pucks of AV (top) and normal (bottom) mouse colon colored by number of UMIs (**A**) or of genes (**B**) per bead (x and y axis: spatial coordinates [μm]). (**C**) H&E staining of sections adjacent to those used for Slide-seq. (**D**) Selected marker gene expression. Slide-seq pucks from a normal (top) and AV (bottom) sample, colored by marker gene detected per bead. (**E, F**) Spatial mapping of cell types and programs yields comparable composition to scRNA-seq. Distribution of the proportion (y axis) of contributions to each cell type (**E**) or program (**F**; based on fractional annotations) in cells (for scRNA-seq; ‘sc’) or beads (for Slide-seq; ‘spatial’; based on fractional annotations) in samples from normal (N) or AV (AV) tissue. (**G, H**) Distinct cell types and programs associated with AV and normal colon. Significance (FDR, color bar, two-sided Welch’s t test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of cell types (**G**, rows) or epithelial programs (**H**, rows) in normal (N) or AV (AV) tissues based on Slide-seq (‘spatial’) data or scRNA-seq (‘sc’).

**Figure 4—figure supplement 2.**
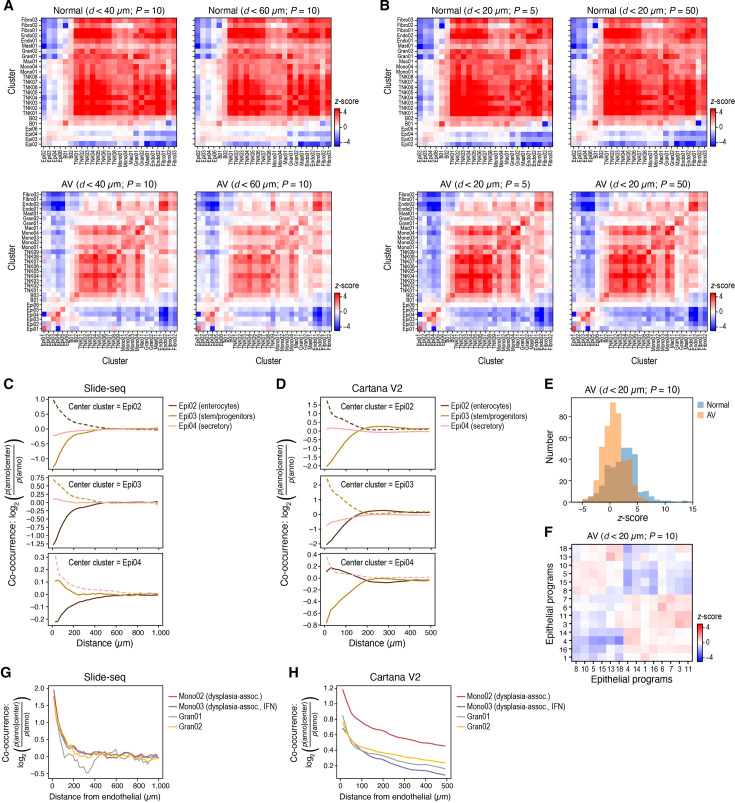
Distinct cellular layout in normal and AV tissues. (**A, B**) Neighborship analysis is robust to the distance and number of randomizations. Neighborship enrichment (z-scores, color) *vs*. a background of spatially random annotation assignments for each pair of cell annotations (rows, columns) in normal (top) and AV (bottom) samples at varying distance (**A**, left: ≤40 µm; right: ≤60 µm) or number of permutations (**B**, left: 5, right: 50). (**C, D**) Reproducible spatial arrangement of epithelial cells in normal colon in Slide-seq and Cartana V2. Co-occurrence (y axis) of normal epithelial cell types (color) at different distances (x axis) from different central normal epithelial cell type (annotated on top) in Slide-Seq (**C**) and Cartana (**D**) data. (**E**) Decreased spatial order of cell types in AV vs. normal tissue. Distribution of enrichment z-values (x axis) of cluster-cluster interactions (as shown in Figure 4B and C) in AV lesions (orange) and normal colon (blue). (**F**) Epithelial program neighborships in AV tissue. Short-range (≤20 µm) neighborship enrichment z-scores (color) *vs*. a background of spatially random annotation assignments for each pair of epithelial program annotations (rows, columns) in AV lesions. (**G, H**) Reproducible spatial arrangement of dysplasia-associated immune cells relative to endothelial cells in Slide-seq and Cartana V2. Co-occurrence (y axis) of dysplasia-associated monocyte or granulocyte cells (color) with endothelial cells at different distances (x axis) in Slide-Seq (**G**) and Cartana (**H**) data.

We first used TACCO to annotate every bead in the Slide-seq data with a composition of discrete cell subtypes for every puck separately, using its matching single-cell reference (normal or disease; Figure 1A, Methods). To this end, TACCO iteratively solved optimal transport problems to assign cell subtypes to fractions of reads of the beads. TACCO relies on unbalanced optimal transport to allow for shifts in the frequency of cell subtypes in the pucks vs. the single-cell dataset, while using the reference cellular frequencies as prior knowledge (Figure 4—figure supplement 1E and G). TACCO’s cell type mapping recapitulated the muscularis layer in its expected tissue location based on the inferred cellular composition pattern (Figures 4A and 5A and Figure 4—figure supplement 1D). This illustrates that TACCO’s compositional annotations align well with biological patterns.

**Figure 5.**
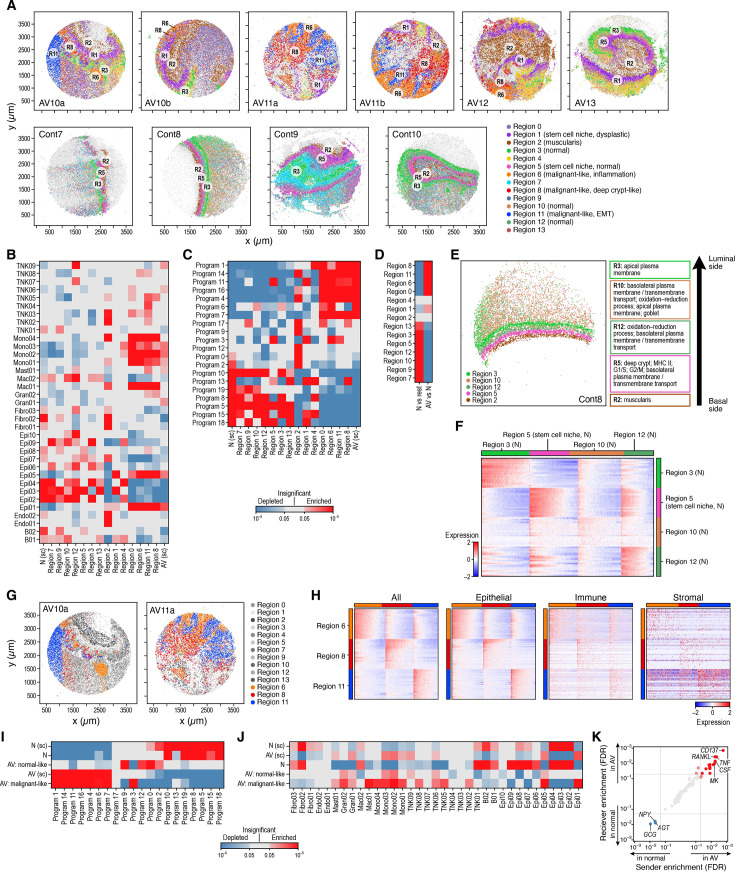
Three cellular neighborhoods associated with tumor progression. (**A**) Spatial regions. Slide-seq pucks of AV (top) and normal (bottom) mouse colon colored by TACCO regions (legend, light gray: low-quality beads; x and y axis are spatial coordinates in μm). (**B, C**) Enrichment and depletion of cell subsets and epithelial programs across different regions. Significance (FDR, color bar, two-sided Welch’s t-test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of specific cell subsets (rows, **B**) or epithelial cell programs (rows, **C**) in the different regions defined by TACCO (columns) as well as all normal (‘N (sc)’, leftmost column) and AV (‘AV (sc)’, rightmost column) samples from the scRNA-seq data. (**D**) TACCO defined regions preferentially relate to normal or AV tissue. Significance (FDR, color bar, two-sided Welch’s t-test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of each TACCO defined region (rows) in normal (‘N vs. rest’) and AV (‘AV vs. N’) samples (columns). (**E**) TACCO reveals normal colon architecture. Left: Slide-seq puck of normal mouse colon colored by TACCO region annotations (legend) (x and y axis: spatial coordinates (μm)). Right: Main epithelial expression programs enriched in each region (FDR <6.3 10^–4^, two-sided Welch’s t test on CLR-transformed compositions) except region 2 (muscularis), which is characterized by non-epithelial (stromal) cell types. (**F**) Expression signatures of cells in normal regions 3, 5, 10, and 12. Scaled log-normalized expression of the top 20 differentially expressed genes (rows) for each bead (columns) in the region. (**G, H**) Malignant-like regions. (**G**) Slide-seq pucks of two AV lesions colored by TACCO annotations of malignant-like regions 6, 8, and 11. (**H**) Scaled log-normalized expression of the top 20 differentially expressed genes (rows) of each bead (left, columns) in the region, or of each epithelial (middle left), immune (middle right), or stromal (right) fraction of beads (columns) in regions 6, 8, and 11 in dysplastic lesions. (**I, J**) Epithelial cell subsets and programs associated with ‘malignant-like’, ‘normal-like’, and normal tissues. Significance (FDR, color bar, two-sided Welch’s t-test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of epithelial cell programs (**I**, columns) or epithelial, immune, and stromal cell subsets (**J**, columns) in different tissue types (rows) based on Slide-seq or scRNA-seq (‘sc’) samples. (**K**) Inferred interaction pathways. Enrichment (FDR) in AV vs. normal tissue of corresponding ‘sender’ (x axis) and ‘receiver’ (y axis) (aggregated over ligand-receptor pairs) pathways (dots). Red/blue: pathways significantly enriched in AV/normal samples and (light red: only for either sender or receiver). The top 5 enriched pathways (in each direction) are labeled.

**Figure 5—figure supplement 1.**
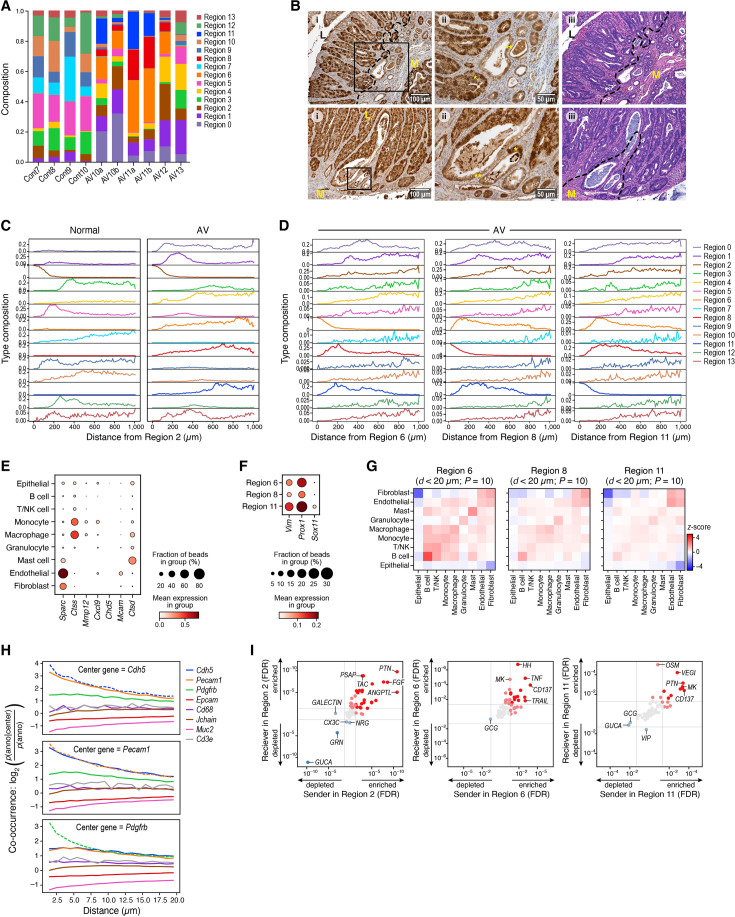
Cellular neighborhoods. (**A**) Distinct characteristic region distributions in healthy and AV tissue. Proportion of UMIs assigned to each region (y axis) in each Slide-seq puck (x axis). (**B**) β-catenin expression in AV lesions. Representative images (**i**) of β-catenin IHC on sections of AV lesions showing either nuclear (*) or cytoplasmic (**) staining pattern (x10 magnification), along with high magnification (x20, **ii**) of the region highlighted in (**i**), and H&E staining (**iii**) of a serial section showing a region proximal to the region in (**i**). (M-muscularis, L-lumen, dashed line: border between areas of nuclear and cytoplasmic staining of β-catenin). (**C, D**) Spatial relations between the regions. Proportion of beads (y axis) of each region category (color code) at different distances (x axis) from region 2 (**C**, muscularis), 6 (**D**, left), 8 (**D**, middle), or 11 (**D**, right). (**E, F**) Fraction of expressing cells (dot size) and mean expression per cell type (**E**, dot color) or per region (**F**, dot color) of marker genes (columns) across cell types in region 6 (**E**, rows) or regions 6, 8, and 11 (**F**, rows). (**G**) Cell type neighborships in different malignant regions. Short-range (≤20 µm) neighborship enrichment z-scores (color) vs. a background of spatially random annotation assignment for each pair of cell type annotations (rows, columns) in malignant-like regions 6, 8, and 11 within AV lesions. (**H**) Spatial organization of endothelial cells and pericytes based on Cartana multiplex in situ RNA analysis. Co-occurrence (y axis) of Cdh5 (top) or Pecam1 (middle) -expressing (endothelial) cells or Pdgfrb (bottom) -expressing cells (pericytes) at different distances (x axis) from each central cell type (color code), represented by the expression of a specific gene. (**I**) Cell-cell interaction pathways enriched in different regions. Enrichment (FDR) in regions 2 (muscularis, left), 6 (malignant-like, inflammation, middle), or 11 (malignant-like, EMT, right) of corresponding ‘sender’ (x axis) and ‘receiver’ (y axis; aggregated over ligand-receptor pairs) pathways (dots). Red/blue: pathways significantly enriched/depleted in region (light red/blue: only enriched/depleted for either sender or receiver). The top 5 enriched pathways (in each direction) are labeled.

**Figure 5—figure supplement 2.**
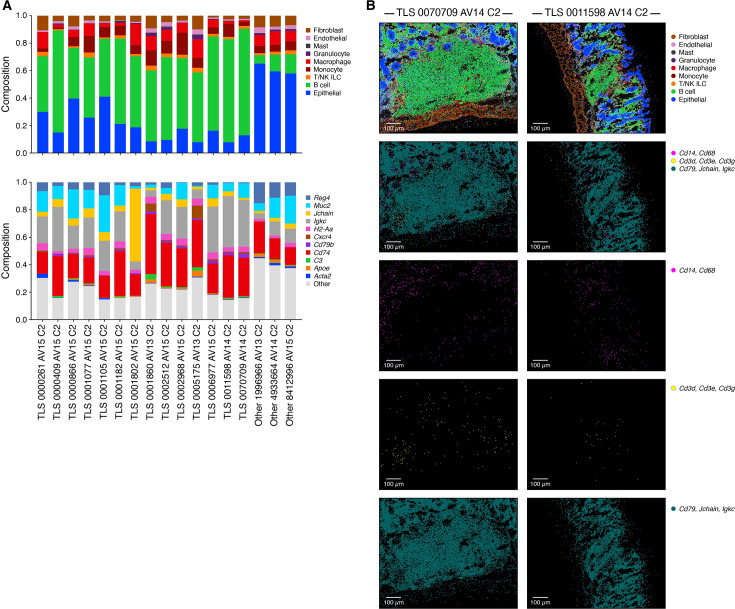
TLS-like structures in AV lesions by Cartana multiplex in situ RNA profiles. (**A**) Proportion of RNA molecules (y axis) attributed to each cell type (top) or gene (bottom) in TLS-like regions (x axis) in Cartana V2 multiplex in situ RNA experiment. Genes that constitute at least 3% of all measured transcripts in any of the identified follicular structures are noted (bottom). (**B**) Representative images from TLS-like regions showing the distribution of cell type (top row) and of cell type markers (bottom four rows; Cd14, Cd68 [monocytes, magenta], Cd3d, Cd3e, Cd3g [T cells, yellow], and Cd79, Jchain, Igkc [B cells, dark cyan]).

**Figure 5—figure supplement 3.**
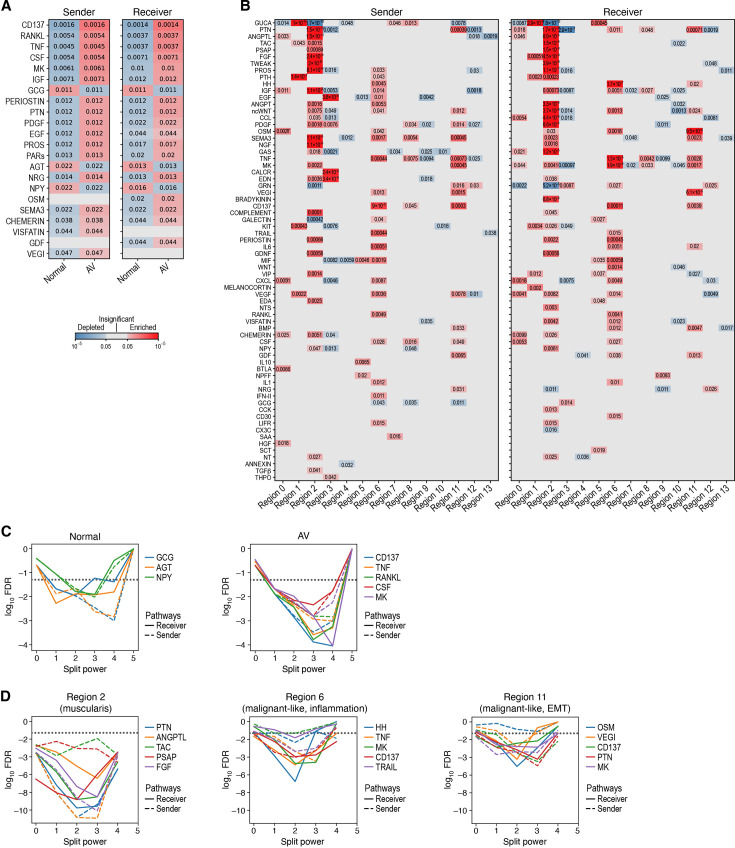
Ligand-receptor analysis. (**A, B**) Cell-cell interaction pathways enriched in normal and AV tissue and regions. Significance (FDR, color bar, two-sided Mann-Whitney U test) of enrichment (red) or depletion (blue) of expression of ‘sender’ (left) and ‘receiver’ (right) cell-cell communication pathways (rows; aggregated from ligand-receptor pairs) in normal vs. AV samples (**A**, columns), or regions (**B**, columns). (**C, D**) Split power analysis for cell-cell communication pathway analysis. Significance of enrichment (log_10_(FDR), y-axis) for receiver (solid lines) and sender (dashed line) for each of the top 5 enriched communication pathways (color) in each iteration for the spatial split of the Slide-Seq pucks into spatially disconnected and separated patches (x axis), for either normal vs. AV tissue enrichment (**C**) or for specific regions (**D**).

Next, we used TACCO to map the epithelial gene programs (defined above), focusing on transcript counts that are inferred as derived from epithelial cells. TACCO partitioned the read count matrices for each puck, assigning counts to epithelial cells based on the mapped per-bead cell subtype annotations (from the first step) and the expression profiles associated with each subtype (Methods). It then summed all epithelial contributions into an epithelial-only spatial count matrix, followed by optimal transport to assign epithelial program contributions to individual beads, based on epithelial cell-only read signals. As for cell type mapping, the proportional contribution of the programs largely recapitulated their contributions in scRNA-seq (Figure 4—figure supplement 1F and H).

### Altered and less ordered local cellular organization of dysplastic lesions

We assessed the local cellular architecture in terms of the preferential proximity of cells of certain type or expressing particular epithelial programs, within a fixed-sized neighborhood, by adapting an earlier method. We defined a z-score as significance of the observed neighborship relations compared to the null for neighborhoods of 20, 40, or 60 μm diameter (Figure 4B and C, Figure 4—figure supplement 2A and B). This z-score is defined with respect to a population of random cell type annotations generated by random permutations of the cell type annotations between the beads, where in our case we permute fractional cell type contributions.

Cell proximity preferences in the normal colon tissue are consistent with the expected morphology, validating our approach (Figure 4A and B). Epithelial cells were organized such that the differentiated Epi02 (Enterocytes) are excluded from the stem cell niche (Figure 4B, Figure 4—figure supplement 2C), and endothelial cells and fibroblasts were also spatially co-located in a focused region (Figure 4B), with T cells in their vicinity (Figure 4B). Our multiplex in situ RNA analysis validated the exclusion of enterocytes from the stem cell niche, as also seen in Slide-seq data (Figure 4—figure supplement 2C and D).

While some normal tissue features are preserved in dysplastic samples, including co-location of cells of the same lineage (Keren et al., 2018; Goltsev et al., 2018; Figure 4A–C), there were notable changes and more disorder. Cell types were more randomly distributed in AV lesion *vs*. normal tissue, reflected in lower z-scores (p=1.6 10^–37^, one-sided Mann-Whitney U test; Figure 4—figure supplement 2E). At short distances, all epithelial cells (normal and dysplastic) were preferentially located close to cells from the same subtype (Figure 4C) and even to cells with similar functions: epithelial cells expressing programs associated with malignant-like function (e.g. program 4 [Wnt signaling], 14 [angiogenesis], and 16 [stem cells]) resided close to each other and were spatially distant from cells expressing programs that are related to normal epithelial functions (e.g. program 5 [basolateral plasma membrane], 8 [apical plasma membrane], and 10 [oxidation-reduction process]), supporting a model where tumor progression is structured and compartmentalized (Figure 4—figure supplement 2F). Immune and stromal cells were generally excluded from epithelial cell neighborhoods. Granulocytes aggregated together (self-proximal; Figure 4C) and were relatively close to endothelial cells and dysplasia-associated monocytes (Mono02, Mono03), consistent with their recruitment from the blood through the vessels (Figure 4C, Figure 4—figure supplement 2G). Our multiplex in situ RNA analysis validated the spatial enrichment of monocytes and granulocytes near vessels (Figure 4—figure supplement 2H).

### Epithelial regional analysis recovers canonical structures in normal colon

To detect distinctive tissue regions in tumors, which lack traditional tissue references, we identified cellular neighborhoods with both similar epithelial program activity and a particular composition of immune and stromal cells. Specifically, we first identified ‘epithelial program regions’ as areas of distinct epithelial program activity and then found immune or stromal cells associated with each region (Figure 1A ‘annotation’). Intuitively, we defined ‘regions’ based on both the similarity in epithelial expression program activity and proximity in space. To do this, after assigning epithelial programs to epithelial beads, we clustered the beads based on a weighted sum of spatial proximity and expression program similarity. This results in spatially contiguous annotation of beads with distinct epithelial program activity, which, together with the immune and stromal cells in their proximity, compose the ‘region’. Specifically, using TACCO, we defined epithelial program regions by Leiden clustering of the weighted sum of neighborship graphs for spatial bead proximity and epithelial expression program similarity, such that transcriptionally similar epithelial beads on different pucks can be connected (despite ‘infinite’ spatial distance, Methods). We then used this single framework for region annotation across all pucks (Figure 5A) to determine the distinctive composition of additional cell types in the same set of spatial regions (Figure 5B-D, Figure 5—figure supplement 1A).

In the normal colon, the regional analysis (Figure 5A, bottom) robustly recovered the expected spatial organization of the healthy colon across five regions and their cellular composition and sublayers (Figure 1A), from luminal/apical to basal. Four regions recovered by TACCO corresponded to different layers of the mucosa (Figure 5A, E and F): a luminal layer with reads found beyond the cellular layer and likely representing cellular debris trapped in the mucus; three apical layers expressing programs related to normal epithelial function (transmembrane transport, oxidation-reduction process) with gradual transition from apical to basal features; and a basal-most layer, enriched for the deep crypt, proliferation (G1/S, G2/M), MHCII and basolateral plasma membrane programs, all common features of the deep crypt area. Finally, region 2, enriched with fibroblasts, myofibroblasts, and endothelial cells, and located in the most basal side of the tissue, captured the submucosal and muscularis propria layers, which are predominantly comprised of fibroblasts and muscle, respectively, alongside blood and lymphatic vessels, nerves, and immune cells. Overall, TACCO recovered the known organization of the colon, showing the power of our unsupervised mapping approach and shedding light on expression programs that are required for the maintenance of normal colon homeostasis.

### Dysplastic lesions maintain some of the programs of the corresponding regions in healthy tissue

AV lesions did not maintain the robust organization of normal tissues and reflected the expected histopathology of high-grade dysplasia, when dysplastic cells are confined to the mucosal layer and do not invade the submucosa (Fleming et al., 2012; Figures 1A and 5A, top). Specifically, the submucosal and muscularis propria layers from both normal and AV lesions were assigned to region 2 (Figure 5A).

Despite the altered morphology, some of the disrupted regions also expressed programs characteristic of their normal healthy function, suggesting that tumor progression is spatially structured and compartmentalized. For example, the region above the submucosa, captured as region 1 in AV lesions and region 5 in normal colon (Figure 5A), had similar features in both AV lesions and normal samples. Thus, although the overall spatial organization was disrupted in the lesion, region 1 in AV lesions expressed programs that are reminiscent of the normal deep crypt region 5 and was enriched for deep crypt cells and programs that are related to proliferation and MHC II (Biton et al., 2018; Figure 5A and C). These included proliferation programs 3 and 11 and both normal stem cells (Epi03) and dysplastic secretory-like cells (Epi05), as well as dysplastic stem cells (Epi01, although to a lesser extent than some other regions), so it may reflect one of the proliferative stem cell (and dysplastic secretory-like) niches in AV models (Figure 5B and C). Other regions in the AV lesions also contained some epithelial cells with normal profiles, expressing programs that should allow them to maintain their capacity to perform normal tasks. For example, region 3 expressed apical plasma membrane functions, and region 10 was enriched with oxidation-reduction functions (Figure 5C).

To learn about the spatial distribution of the dysplastic regions, we measured their distance from region 2 (muscularis), which is a stable landmark in the lesions. Remnants of the layered structure of the healthy tissue were still observed in the AV tissue, especially at relatively low distances from the muscularis. For example, healthy region 5 – characteristically located at distances of about 150–200 µm from the muscularis – is replaced by dysplastic region 1, peaking at 200 µm. All malignant-like regions (6/8/11) were spatially associated at ~300–700 μm from the muscularis (Figure 5—figure supplement 1C), located ~100–400 μm apart from each other (Figure 5—figure supplement 1D). We further validated this result at the protein level, by staining for β-catenin, showing an (inactive) cytoplasmic localization in the region adjacent to the muscularis, and mostly nuclear (active) localization in distal regions, near the lumen (Figure 5—figure supplement 1B).

### Three spatially and functionally distinct tumor regions enriched in AV lesions

Three regions – 6, 8, and 11 – had epithelial composition and programs that suggested advanced malignant-like characteristics, each highlighting a potentially different mechanism for tumor progression (Figure 5G and H). These three ‘malignant-like regions’ were enriched (vs. all other regions) in stem cell, Wnt signaling, and angiogenesis programs (16, #4, and #14; FDR = 9.6 10^–21^, 8.1 10^–10^, 3.7 10^–10^, two-sided Welch’s t-test on CLR transformed compositions) and depleted of normal epithelial programs (#5, #8, and #10; FDR = 5.5 10^–12^, 1.6 10^–12^, 4.2 10^–10^, Figure 5I). Furthermore, the malignant-like regions were enriched in immune cells, including monocytes-macrophages (FDR ≤ 1.5 10^–5^; excluding Mac02 [Lyve1+]), T cell subsets TNK02 (Th1/Th17), TNK05 (GdT/Il17+), TNK06 (Treg), TNK08 (proliferating T) (FDR = 2.4 10^–3^, 2.2 10^–4^, 1.7 10^–3^, 9.6 10^–4^; two-sided Welch’s t-test on CLR transformed compositions), infiltrating granulocytes (FDR ≤ 9.7 10^–3^), and mast cells (FDR = 1.4 10^–2^), suggesting an ongoing immune response (Figure 5J). However, each one of the three regions had a different epithelial program composition, suggesting that in each type of region, there is a different dominant pathway/feature that may drive tumor progression (Figure 5C, Supplementary file 2).

Region 6 was characterized by an inflammatory and angiogenic multicellular community, with epithelial and immune cells expressing inflammatory programs, endothelial cells and monocytes connected in a pro-angiogenic circuit, and pro-invasive genes expressed by both endothelial and immune cells (Figure 5B and C). Specifically, region 6 was distinctly enriched for proliferation (programs 3 and 11; FDR = 2.2 10^–14^, 1.2 10^–15^, two-sided Welch’s t-test on CLR transformed compositions) and inflammatory epithelial programs (programs 6 and 7; FDR = 9.0 10^–7^, 2.0 10^–11^), and its non-epithelial compartment was correspondingly enriched for genes from inflammatory pathways, including the response to TNF, IL-1, and IFNγ (FDR = 3.1 10^–4^, 2.8 10^–3^, 4.9 10^–6^, two-sided Fisher’s exact test in GO term enrichment), and chemotaxis of monocytes, neutrophils, and lymphocytes (FDR = 1.5 10^–3^, 3.2 10^–10^, 1.0 10^–2^, Supplementary file 2), suggesting recruitment of inflammatory cells from the circulation or other parts of the tissue. Region 6 was also enriched for collagen binding genes and collagen-containing extracellular matrix (ECM) genes (FDR = 1.4 10^–2^, 7.6 10^–5^, two-sided Fisher’s exact test in GO term enrichment, Supplementary file 2), which are important for migration and invasiveness (Winkler et al., 2020). These include *Sparc*, expressed mainly by endothelial cells and fibroblasts in our data, known to promote CRC invasion (Drev et al., 2019); and *Ctss*, a peptidase expressed by T cells and monocytes-macrophages that promotes CRC neovascularization and tumor growth (Burden et al., 2009). Finally, gene expression patterns in endothelial cells and monocytes in region 6 suggested active angiogenesis through a multi-cellular feedback loop, with enriched numbers of vascular and lymphatic endothelial cells expressing immune-attracting chemokines (*Cxcl9*) and adhesion molecules (e.g*. Chd5, Mcam*), monocytes expressing proangiogenic factors that induce proliferation of endothelial cells (e.g. *Mmp12*), and monocytes and macrophages expressing *Ctsd*, which increases tumorigenesis in CRC models (Basu et al., 2019; Figure 5—figure supplement 1E).

Region 8 was enriched for deep crypt cells (program 13; FDR = 1.7 10^–14^, two-sided Welch’s t-test on CLR transformed compositions), reminiscent of the normal stem cell niche in normal colon, an epithelial innate immune program (program 1; FDR = 3.4 10^–100^) expressed by secretory cells in AV and AKPV lesions, and plasma and B cell activity. Unlike the canonical (normal) deep crypt region (region 5), which is enriched for MHCII expression (program 18; FDR = 8.6 10^–28^), this region was depleted for the program’s expression (FDR = 2.1 10^–26^), which may indicate an earlier stem cell-like state (Biton et al., 2018), or a decoupling of the cell cycle and MHCII programs (which are coupled in normal ISC differentiation, and allow a cross talk with T cells to modulate T cell differentiation) (Figure 5B and C). The region’s non-epithelial compartment was enriched for B cell activation and BCR signaling genes (FDR = 4.0 10^–4^, 1.9 10^–3^, two-sided Fisher’s exact test in GO term enrichment, Supplementary file 2). This may be related to B cell function in protection from lumen antigens (Spencer and Sollid, 2016) or to tertiary lymphoid structures (TLS), which are correlated with clinical benefits in cancer patients (Sautès-Fridman et al., 2019). Notably, Epi05 (dysplastic secretory-like) enriched in Region 8 (Figure 5B) expressed higher levels of inflammatory genes and immune chemokines (e.g. *Ccl9, Ifitm3*) compared to normal counterparts, Epi04 (secretory; Figure 3C, Figure 3—figure supplement 1C and E), and may thus promote the formation of this region. We validated the presence of TLS-like structures in association with deep crypt secretory cells in AV lesions using multiplex RNA analysis (Cartana; Figure 5—figure supplement 2), showing that the dominant population of B cells is accompanied by monocyte-macrophages and T cells characteristic of TLSs, as well as the expression of *Reg4* and *Muc2*, deep crypt goblet/secretory cell markers.

Region 11 was populated by cells expressing the Wnt signaling pathway program (4, FDR = 9.3 10^–13^, two-sided Welch’s t-test on CLR transformed compositions), with several lines of evidence supporting an active epithelial to mesenchymal transition (EMT) in this region. Epithelial cells in region 11 were enriched for the expression of mesenchymal genes, including Vimentin (Mendez et al., 2010) (*Vim*, FDR = 7.4 10^–245^, one-sided Fisher’s exact test), *Prox1* (Lu et al., 2012) (FDR = 3.7 10^–153^), and Sox11 (Oliemuller et al., 2020) (FDR = 7.7 10^–224^) (Figure 5—figure supplement 1F), as well as for EMT signatures from a mouse model of lung adenocarcinoma (Marjanovic et al., 2020) (FDR = 1.5 10^–142^, two-sided Mann-Whitney U test) and from human head and neck squamous cell carcinoma tumors (Puram et al., 2017) (FDR = 6.9 10^–55^, two-sided Mann-Whitney U test). This is consistent with the role of Wnt signaling in promoting EMT and a mesenchymal phenotype in CRC, breast cancer, and other epithelial tumors (Schwab et al., 2018; DiMeo et al., 2009). Region 11 non-epithelial cells also expressed genes encoding MHC-I binding proteins (FDR = 4.6 10^–2^, two-sided Fisher’s exact test in GO term enrichment, Supplementary file 2) and actin cytoskeleton, filament, and binding proteins (FDR = 3.1 10^–6^, 7.7 10^–3^, 2.7 10^–10^). Organization of the cytoskeleton affects migration, adherence, and interaction of lymphocytes with antigen-presenting cells (Penninger and Crabtree, 1999). Notably, region 11 also concentrated at a more distal part of the tissue at ~900 μm from the muscularis, suggesting an outgrowth of the tissue towards the lumen (Figure 5—figure supplement 1C).

Non-epithelial cells formed two cellular hubs in the malignant-like regions (6, 8, and 11; Figure 5—figure supplement 1G): An endothelial-fibroblast hub, detected in all three regions, and an immune hub with B cells, TNK cells, monocytes, and macrophages, which was prominent in inflammatory region 6, weaker (less spatially correlated) in region 8 (but validated in situ), and not correlated in region 11. Thus, activation of an immune response is reflected by close proximity between immune cells. We further characterized the organization of the vascular niche using our multiplex in situ RNA data, finding that while neighbors of the Pdgfrb-expressing pericytes are mainly other Pdgfrb-expressing pericytes and endothelial cells, Pecam1-expressing endothelial cells appear self-enriched next to themselves at cellular scale distances and close to Pdgfrb-expressing pericytes for larger distances (Figure 5—figure supplement 1H).

Overall, three multicellular community regions were enriched in AV lesions: (1) inflammatory epithelial regions with endothelial cells and monocytes expressing angiogenesis, inflammation, and invasion programs; (2) epithelial stem-like regions, associated with plasma and B cell activity; and (3) regions with epithelial to mesenchymal transition (EMT) and Wnt signaling dysplastic cells. Each region highlights different processes that modulate tumorigenesis or invasion, and the three regions co-exist in the same tumor at different spatial locations.

### Cell-cell interactions are rewired in AV lesions

To identify cell-cell signaling mechanisms that may underlie these regional associations, we used COMMOT (Cang et al., 2023), a computational framework that uses Optimal Transport to infer cell-cell communication from receptor-ligand expression patterns in spatially resolved data. We used COMMOT’s bead-wise communication ‘output’ and devised a method to address p-value inflation in statistical enrichment testing, using spatially-informed data aggregation (Methods).

We observed stronger and distinct ligand-receptor interactions in AV *vs*. normal samples, reflecting the activated state in the dysplastic tissue (Figure 5K, Figure 5—figure supplement 3A). In particular, while interactions enriched in AV lesions involved immune, epithelial, and stromal signaling, those enriched in normal tissue involved neuropeptides, such as NPY and GCG (glucagon). Moreover, malignant-like regions 6 and 11 as well as region 2 (muscularis) were particularly enriched for active communication pathways (Figure 5—figure supplements 1I and 3B). This included the WNT signaling pathway, angiogenesis (VEGF, PDGF, FGF), and the OSM pathway.

### Similar spatial patterns in human and mouse tumors

The overall spatial distribution of cell types and epithelial profiles was conserved between mouse and human tumors, when comparing to scRNA-seq (Pelka et al., 2021; Chen et al., 2021; Becker et al., 2022; Che et al., 2021; Zheng et al., 2022; Khaliq et al., 2022; Joanito et al., 2022). We examined mouse-defined regions in human tumors, using TACCO to map the expression profiles associated with the epithelial, immune, and stroma compartments in each of the TACCO-identified mouse regions to scRNA-seq profiles from human CRC, and probabilistically annotated region-specific expression profiles for each scRNA-seq profile from the human samples. This identified two main ‘meta compartments’, with epithelial, stromal, and immune profiles from human MMRp and MMRd tumors associated with regions 6, 8, and 11 that were enriched in AV lesions (as well as 0 and 2), while those from normal human tissue were associated with normal regions (e.g. 5, 10, 12; Figure 6A, Figure 6—figure supplement 1A, Methods).

**Figure 6.**
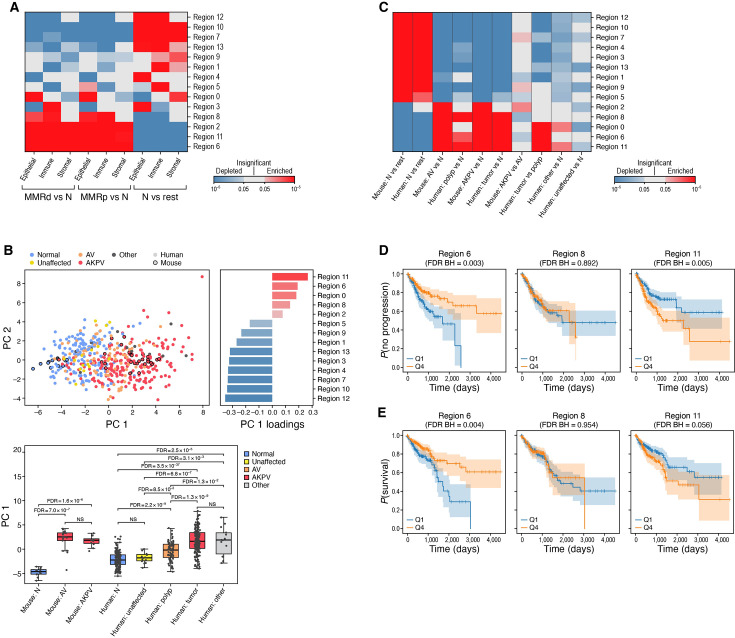
Mouse tumor regions associated with tumor progression in human colorectal tumors. (**A**) Expression profiles characterizing mouse regions are recapitulated in human tumors. Significance (FDR, color bar, two-sided Welch’s t-test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of region-associated epithelial, immune, or stromal profiles (rows) compared between normal, MMRp, or MMRd samples (columns). (**B, C**) Mouse regions capture malignant features in human tumors. (**B**) Top left: First (PC1, x axis) and second (PC2, y axis) principal components of mouse region scores of mouse and human epithelial pseudo-bulk samples. Top right: PC1 loadings (x axis) of each mouse region score (y axis). Bottom: PC1 values (box plots show mean, quartiles, and whiskers for the full data distribution except for outliers outside 1.5 times the interquartile range (IQR)) for each type of mouse or human sample (x axis). (**C**) Significance (FDR, color bar, two-sided Welch’s t-test) of enrichment (red) or depletion (blue) of region-associated profile scores (rows) in normal and dysplastic samples (columns) in human or mouse. (**D, E**) Expression of malignant-like regions 6 and 11 in tumors is associated with PFI (**D**) and OS (**E**) in human patients. Kaplan-Meier PFI (**D**, n=662 Liu et al., 2018) or OS (**E**, n=662 Liu et al., 2018) analysis of human bulk RNA-seq cohort stratified by malignant-like region profile scores.

**Figure 6—figure supplement 1.**
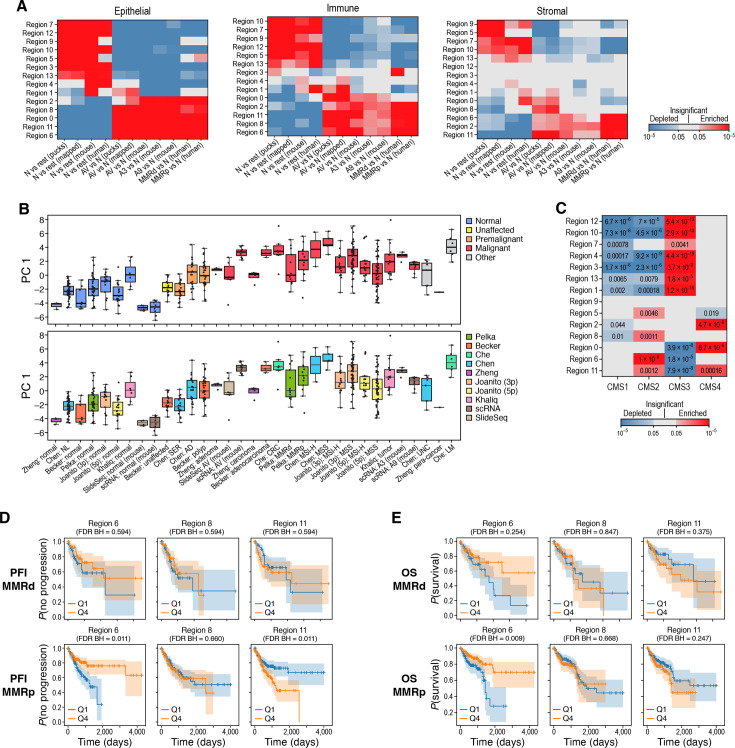
Transfer of mouse spatial region expression profiles to human patient data. (**A**) Expression profiles characterizing mouse regions in human and mouse samples. Significance (FDR, color bar, two-sided Welch’s t test on CLR-transformed compositions) of enrichment (red) or depletion (blue) of mouse region-associated epithelial (left), immune (middle), or stromal profiles (right) in pucks from normal colon and dysplastic lesions, in the same pucks but after mapping the region annotation to itself (consistency check), in mouse single cell data after mapping region annotation from mouse pucks, and in human single cell data after mapping region annotation from mouse pucks. (**B**) PC1 values (y axis; box plots show mean, quartiles, and whiskers for the full data distribution except for outliers outside 1.5 times the interquartile range (IQR)) in a PCA of region scores of mouse and human samples (x axis) sorted by malignant status and colored by status (top, legend) or study (bottom, legend). (**C**) Spatial region profiles associated with different CMS classes. Significance (Benjamini-Hochberg FDR, color bar, two-sided Welch’s t test) of enrichment (red) or depletion (blue) of each region profile (rows) in pseudo bulk profiles of human tumor samples classified in each CMS class (columns). (**D, E**) Expression of malignant-like regions 6 and 11 in tumors is associated with PFI and OS in MMRd and MMRp patients. Kaplan-Meier PFI (**D**, MMRd n=189 Liu et al., 2018, MMRp n=447 Liu et al., 2018) or OS (**E**, MMRd n=189 Liu et al., 2018, MMRp n=447 Liu et al., 2018) analysis of human bulk RNA-seq cohort stratified by malignant-like region profile scores.

### Malignant-like regions are associated with tumor progression in human colorectal tumors

We next assessed if the regional epithelial programs that we spatially identified in mouse are conserved in human. To this end, we constructed pseudo-bulk profiles from epithelial cells for our mouse samples and for recently published human samples profiled along different stages of malignant transformation, from normal tissue to polyp to CRC (Pelka et al., 2021; Chen et al., 2021; Becker et al., 2022; Che et al., 2021; Zheng et al., 2022; Khaliq et al., 2022; Joanito et al., 2022). We scored each epithelial pseudo-bulk profile with the differentially expressed genes between the epithelial parts of the regions and computed the principal components of these scores across all human and mouse samples (Methods). The first principal component (PC1) captured features that are related to malignancy, with higher values for human tumors *vs*. polyps (Figure 6B, Figure 6—figure supplement 1B). In addition, malignant-like region (6/8/11) scores were higher in dysplastic *vs*. normal samples (Figure 6C). Thus, the spatial region profiles defined in mouse capture features that correlate with malignant transformation in humans.

We further classified each full pseudo-bulk profile from the dysplastic human samples into one of the four groups in the CMS expression-based classification (Guinney et al., 2015; Methods) and compared the mouse region scores for each class of samples (Figure 6—figure supplement 1C, Methods). CMS2 classified samples were most closely related to our dysplastic mouse models: all of the dysplasia-associated regions were enriched in CMS2 tumors while most normal regions were depleted, relative to the other CMS classes.

Finally, we found that expression of the malignant-like regions (6/8/11) in tumors was associated with clinical outcome. We scored each tumor based on genes that were differentially expressed between the full expression profile of malignant-like regions (6/8/11) and compared the PFI and OS for patients in TCGA whose RNA-seq profiles were in the top and bottom quartile of malignant-like region scores (Methods). High scores for malignant-like region 11 (EMT) were correlated with shorter PFI, while those for malignant-like region 6 (inflammation) correlated with longer PFI and longer OS (Figure 6D and E). These associations were driven primarily by MMRp tumors (Figure 6—figure supplement 1D and E). This suggests that region 11 is associated with pro-tumorigenic properties in human patients, while region 6 might be associated with tumor-controlling properties. This highlights the importance of multicellular functional tissue modules in the CRC tumor ecosystem.

## Discussion

Here, we systematically charted the spatial organization of cellular expression in dysplastic tissue of the colon to help identify putative functional units in the tumor. We used TACCO (Mages et al., 2023) to integrate scRNA-seq and Slide-seq data, not only by mapping cell types to their positions, but also distinguishing different cell programs, the regions that they dominate, and their characteristic microenvironments. This allowed us to overcome technical limitations, such as lack of spatial context in scRNA-seq and sparse readout in Slide-seq, and to generate a high-resolution spatial map of the dysplastic landscape transcending beyond the mapping of individual cells to spatial positions. We used this map to show correlation with clinical outcome in human patient tumors.

Our scRNA-seq analysis revealed profound enrichment of a stem cell program in dysplastic tissues. The profiles of dysplastic cells expressing this program are distinct from normal stem cells and enriched with expression of negative regulators of the WNT signaling pathway and inflammation, suggesting a non-canonical function. The abundance of these cells with stemness potential across all our malignant-like regions points to a dynamic population that can affect the cells in its proximity by secretion of negative regulators of the WNT signaling and inflammatory function but may also adopt various functions depending on the environmental cues and dysplasia-associated cells in its proximity. A similar population, designated ‘high-plasticity cell state’, was previously described in a mouse model of lung adenocarcinoma and in human patients, where it was correlated with resistance to chemotherapy (Marjanovic et al., 2020). Whether these cells can be manipulated to take on specific phenotypes or even to differentiate into normal-like enterocytes given the appropriate signal from the microenvironment remains as open questions.

Within the dysplastic lesions, alongside malignant-like regions, we found regions with normal features (regions 3, 4, 9, and 10), comparable to regions found in the normal colon, most likely representing compartments driven by clones that were not affected by the genetic perturbation. One of these regions, region 4, contained mainly goblet cells with normal expression profiles. Whether this neighborhood represents normal cells that reside alongside malignant cells or a cancer transition state, it may modify tumor progression by recruiting immune cells or by secreting factors that affect epithelial proliferation in adjacent regions. For example, region 4 in dysplastic lesions is enriched with chemokine activity genes relative to region 4 in normal colon, suggesting a possible role in recruitment of immune cells to the dysplastic landscape. Further work is required to understand the role of these regions (expressing normal features) in tumor progression.

While the malignant-like regions were identified as discrete spatial entities, each with coordinated features across epithelial, immune, and stromal cells, these regions are adjacent to each other. Thus, they may still influence one another through signaling or by utilizing branches of the same main vessels. For example, *Osm* is expressed by cells in region 6, whereas its receptor is expressed on fibroblasts and endothelial cells enriched in region 11. *OSMR* was previously shown to be expressed by inflammatory fibroblasts (Smillie et al., 2019; West et al., 2017) and its activation in malignant cells promotes EMT in breast cancer and pancreatic cancer (West et al., 2014; Smigiel et al., 2017) and a mesenchymal state in glioblastoma (Hara et al., 2021). Future studies can help determine if these regions are functionally interdependent and if they evolved from the same clones and can interconvert, or whether they developed independently.

Because animal models complement cell and tissue atlases of human CRC (Pelka et al., 2021; Chen et al., 2021), by allowing experimental manipulation for mechanistic studies (de Sousa e Melo et al., 2017; Schepers et al., 2012), it is important to relate between models and patients. By studying genetically engineered mouse models using high-resolution single-cell spatial genomics, we can help determine to what extent they recapitulate the cellular and spatial organization of human disease, in the context of two distinct genetic states that represent human CMS-2 lesions. To this end, we developed several approaches to allow cross-species comparison of tumors at the single-cell and spatial level, despite the high level of both intra- and inter-individual variation within each species. Comparing to human CRC, our analysis suggests that the CRC landscape is organized in similar multicellular functional tissue modules between human and mouse, and disease subtypes (e.g. MMRp and MMRd). Future studies applying our approaches to patient cohorts could help understand whether the expression of different tissue modules may contribute to the partial response to immunotherapy reported for MMRd patients (André et al., 2020), and to define specific tissue modules predictive of response to therapy. Notably, while our study focused on the tumor landscape, its findings may be relevant for tissue response to other challenges (e.g. inflammation, fibrosis, wound healing), which involve activation of similar functional tissue modules, a result of collective function of parenchymal, immune, and stromal cells.

Taken together, our integrative approach facilitates spatial analysis with high resolution, constructing regional neighborhoods and their spatial layout at both high cellular resolution and genomic scale. Our work is an important step toward a systematic understanding of the organization of dysplastic tissue with the potential to contribute to improved patient stratification by the multicellular functional units in the tumor landscape.

## Materials and methods

### Mice

Mice were housed in the animal facility at the Koch Institute for Integrative Cancer Research at MIT. All animal studies described in this study were approved by the MIT Institutional Animal Care and Use Committee (Protocol 1213-106-16). *Apc^fl/fl^* mice (Kuraguchi et al., 2006) were obtained from NCI mouse repository; *Kras^LSL-G12D/+^* (Johnson et al., 2001), *Rosa26^LSL-tdTomato^* (Madisen et al., 2010), and Trp53*^fl/fl^* (Marino et al., 2000) mice obtained from Jackson; and *Villin^CreERT2^* (el Marjou et al., 2004) mice were a gift from Dr. Sylvie Robine. All mice were maintained on C57BL/6 J genetic background. Approximately equal numbers of male and female mice of 6–10 weeks of age were used for all experiments. Where indicated, mice were injected to the submucosal layer of the colon with 4-hydroxytamoxifen (EMD Millipore # 579002) dissolved in ethanol at a concentration of 100 μM (for the mice that were kept for 3 weeks after injection) or 30 μM (for the mice that were kept for 9 weeks after injection). Tumors were resected at either 3 or 9 weeks after 4-hydroxytamoxifen injection. Colonoscopy and colonoscopy-guided injection methods were previously described in detail (Roper et al., 2017; Roper et al., 2018).

### Tissue processing for scRNA-seq

Single-cell suspensions from healthy colon or dysplastic lesions were processed using a modified version of a previously published protocol (Smillie et al., 2019). Tissue samples were rinsed in 30 ml of ice-cold PBS (Thermo Fisher 10010–049), chopped to small pieces, and washed twice in 25 ml PBS, 5 mM EDTA (Thermo Fisher AM9261), 1% FBS (Thermo Fisher 10082–147). To prime tissue for enzymatic digestion, samples were incubated for 10 min at 37 °C, placed on ice for 10 min before shaking vigorously 15 times followed by supernatant removal. Tissues were placed into a large volume of ice-cold PBS to rinse prior to transferring to 5 ml of enzymatic digestion mix (Base: RPMI1640, 10 mM HEPES (Thermo Fisher 15630–080), 2% FBS), freshly supplemented immediately before use with 100 mg/ml of Liberase TM (Roche 5401127001) and 50 mg/ml of DNase I (Roche 10104159001), and incubated at 37 °C with 120 rpm rotation for 30 min. After 30 min, enzymatic dissociation was quenched by addition of 1 ml of 100% FBS and 10 mM EDTA. Samples were then filtered through a 40 mM cell strainer into a new 50-mL conical tube and rinsed with PBS to 30 mL total volume. Tubes were spun down at 400 *g* for 7 min, at 4 °C. Resulting cell pellets were resuspended in 1 ml PBS, placed on ice, and counted.

### Cell hashing

Cell hashing was performed based on the published protocol (Stoeckius et al., 2018) as summarized below. Dissociated cells were resuspended in 1 ml of Cell Hashing Staining Buffer 1×PBS with 2% BSA (New England Biolabs, B9000S) and 0.02% Tween (Tween–20 Solution, 10%, Teknova, VWR-100216–360) and counted. 500,000 cells were resuspended in 100 µl of Cell Hashing Staining Buffer and incubated for 30 min on ice, with 2 µl of the appropriate BioLegend TotalSeq Hashing antibody (a 1:50 dilution, using a total of 1 µg of antibody per cell suspension). TotalSeq-A anti-mouse Hashtag antibodies #1–8 (catalog numbers: 155801, 155803, 155805, 155807, 155809, 155811, 155813, 155815) were used. Cells were washed three times with 0.5  ml of Cell Hashing Staining Buffer and filtered through low-volume 40-µm cell strainers. All cell suspensions were recounted to achieve a uniform concentration of 7000 cells per microliter before pooling for capture by 10x Chromium controller following the manufacturer protocol for the v2 or v3 3’ kit (10x Genomics, Pleasanton, CA).

### Hashtag oligo (HTO) library preparation

Separation of hashtag oligo (HTO)-derived cDNAs (<180 bp) and mRNA-derived cDNAs (>300 bp) was done after whole-transcriptome amplification by performing 0.6×SPRI bead purification (Agencourt) on cDNA reactions as described in 10x Genomics protocol. Briefly, supernatant from 0.6×SPRI purification contains the HTO fraction, which was subsequently purified using 1.4 and 2×SPRI purifications per the manufacturer’s protocol (Agencourt). HTOs were eluted by resuspending SPRI beads in 15 µl TE. Purified HTO sequencing libraries were then amplified by PCR (1 μl clean HTO cDNA, 25 μl 2 X NEBNext Master Mix [NEB #M0541]), 10 µM SI-PCR and D701 or D704 primers performed dial-out PCR (98 °C (10 s), (98 °C for 2 s, 72 °C for 15 s) x 12/18 then 72 °C for 1 min) for 12 and 18 cycles, and used the 18 cycles product for sequencing. PCR reactions were purified using another 2×SPRI clean up and eluted in 15 µl of 1×TE. HTO libraries were quantified by Qubit High sensitivity DNA assay (ThermoFisher) and loaded onto a BioAnalyzer high sensitivity DNA chip (Agilent).

SI-PCR: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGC*T*C
D701: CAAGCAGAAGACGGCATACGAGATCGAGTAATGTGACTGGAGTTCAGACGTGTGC
D704: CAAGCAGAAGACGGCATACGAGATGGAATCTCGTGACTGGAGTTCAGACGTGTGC

### Sequencing

Samples were sequenced using HiSeq X (Illumina). Hashing libraries were sequenced with spike-ins of 2.5%.

### Tissue processing for Slide-seq

Colons were flashed with cold PBS and a segment that includes the lesion and surrounding tissue (or a respective healthy segment from normal mice) was dissected. Samples were then mounted in cold OCT, flash frozen on dry ice covered with ETOH, and long-term stored in –80℃.

### Slide-seq

For mouse and human experiments, 10 μm sections were cut and the Slide-seq V2 protocol was used as previously described (Stickels et al., 2021). For mouse experiments, four and six arrays were collected from normal colons and AV lesions, respectively. The muscularis was fit onto the array of both healthy and dysplastic lesions to allow appropriate orientation.

### Multiplex in situ RNA analysis

Multiplex in situ RNA analysis was performed with Cartana (Gyllborg et al., 2020) technology (a newer version is now available as Xenium [10x Genomics]). In total, we measured three samples with one section per sample in each state (normal/AV) and probe set (V1/V2), with an additional replicate section for one of the samples in normal V2.

Fresh Frozen OCT-embedded tissues from normal colon and AV lesions were cryosectioned as 10 μm sections and placed onto SuperFrost Plus glass slides (Thermo Fisher) and further stored at –80 °C before experiments. Samples were fixed (with 4% formaldehyde) for 5 min and permeabilized for 5 min (with 0.1 mg/ml pepsin in 0.1 M HCl [P7012 Sigma-Aldrich]) prior to library preparation.

For library preparation, chimeric padlock probes (directly targeting RNA and containing an anchor sequence as well as a gene-specific barcode) for a custom panel of 66 (V1) or 180 (V2) genes (Supplementary file 3, see below) were hybridized overnight at 37 °C, then ligated before the rolling circle amplification was performed overnight at 30 °C using the HS Library Preparation kit for CARTANA technology and following manufacturer’s instructions. All incubations were performed in SecureSeal chambers (Grace Biolabs). Note that prior to final library preparation, optimal RNA integrity and assay conditions were assessed using Malat1 and Rplp0 housekeeping genes only using the same protocol.

To prevent tissue sections from detachment, an additional baking step of 30 min at 37 °C was performed before mounting. To quench autofluorescence background, TrueView (SP-8400 VectorLabs) was used for 1 min at room temperature. For tissue sections mounting, Slow Fade Antifade Mountant (Thermo Fisher) was used for optimal handling and imaging.

Quality control of library preparation was performed by applying anchor probes to detect simultaneously all rolling circle amplification products from all genes in all panels. Anchor probes are labeled probes with Cy5 fluorophore (excitation at 650 nm and emission at 670 nm).

All samples passed quality control and went through in situ barcode sequencing, imaging, and data processing. Briefly, adapter probes and sequencing pools (containing four different fluorescent labels: Alexa Fluor 488, Cy3, Cy5, and Alexa Fluor 750) were hybridized to the padlock probes to detect the gene-specific barcodes, through a sequence-specific signal for each gene-specific rolling circle amplification product. This was followed by imaging and performed six times in a row to allow for the decoding of all genes in the panel. To reduce lipofuscin autofluorescence, 1 X Lipofuscin Autofluorescence Quencher (Promocell) was applied for 30 s before fluorescence labeling.

Raw data consisting of 20x or 40x images from five fluorescent channels (DAPI, Alexa Fluor 488, Cy3, Cy5, and Alexa Fluor 750) were each taken as z-stack and flattened to 2D using maximum intensity projection. After image processing and decoding, the results were summarized in a csv file and gene plots were generated using MATLAB (Qian et al., 2020).

### scRNA-seq pre-processing and quality control filtering

Count matrices for scRNA-seq were generated using the Cumulus feature barcoding workflow v0.2.0 (Li et al., 2020) with CellRanger v3.1.0 and the mm10_v3.0.0 mouse genome reference. Cell profiles were quality filtered by requiring between 1000 and 50,000 counts, and between 500 and 7000 genes, less than 20% mitochondrial counts, and less than 10% hemoglobin counts. Cell profiles that did not meet all these criteria were discarded. The top 5000 highly variable genes were annotated on the remaining cells after normalization to 10,000 counts and log1p transform using Scanpy’s ‘highly_variable_genes’ function (Wolf et al., 2018) and providing the chemistry (v2/v3) by hashing (True/False) combination as batch-annotation. Putative doublets were removed using Scrublet (Wolock et al., 2019) with default parameters.

### Selection of variable genes, dimensionality reduction, and clustering

A preliminary clustering using the Leiden algorithm with resolution 1.0 was performed after normalization to 10,000 counts, log1p transform, correction for number of counts and percentage of mitochondrial genes, scaling with a max_value of 10, and generating a *k*-nearest neighbors (*k*-NN) graph with 15 neighbors on a PCA of the previously annotated 5000 highly variable genes with 50 components using Scanpy (Wolf et al., 2018). The single-cell profiles were provisionally annotated with SingleR (Aran et al., 2019) cell-wise (i.e. without using clustering information) using the SingleR built-in MouseRNAseqData and an intestine-specific dataset from Tabula Muris (The Tabula Muris Consortium et al., 2018; https://figshare.com/ndownloader/files/13092143). For further processing, the dataset was then split into the three compartments, epithelial, immune, and stromal, using the provisional SingleR annotations.

For each compartment, the top 5000 highly variable genes were annotated using Scanpy’s ‘highly_variable_genes’ function on cells normalized to 10,000 counts after log1p-transformation and providing the chemistry (v2/v3) by hashing (True/False) combination as batch-annotation.

### Expression programs and batch correction

For the dataset of each compartment separately (generated as described above), an integrative NMF was performed (using a part of the LIGER Welch et al., 2019 implementation) with k=20 and lambda=5 to identify 20 programs and their respective weights per cell. This iNMF factorization represents the single cell expression matrix as a weighted sum of profiles such that both the weights and programs contain only non-negative numbers, while allowing for and separating out batch-only contributions. The same approach was also used with a higher *k* (epithelial and immune: 200, stromal: 50) to yield a detailed and batch-corrected decomposition of expression which was then combined to obtain a count-like corrected expression matrix for the top 5000 highly variable genes. For each compartment separately, these batch-corrected data were normalized to 10,000 counts, log1p transformed, corrected for number of counts and percentage of mitochondrial genes by linear regression, scaled with a max_value of 10, followed by a PCA of the previously annotated 5000 highly variable genes. A *k*-nearest neighbors (*k*-NN) graph was constructed from the top 50 PCs, with *k*=15 neighbors using Scanpy, and clustered using a compartment-specific Leiden resolution parameter (epithelial: 0.2, immune: 0.4, stromal: 0.1). This clustering was used as the cluster level annotation of the mouse scRNA-seq data for the epithelial and stromal compartment. Separately per compartment, the data were annotated with SingleR using the cluster information. The same per-compartment batch-corrected and preprocessed data from the Leiden clustering was used to create UMAP embeddings with PAGA initialization using Scanpy.

To improve the clustering and annotation in the immune compartment and to filter out additional doublets not detected by Scrublet, the immune data were separately filtered and clustered using information from the compartment level clustering and annotation. To that end, myeloid and T/NK cells were partitioned separately and further processed, and additional likely doublet cells were labeled and removed by the following procedure:

1. Cells were labeled as doublets based on higher number of UMIs of marker genes for other compartments than the 95th percentile observed in this immune partition (i.e. Epcam and Cdh1 to remove immune-epithelial doublets and Cav1 and Kdr to remove immune-stromal doublets) and other immune partitions (i.e. Cd3d, Cd3e, and Cd3g to remove myeloid-lymphoid doublets from the myeloid cells). This type of filter criterion for lowly expressed genes (‘larger than some percentile’ on integer counts) also allows keeping more than 95% of the cells if, for example, all cells of this partition happened to have 0 UMIs of a particular marker gene.
2. Cells were labeled as doublets if they had inconsistent cell-wise and cluster-wise SingleR annotations.
3. Cells were labeled as doublets if they had significantly (Benjamini-Hochberg FDR = 0.05, one-sided Fisher’s exact test) more neighbors in the k-NN graph from the immune compartment that were already marked as doublets.
4. All cells labeled as doublets were removed.

After filtering, the count matrices were batch corrected as above using the integrative NMF from LIGER with k=20 and lambda = 5, and clustered like above with group-specific Leiden resolution (myeloid: 0.2, TNK: 0.4). For myeloid and TNK cells, this clustering superseded the original clustering. The integrative NMF result here was only used for updating the clustering and not for generating an extra set of expression programs.

Note that cluster Epi06 shows a broad expression spectrum; while such pattern can best be explained by remaining doublets, they were not called by Scrublet and could also not be consistently removed by extra QC as was applied to the immune compartment. The interpretation of Epi06 as containing doublets is supported by its overrepresentation in the annotation of the Slide-seq data (Figure 4—figure supplement 1E), as both doublets and Slide-seq beads represent compositions of different cells. Still, non-doublet explanations (e.g. undifferentiated cells) cannot be ruled out. Therefore, Epi06 cells are retained in the data but not interpreted biologically.

### Marker selection for in situ RNA analysis (CARTANA)

CARTANA V1 markers were selected from genes differentially expressed between compartments, cell types, and clusters (for the immune and stromal compartments), and highly ranked genes for programs (for the epithelial compartment) were first filtered by biological relevance and the literature, obtaining 87 genes. To further reduce the set to the available panel size (66 genes), genes were annotated into categories of potential redundancy. To choose between redundant genes, a global objective function was optimized over the gene selection, looping over all potentially redundant gene sets until convergence, exhaustively testing all choices within a gene set, and accepting the best choice for this gene set in terms of the global objective function. The global objective function was constructed as the mean fourfold cross-validation scores (using ‘GroupKFold’ and ‘cross_val_score’ from sklearn Pedregosa et al., 2011) of multi-class logistic regression classification (using ‘LogisticRegression’ from sklearn) for discriminating cell classes and of ridge regression of epithelial program weights (using ‘RidgeRegression’ from sklearn) on the scRNA-seq data subsampled to the expected sparsity of CARTANA data. The cell classifications used were between the stromal, immune, and epithelial compartment, within the stromal compartment between Endo01, Endo02, and fibroblasts, within the immune compartment between myeloid and lymphoid lineage, within the lymphoid lineage between T cells and B cells, within the myeloid lineage between granulocytes, mast cells, and all monocytes and macrophages together, between monocytes and macrophages, and within monocytes between Mono01, Mono02, Mono03, and Mono04. The programs used in ridge regression were programs 3, 4, 6, 7, 13, 14, 15, and 16. As the probes for Ly6c1 and Ly6c2 could not discriminate sufficiently between Ly6c1 and Ly6c2, we chose combined probes that measure both.

The CARTANA V2 panel included 59 of the 66 genes in the V1 panel (the others had to be removed for technical reasons), another 113 genes from the standard fixed gene panel for CARTANA, and 8 selected genes from literature.

### Analysis of CARTANA data

Each measured molecule was annotated with an originating cell type cluster label (using TACCO’s ‘tc.tl.annotate_single_molecules’, with RCTD Cable et al., 2022 as the core annotation method and parameters bin_size = 20, n_shifts = 3, assume_valid_counts = True) separately for each sample. For this, genes in the reference that would likely cross-hybridize in the probe panel design were summed over (Ly6c1 and Ly6c2). TLS-like regions were annotated by visual inspection of the cell type cluster composition and morphology.

To assess cell type compositions of the full dataset, molecules with cell type cluster annotations were binned into 10 µm bins (using TACCO’s ‘tc.utils.bin’ and ‘tc.utils.hash’ functions) and cluster-level annotations were merged to cell-type level.

To assess the compositions of TLS-like regions, CARTANA v2 data were aggregated, conserving the categorical TLS annotation (using TACCO’s ‘tc.utils.bin’ and ‘tc.tl.dataframe2anndata’ functions).

### Comparison between experimental methods

To compare cell type composition between methods, CLR-transformed compositions of samples (or of spatially split samples for the spatial methods, see subsection ‘Ligand-receptor analysis and spatially informed enrichment’) were computed. Then, using a 100 bootstrapped means of the compositions, mean and standard error of the mean were calculated once for the AV and once for the normal samples. To compare gene expression, the mean difference of gene counts between normal and AV samples and its standard error were calculated using all pairwise differences between the bootstrapped normal and AV samples. For gene comparisons, the CLR-transformed composition over all genes that were measured in all of scRNA-seq, Slide-seq, CARTANA V1, and CARTANA V2 was used. Pearson correlation between mean compositions was calculated for each pair of methods.

### RNA-velocity analysis

Splicing-aware count matrices for scRNA-seq were generated using CellRanger v6.1.2 and velocyto v0.17.17 (La Manno et al., 2018) with the ensembl v108 mouse genome reference. Scvelo v0.2.5 was used to infer velocity separately for the epithelial and TNK subsets (using the functions ‘scv.pp.filter_and_normalize’, ‘scv.pp.moments’, ‘scv.tl.velocity’ (with mode=’stochastic'), and ‘scv.tl.velocity_graph’). Scanpy and bbknn v1.5.1 (Polański et al., 2020) were used to generate batch-corrected UMAP embeddings for the two subsets for visualization with scvelo’s ‘scv.pl.velocity_embedding_stream’ function.

### Selection of human single-cell data for the comparison of cell type and epithelial program composition

ScRNA-seq data from Pelka et al., 2021 was used as reference for human CRC. To avoid biases in cell type compositions, only the subset of the data where ‘PROCESSING_TYPE = unsorted’ was used.

### Comparison of human and mouse samples by cell type composition

To compare human and mouse samples by composition of T/NK cell subsets, T/NK annotations from mouse and human data (Pelka et al., 2021) were matched by TACCO, using optimal transport (OT). First, human expression data were mapped to mouse genes using MGI homology information [subsection ‘Mapping of mouse and human orthologs’]. Then, human cell cluster annotations ('cl295v11SubFull') were mapped from the subset of human cells annotated as T/NK/ILC to the subset of mouse cells annotated as T/NK using TACCOs ‘annotate’ function with OT as core method, basic platform normalization, entropy regularization parameter epsilon 0.005, marginal relaxation parameter lambda of 0.1, and 4 iterations of bisectioning with a divisor of 3. Annotation with maximum probability per cell was used as the unique cluster level annotation for mouse T/NK cells. Annotations were aggregated per sample to yield a compositional annotation over the identical cluster annotation categories (from the human dataset) for the T/NK subsets of human and mouse samples. Annotation vectors were then processed using the sc.pp.neighbors and sc.tl.umap functions from Scanpy (Wolf et al., 2018) to yield a 2D sample embedding with respect to T/NK cell composition. Using the coordinates in the UMAP in place of spatial coordinates, neighborship enrichment z-scores were computed with TACCO’s co_occurrence_matrix function with max_distance = 2 and n_permutation = 100.

### Slide-seq compositional annotation

Slide-seq data were annotated with scRNA-seq reference annotations. First, Slide-seq and scRNA-seq data were filtered to retain only 15759 genes that were detected in both datasets and only beads and cells that had at least 10 counts across all these common genes.

Next, TACCO (Mages et al., 2023) was used to perform compositional annotation of each bead, allowing the bead counts to be explained by fractional contributions. In its basic application, TACCO finds an ‘optimal’ mapping between scRNA-seq annotation categories (e.g. cell types) and beads by solving a variant of an entropically regularized Optimal Transport (OT) problem in expression space. In its iterative application, TACCO uses a bi-sectioning functionality iteratively, annotating only fractions of the counts in each round and reserving the remainder for the next round to improve the sensitivity to sub-leading annotation contributions (i.e. first capture a portion of the counts for the ‘top’ cell types, but preserving others for other, more minor, cell types).

For the compositional annotation of Slide-seq beads with the categorical cell clusters from the single cell data, the ‘annotate’ function of TACCO with OT was used as core annotation method per Slide-seq puck with the subset of the single cell data with matching disease state, with basic platform normalization, entropy regularization parameter epsilon 0.005, marginal relaxation parameter lambda of 0.001, and four iterations of bisectioning with a divisor of 3.

For the compositional annotation of Slide-seq beads with the compositional epithelial programs, the annotated beads were split using the ‘split_observations’ function of TACCO on the cluster-level annotation and then aggregated to compartment level using the ‘merge_observations’ function keeping only beads for a compartment with at least 50 counts assigned to that compartment. The genes from the epithelial part were filtered to retain only those that were used to define the epithelial programs in scRNA-seq, and then annotated using again the ‘annotate’ function with OT as core annotation method, basic platform normalization, entropy regularization parameter epsilon 0.01, and a marginal relaxation parameter lambda of 0.001.

### Slide-seq region annotation

Region annotation was done for all pucks (normal and AV pucks) in one step to get comparable region annotations across pucks, such that beads that have similar epithelial program activity and are spatially close are called as one region. Because cell type composition can change drastically from one bead to its neighbor at the length scales of Slide-seq data, there is a need to compromise between optimizing the two similarities. This is done with the ‘find_regions’ function of TACCO, which performs a Leiden clustering on the weighted sum of connectivity matrices derived from epithelial program similarity and spatial proximity, using a position weight of 0.7, a Leiden resolution of 1.3, and 15 nearest neighbors per bead in position space and epithelial program space. To determine the neighbors in epithelial program space, the square roots of the program weights were used for neighbor finding, which effectively uses Bhattacharyya coefficients as overlap in epithelial program space instead of the Euclidean scalar products used for position space. These regions are defined by construction only on beads with a large enough epithelial contribution (see above) and are then extended to all beads by assigning unannotated beads the region from the nearest bead with region annotation.

Submucosal and muscularis propria layers are predominantly comprised of fibroblasts and muscle cells, respectively, alongside blood and lymphatic vessels, nerves, and immune cells. Our algorithm depends on the epithelial expression component in beads. Since these layers do not contain epithelial cells (Rao and Wang, 2010), mapping likely relied either on ‘noisy’ signal from non-epithelial cells or from the basal-most epithelial layer.

To determine region composition at a certain distance of a reference region, TACCO’s ‘annotation_coordinate’ function is used with max_distance = 1000 and delta_distance = 10.

### Slide-seq quality filtering

For all downstream analyses, all beads with less than 100 reads were discarded.

### Region- and cell type-characterizing genes in Slide-seq data

Genes to characterize regions on Slide-seq pucks irrespective of compartment composition were found using Scanpy’s rank_genes_groups function on the full bead expression profiles. To find them separately for each compartment, the compartment-level split beads [sub-section ‘Slide-seq annotation’] were used instead of the full beads. To compare gene expression between cell types on Slide-seq pucks, cluster-level split beads [sub-section ‘Slide-seq annotation’] were aggregated to cell type level.

### EMT scoring

Malignant regions were scored for EMT signatures, using only counts attributed to the epithelial compartments within these regions and only genes expressed on at least three beads. Bead profiles were normalized to 10,000 counts, log1p transformed and scaled, and Scanpy’s ‘sc.tl.score_genes’ function was used to score the top 50 genes in two EMT gene signatures (Marjanovic et al., 2020; Puram et al., 2018).

### Cell-type neighborships in Slide-seq data

To evaluate the local cell-type neighborship relations in the different disease states on the cluster level, the clusters were filtered per disease state to contain only clusters which account for at least 1% of the UMIs in that state. Then neighborhood-enrichment z-scores were calculated using TACCO’s ‘co_occurrence_matrix’ function with max_distance = 20 and n_permutation = 10. To evaluate the stability of the result, this is also repeated for (max_distance, n_permutation) = (40,10), (60,10), (20,5), and (20,50). To get the significance of the overall change in z-scores between the states, a one-sided Mann-Whitney U test was performed on the values of the upper triangular half of the matrix between the two disease states for (max_distance, n_permutation)=(20,10).

A similar neighborship analysis was performed on the coarser cell-type level separately for the three malignant regions 6, 8, and 11, using TACCO’s ‘co_occurrence_matrix’ function with max_distance = 20 and n_permutation = 10.

### Cell-type co-occurrence in Slide-seq data

Cell-type compositions relative to a spatial landmark, Region 2=muscularis, were evaluated using TACCO’s ‘annotation_coordinate’ function with max_distance = 1000 and delta_distance = 10. To reduce tissue structure bias from the muscularis, the distance dependency of cell-type frequency relations was evaluated only for beads deep in the ‘epithelial domain’, defined as follows. The effective distance from stromal annotation was computed using TACCO’s ‘annotation_coordinate’ function (with max_distance = 100, delta_distance = 10, critical_neighbourhood_size = 4.0) and only beads with a distance of at least 75 µm were used. On these remaining beads, TACCO’s ‘co_occurrence’ function was used (with delta_distance = 20, max_distance = 1000) to compute cell types co-occurrence as a function of their distance.

### Epithelial program neighborships in Slide-seq data

As for cell types above, neighborship relations were evaluated for epithelial programs in the AV Slide-seq samples using TACCO’s ‘co_occurrence_matrix’ function with max_distance = 20 and n_permutation = 10, after selecting only the programs which make up at least 1% of the UMIs in the AV Slide-seq samples.

### Ligand-receptor analysis and spatially informed enrichment

For the ligand-receptor analysis on slide-seq data, we used COMMOT v0.03 (Cang et al., 2023). COMMOT employs optimal transport to construct sender and receiver side receptor-ligand interactions for every bead in one run of COMMOT. After filtering to beads with at least 100 counts, we applied basic preprocessing (normalization, log1p-transformation) and loaded the CellChat database as done in the COMMOT tutorial. We then follow the Slide-Seq v2 analysis from the COMMOT paper (‘slideseqv2-mouse-hippocampus/1-lr_signaling.ipynb’ from https://doi.org/10.5281/zenodo.7272562) to filter the database and to reconstruct the spatial communication network on ligand-receptor pair and pathway level separately for every puck. In particular, we use the distance cutoff of 200 µm for inference of ligand-receptor interactions. The resulting bead-wise sender- and receiver communication values were then used for enrichment analysis between disease states and between spatial regions.

Unlike the downstream Slide-Seq v2 analysis from the COMMOT paper (‘slideseqv2-mouse-hippocampus/2-downstream_analysis.ipynb’ from https://doi.org/10.5281/zenodo.7272562), we do not treat each bead on the puck as statistically independent observation in statistical tests, which leads to unreliably small p-values. Instead, we split all pucks along their axis of greatest extent (defined by the first principal component axis of the distribution of the spatial measurements) into spatial patches discarding 400 µm of boundary layer (twice the COMMOT distance cutoff, also co-occurrences have decayed strongly at this distance) in between the patches to reduce the correlation between the patches. This is done iteratively with the patches to get a set of weakly correlated patches. On these patches, we calculate the mean of the communication values and treat them as statistically independent observations for statistical tests. We argue that multiple sufficiently separated spatial patches of single spatial samples can be seen as multiple spatial samples using a spatial method with a smaller measurement area, and therefore can be treated as replicates. Unlike splitting into patches without removing a boundary layer, this procedure does not converge to the case of treating each bead as an independent observation as the number of iterations rises as it accounts for the spatial correlations between adjacent measurements. This gives a natural lower limit of p-values reachable with p-values rising again if too many splits are performed as too much data is lost to remove the correlations (Figure 5—figure supplement 3C and D). We chose a number of iterations of 2 as a compromise between having more patches and not discarding much data. For the enrichment of the pathway communication values, we used a two-sided Mann-Whitney U test across the patches and cite Benjamini-Hochberg FDR values. For the enrichment testing in a given group (e.g. an annotated spatial region), only those patches are used which have at least 100 beads on the patch.

Unless otherwise noted, for consistency, an analogous enrichment procedure was also used for COMMOT-unrelated quantities, like cell types, even though their spatial footprint is not as large as COMMOT’s (distance cutoff of 200 µm). For cluster-level cell type enrichment analyses on Slide-seq data, only the top 3 contributing subtypes were considered, to better reflect the expected properties of Slide-seq data and better compare with categorically annotated scRNA-seq data.

### Mapping of mouse and human orthologs

We applied TACCO’s functions ‘setup_orthology_converter’ and ‘run_orthology_converter’ with option ‘use_synonyms = True’ to map human to mouse genes using the ortholog mapping from Mouse Genome Informatics (http://www.informatics.jax.org/homology.shtml). Specifically, we used http://www.informatics.jax.org/downloads/reports/HOM_MouseHumanSequence.rpt (downloaded April 26th, 2021) for the analyses comparing T/NK compositions of human and mouse scRNA-seq data, analyses comparing epithelial program similarity in human and mouse scRNA-seq data, analyses involving the annotation of human scRNA-seq data with mouse regions, and analyses comparing the cell type and epithelial program correlations cross samples between human and mouse scRNA-seq data, and http://www.informatics.jax.org/downloads/reports/HOM_AllOrganism.rpt (downloaded on August 8th, 2022) for the analyses involving the scoring of mouse regions in mouse and human scRNA-seq data and leading to the CMS classification.

### GO term enrichment analysis

We used TACCO’s functions ‘setup_goa_analysis’ and ‘run_goa_analysis’ to perform GO terms enrichment. As ‘gene_info_file’ we used https://ftp.ncbi.nih.gov/gene/DATA/GENE_INFO/Mammalia/Mus_musculus.gene_info.gz, as ‘GO_obo_file’ http://purl.obolibrary.org/obo/go/go-basic.obo, and as ‘gene2GO_file’ https://ftp.ncbi.nih.gov/gene/DATA/gene2go.gz (all downloaded on August 10th, 2022).

### Comparison between mouse and human programs

To compare mouse and human epithelial expression programs (Pelka et al., 2021), genes were mapped to mouse homologs using MGI homology information [subsection ‘Mapping of mouse and human orthologs’]. Mouse and human programs were then characterized by a single vector of mean expression per program in mouse gene space. Specifically, both mouse and human programs were defined such that their weighted sum approximates the expression profiles of the cells without any transformations. Programs and weights were normalized to sum to 1. To reduce batch effects (including species-specific ones), a background expression profile was defined for each species dataset as the pseudo-bulk epithelial expression profile in the respective scRNAs-seq data. Program and background profiles were normalized to 10,000 counts and the log ratio of the normalized program and background expression vectors was used to define a vector for each species. Pearson correlation coefficients were calculated for each pair of program vectors (mouse vs. human).

### Human expression program associations across mouse scRNA-seq

All sets of programs that were previously used to define human CRC tissue hubs (Pelka et al., 2021; epithelial, T/NK cells, and myeloid cells) were mapped to mouse genes with MGI homology information [subsection ‘Mapping of mouse and human orthologs’] and then to mouse single cell data with TACCO, using TACCOs platform normalization to account for batch effects. The ‘annotate’ function in TACCO was used with OT as the core annotation method, on the comparable subsets of cells from mouse and human single-cell datasets (e.g. myeloid cells from mouse and human), with basic platform normalization, entropy regularization parameter epsilon 0.005, marginal relaxation parameter lambda of 0.1, and 4 iterations of bisectioning with a divisor of 3, and flat annotation prior distribution. The resulting probabilistic per-cell program annotations were aggregated to get probabilistic per-sample program annotations for all dysplastic mouse samples and CLR-transformed. For each pair of programs, the Pearson correlation coefficient was calculated on these transformed values.

### Annotating human scRNA-seq data with mouse-derived region information

Human scRNA-seq profiles (Pelka et al., 2021) were mapped to mouse gene space using MGI homology information [subsection ‘Mapping of mouse and human orthologs’]. Working in the same expression space, the ‘annotate’ function in TACCO with OT as core annotation method was used on the full human scRNA-seq and mouse Slide-seq dataset with basic platform normalization, entropy regularization parameter epsilon 0.005, marginal relaxation parameter lambda of 0.1, and 7 iterations of bisectioning with a divisor of 3, and 10-fold sub-clustering of the region annotations. The region transfer is done separately per compartment, with the Slide-seq compartment split as described above and the human scRNA-seq data split using the cell type annotation of the data. For validation, mapping was also performed with mouse scRNA-seq data, as well as mapping the region information from the mouse pucks back to themselves.

To test for enrichments of region annotations across disease state, region composition was aggregated to sample-level (for Slide-seq to four-way split pucks), CLR-transformed, and enrichment was calculated using a two-sided Welch’s t-test. This was done for region annotation on human and mouse scRNA-seq data, and on the original and mapped region annotation on the mouse Slide-seq data.

### Cell-type associations across samples

To compare associations of cell types across samples in human and mouse scRNA-seq, the ‘clMidwayPr’ cell type annotation in the human data (Pelka et al., 2021) was aggregated to the same level as mouse cell type annotation, and then aggregated per sample and CLR-transformed. Pearson correlation coefficients were calculated for every cell type pair for different subsets of samples: all samples, normal samples, dysplastic, and for human MMRd/MMRp samples.

### Epithelial program associations across human samples

To determine epithelial program associations across human samples, TACCO’s ‘annotate’ function was used to annotate human epithelial scRNA-seq (after mapping to mouse orthologs using MGI homology information [subsection ‘Mapping of mouse and human orthologs’]) with mouse epithelial programs from mouse scRNA-seq data using OT as core method, basic platform normalization, entropy regularization parameter epsilon 0.005, marginal relaxation parameter lambda of 0.1, and 4 iterations of bisectioning with a divisor of 3. The remaining steps were performed as for cell-type association (subsection ‘Cell-type associations across samples’).

### Scoring epithelial mouse regions in mouse and human epithelial pseudo-bulk data

The published processed and filtered count matrices were used (where available) or instead raw count matrices for single cell/nucleus RNA seq data from Pelka et al., 2021 (GEO accession number GSE178341; downloaded on August 8th, 2022), Chen et al., 2021 (Synapse IDs syn27056096, syn27056097, syn27056098, syn27056099; downloaded on August 5th, 2022), Khaliq et al., 2022 (GEO accession number GSE200997; downloaded on August 5th, 2022), Becker et al., 2022 (GEO accession number GSE201348; downloaded on August 5th, 2022), Zheng et al., 2022 (GEO accession number GSE161277; downloaded on August 5th, 2022; excluding 'blood' samples), Che et al., 2021 (GEO accession number GSE178318; downloaded on August 5th, 2022; only 'CRC' and 'LM' samples) and Joanito et al., 2022 (Synapse IDs syn26844072, syn26844073, syn26844078, syn26844087, syn26844111; downloaded on August 22nd, 2022; excluding the ‘LymphNode’ sample).

To subset the human single-cell data to epithelial cells, the epithelial annotation was used where readily available (Pelka et al., 2021; Chen et al., 2021). For the remaining datasets (Becker et al., 2022; Che et al., 2021; Zheng et al., 2022; Khaliq et al., 2022; Joanito et al., 2022), TACCOs tc.tl.annotate function was used with default parameters to transfer the 'cl295v11SubShort' annotation from Pelka et al., 2021, from which a compositional compartment annotation was constructed, and then a cell was assigned to the epithelial compartment if it had more than 95% epithelial fraction.

To correct for batch effects between the different data sources, first batches were defined by species times protokoll: 'mouse-10x3p', 'mouse-SlideSeq', 'human-10x3p' (Pelka et al., 2021; Che et al., 2021; Zheng et al., 2022; Joanito et al., 2022), 'human-10x5p' (Khaliq et al., 2022; Joanito et al., 2022), 'human-inDrop' (Chen et al., 2021), and 'human-snRNA' (Becker et al., 2022). Then TACCO’s ‘tc.pp.normalize_platform’ function was used to determine per gene batch normalization factors using only the normal samples of one data source per batch (choosing the normal samples from Zheng for 'human-10x3p' and the normal 5’ samples from Joanito for 'human-10x5p'). The resulting factors are then used to rescale the sample-by-gene count matrices for the full dataset per batch, that is including non-normal samples. The normalization factors are calculated with respect to an (arbitrarily chosen) normal reference dataset (Zheng et al., 2022).

The epithelial mouse region score was defined as the mean of the CLR-transformed expression values in the pseudo-bulk expression profile of the epithelial part of a dataset using the top 200 differentially expressed genes between all regions by a one-sided Fisher’s exact test.

To account for species-specific biases (in-set vs. out-of-set prediction: the DEGs are calculated in mouse), the scores per region across samples were zero-centered and scaled to unit variance across all samples (including normal and non-normal samples and all batches) per species. A Principal Components Analysis (PCA) of the region scores across all species, batches, and samples was conducted and the values for the first PC were compared between different conditions using a two-sided Mann-Whitney U test with Benjamini-Hochberg FDR.

### Assessing the relationship between mouse regions and CMS tumor classification

We used the package 'CMSclassifier' (https://github.com/Sage-Bionetworks/CMSclassifier; Bot, 2016) referred to in Guinney et al., 2015 to classify human pseudo-bulk CRC profiles from all samples which were not normal or unaffected from the human studies above into CMS classes. We determine the enrichment (Benjamini-Hochberg FDR, two-sided Welch’s t test) of the same mouse region scores in the CMS classes.

### Assessing the relation between mouse regions and clinical endpoints in human bulk RNA-seq

Published RNA-seq data from the COAD and READ cohorts of TCGA PanCancerAtlas (Liu et al., 2018) were used. Mouse region scores were defined as the mean of the log1p-transformed, zero-centered, and scaled expression values in the bulk expression profile using the top 200 differentially expressed genes between the malignant mouse regions (6, 8, and 11) by a one-sided Fisher’s Exact test (comparing each of the three regions to the other two). Scores were stratified into quartiles. PFI and OS were compared between patients with tumors whose scores were in the lowest and highest quartiles using the Logrank test as implemented in the lifelines package (Davidson-Pilon, 2019), followed by Benjamini-Hochberg FDR.

### Compositional enrichment analyses

Enrichments on compositional data (cell type compositions, etc.) were evaluated with a two-sided Welch’s t test on sample level using CLR-transformed compositions followed by Benjamini-Hochberg FDR. For the enrichment of tdTomato, counts and ALR-transformation were used instead with all non-tdTomato counts used as reference compartment. Enrichment analyses were performed using TACCO’s ‘enrichments’ function.

### Code availability

The analysis code is available on GitHub (https://github.com/simonwm/mouseCRC copy archived at Mages, 2025).

## Data Availability

All data generated in this project is deposited on the Single Cell Portal and is available under the accession SCP1891 (https://singlecell.broadinstitute.org/single_cell/study/SCP1891). The raw scRNA-seq and Slide-seq data is also deposited on GEO under the GSE260801(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260801). The public human scRNA-seq datasets which were reused in this project can be found on GEO under accession numbers GSE178341, GSE200997,GSE201348, GSE161277, GSE178318 and on Synapse under the IDs syn27056096, syn27056097, syn27056098, syn27056099, syn26844072, syn26844073, syn26844078, syn26844087, syn26844111. The following dataset was generated: MagesS 2024Spatially defined multicellular functional units in colorectal cancer revealed from single cell and spatial transcriptomicsNCBI Gene Expression OmnibusGSE26080110.7554/eLife.104815PMC1270052741384492 The following previously published datasets were used: LiJ CheL 2021A Single-Cell Atlas of Liver Metastases of Colorectal Cancer Reveals the Reprogramming of the Tumor Microenvironment in Response to Preoperative ChemotherapyNCBI Gene Expression OmnibusGSE17831810.1038/s41421-021-00312-yPMC842136334489408 ZhengX SongJ LiuX YuC ZhouZ ShiH 2021Dissecting the Epithelial and Immune Evolution during Colorectal Carcinogenesis by Single-Cell RNA SequencingNCBI Gene Expression OmnibusGSE161277 BeckerWR NevinsSA ChenDC ChiuR HorningA GuhaTK LaquindanumR MillsM ChaibH LadabaumU LongacreT ShenJ EsplinED KundajeA FordJM CurtisC SnyderMP GreenleafWJ 2022Single-cell analyses define a continuum of cell state and composition changes in the malignant transformation of polyps to colorectal cancer [scRNA-seq]NCBI Gene Expression OmnibusGSE20134810.1038/s41588-022-01088-xPMC927914935726067 KhaliqAM MasoodA 2022Refining Colorectal Cancer Classification and Clinical Stratification Through a Single-Cell AtlasNCBI Gene Expression OmnibusGSE20099710.1186/s13059-022-02677-zPMC909272435538548 PelkaK ChenJH AndersonAC Rozenblatt-RosenO RegevA HachoenN 2021A Single Cell Atlas of MMRd and MMRp Colorectal CancerNCBI Gene Expression OmnibusGSE178341

## Additional files

MDAR checklist

Supplementary file 1. Differentially expressed genes and pathway enrichment in stromal cells.

Supplementary file 2. Epithelial program expression in malignant like regions.

Supplementary file 3. Probe list for Multiplex in situ RNA Analysis.

How the deposited data were processed for this re-analysis (not part of the article)

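The data are droplet counts, which the authors made with Cell Ranger 3.1.0 on mm10. For 2 hashed pools the deposited matrices hold counts of UMIs for every gene in each of 737280 barcodes, together with counts of UMIs for the hashtags, 8 in pool 1 and 6 in pool 2. Pool 1 holds 57384162 gene UMIs and 23843559 hashtag UMIs, pool 2 109916338 and 12286958. Nothing was normalised by the authors in these files, so every step after counting was done anew. Other deposited libraries, the spatial data, the human data and the published cell labels were not analysed here. Program weights (LIGER), RNA velocity and cell-cell contact were not computed, and no tdTomato feature is in the counts. Which week an AKPV lesion was taken is not named for the hashtags, so weeks were not compared.

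Cells were droplets with 1000 to 50000 counts, 500 to 7000 genes, at most 20% mitochondrial and 10% hemoglobin counts. HTODemux (Seurat 5.3.0, quantile 0.99, R 4.3.3) assigned hashtags and MULTIseqDemux was the alternative. Scrublet marked 6 cells in all, too few beside the number expected, so pairs of cells from the same sample are still in the data. Counts were scaled to 10000 per cell and log-transformed, 5000 variable genes were scaled to at most 10, 50 principal components and 15 neighbours were taken, and Leiden clusters drawn (scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15, figures with matplotlib 3.10.9). Resolution was 1.0 for compartments, 0.2 for epithelial, 0.4 for immune, 0.2 and 0.4 for myeloid and 0.4 for T and NK cells. At the planned 0.1 for stromal cells the vascular and lymphatic clusters merged. Stromal classes were therefore taken from the clusters at 1.0, a choice made after the clusters were seen. Stromal clusters that no marker list named counted as fibroblasts. Within compartments a cluster was named by fixed marker lists, with at least 3 markers higher and a margin of 0.5. It also needed a mean log2 fold of at least 1 or more than 1 marker among its top genes. Compartments were named by the highest mean fold, without these limits.

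Shares of cells were compared over samples with at least 100 cells (20 T and NK cells, 10 stromal cells for the subsets) by two-sided exact permutation on centred log-ratios after adding 0.5 cell per type, with edgeR 4.0.16 on cell numbers as the alternative. For expression, counts were summed per sample over cells of a class (at least 20 epithelial cells, at least 10 for monocytes and macrophages, T and NK cells and endothelial cells) and tested with edgeR quasi-likelihood fits, TMM factors and terms for condition and pool. DESeq2 1.42.0, upper-quartile factors, no filter on low counts, no pool term, single pools, ambient RNA subtraction, leaving out each sample in turn, and stricter cell filters (2000 counts, 10% mitochondrial) were the alternatives. Gene lists were tested with camera (limma 3.58.1) at a fixed correlation of 0.01 and again with the correlation estimated from the data. Levels are CPM, mean ± standard deviation over samples. A gene with 0 counts in 1 arm is given as at least N-fold, with 3 counts put in place of 0. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, with 95% Wilson intervals. For T and NK cells all UMIs were used and thinned values are given beside them. Ratios of pooled counts carry exact intervals.

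Genes named in the text are every gene the paper names for that cell type, the 10 largest rises and 10 largest falls among called genes with a mean of at least 32 CPM in which every lesion lies on the same side of every normal sample (5 and 5 for AKPV against AV), and 2 to 4 members of a list with the smallest p for and against its direction. Mitochondrial, ribosomal, Gm and Rik genes were left out of the ranked genes. The text names those of them whose call held in most alternatives.

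Cells that carry the stem program, secretory cells, removal of cells beside hashtag doublets, samples with at least 100 epithelial cells, and cells outside the enterocyte and goblet clusters were chosen after seeing the data. The test pipeline was tested on simulated data, random counts with known 2-fold and 4-fold changes put in. They were drawn with each gene's mean level and spread and the library sizes of the real samples. No pool effect and no other difference between conditions was simulated. Genes were matched to GENCODE M21 by identifier. Random steps had fixed seeds, and the whole run was repeated from the start with the same output.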

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

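The split of lesions at random, the look at granulocytes by pool and the look at absorptive genes outside normal-like clusters were chosen after the result was seen.

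Single samples stood apart by Dixon's test in 33 of 282 groups, where chance alone gives such a sample in about 1 in 20. Most are AKPV replicate 8, the sample with 246 cells, with 13.8% epithelial cells and 65.0% monocytes. Its epithelial CPM stood apart for Tesc (264), Apol10a (105), Cyp2c55 (54.7), Slc26a3 (100.2), Car1 (1262), Selenbp1 (77.4), Apc (18.2), Ascl2 (9.11), Ccl9 (72.9), Mmp7 (50.1), Ccl6 (13.7), Itgav (31.9), Tcf7 (4.56) and Tnfrsf12a (41.0), and its monocyte and macrophage CPM for Csrnp1 (182), Ccr2 (310) and Thbs1 (2568). AKPV replicate 5, with 101 cells, stood apart for lymphatic endothelial cells (2.97%), Tnfrsf19 (4.35), Hk1 (62.3) and Gprc5a (183). AKPV replicate 4 stood apart for other immune cells (2.13%), AKPV replicate 2 for Mptx1 (392), AV replicate 9 for Fosl1 (6.33) and H2-Eb1 in monocytes and macrophages (5018), AV replicate 6 for Defa36 (1119) and Ceacam20 (3.43), and AV replicate 7 for Ifi27l2a (209). AV replicate 8 stood apart in monocytes and macrophages for Csrnp1 (129), Pgam1 (357) and Osm (604). All samples were kept, and each was left out in turn.

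AKPV and AV epithelial cells differed in 689 genes. Of 495 possible splits of the 12 lesions into 8 and 4, 100 were run, the real one and others drawn at random. Only the real one gave as many genes, and the highest other gave 84. No other drawn grouping came near the number, though the draws were not matched for pool. The split does not tell genotype from weeks since induction or inducer dose, which may differ between the models here. Without the enterocyte and goblet clusters 560 genes passed, 427 of them among the 689, so normal-like cells do not make most of the number. Of the 689, 25 were not tested there, and all epithelial cells of the same samples gave 764 genes. Normal-like cells may make part of the absorptive rise. In the 7 AKPV and 4 AV samples with enough cells 10 of 23 absorptive genes passed in all epithelial cells (median log2 fold change 1.24) and 1 of 22 outside those clusters (0.541), while Car1 went from 2.02 (standard error 0.52) to 1.54 (0.66), so calls ended through smaller folds and wider errors. Each pool holds 2 AV and 4 AKPV lesions, so genes called inside a single pool cannot come from a difference between pools. The signs show instead how far the calls repeat. Of the genes called in pool 1 92.5% (160 of 173) went the same way in pool 2, while 9 of the 13 called in pool 2 (69.2%) went the same way in pool 1, too few to decide.

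Lyz1, a Paneth cell gene, stood at 13.9 per 10,000 UMIs in lesion epithelium and 0.380 in normal colon. Free RNA would spread evenly, yet 87.3% of Defa24, Defa30 and Ang4 UMIs lay in the tenth of cells with the most Lyz1, which holds 8.62% of all UMIs. Cells with at least 10 Lyz1 UMIs had 11.3 times the Nkd1, Notum and Wif1 of normal epithelium, though less than lesion cells at large (2.75 against 7.37 per 10,000). The limit of 5 times set beforehand against carried-over small intestine was wrong, since normal colon gave 1281 enterocyte and 327 goblet cells of 1625 and so shows no level for Paneth cells, which live on Wnt signals. Carry-over and a Paneth-like state of lesion cells cannot be told apart here, because there is no sample of small intestine.

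Granulocytes held a larger share in most lesions. Doublets and pool could make part of this, since in pool 1 only 4 of 6 lesions lay above both normal colons. Without cells beside hashtag doublets the lesions of pool 2 kept 1.79 ± 1.61% granulocytes, and 156 of 315 cells remained. Hashtag doublets were 17.9% of cells in pool 2 and 18.4% in pool 1, but they were left out and do not count pairs from the same sample. Of such pairs 386 were expected among 9969 cells in pool 2 and 259 among 7452 in pool 1. These rates do not decide on the source of the higher share in pool 2 (3.58 against 0.565%). For lesions against normal, doublets and pool both stay open, because pool 2 holds no normal colon. Its 1.79% also lies within 1 standard error (0.655) of 3 times the highest normal colon (1.29%), the limit set for doublets.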

How the results depend on the processing

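Removal of doublet neighbours, the limit of 100 epithelial cells and single pools for co-variation were chosen after the results were seen. Over the main results 150 other settings gave the same and 31 moved, and leaving out single samples gave 185 and 21. A number of calls was the same if it stayed within a fixed fold of the main one. Results that could not pass thus count as the same at 0 calls. Among single cell types and named genes, picked partly because their call held, 98 values lost their call in other settings (1819 stayed the same). When single samples were left out 125 did (2313 stayed the same). No called value among them changed its sign. The balance of rises and falls did change for lesions against normal (2894 and 3214), to 3672 and 2611 with upper-quartile factors, 3155 and 3008 with DESeq2, 3199 and 2976 with ambient RNA subtracted, 3066 and 2841 with less than 10% mitochondrial counts, 3445 and 2755 without AKPV replicate 1 and 3373 and 2690 without AKPV replicate 2. AKPV against AV (689 genes) was 1156 with DESeq2, 210 with no pool covariate, 176 in pool 1 only, 13 in pool 2 only, 1086 for samples with at least 100 epithelial cells, 323 without AV replicate 8, 251 without AV replicate 9, 258 without AV replicate 6, 357 without AV replicate 7 and 936 without AKPV replicate 8. Without normal replicate 6, lesions against normal gave 4056 genes and AKPV against normal 3582, and without AKPV replicate 8 they gave 6495 and 6007. Upper-quartile factors changed the split of rises and falls, to 3745 and 2505 for AV and 3284 and 2411 for AKPV against normal. Monocytes and macrophages gave 502 genes with no filter on low counts, 136 without normal replicate 5, 109 without normal replicate 6 and 344 without AKPV replicate 8. T and NK cells (5 genes) gave 26 with DESeq2, 32 with no filter, 11 with no pool covariate, 9 with MULTIseqDemux, 8 with doublet neighbours removed, 3 without normal replicate 5, 1 without normal replicate 6, 3 without AV replicate 9, 2 without AKPV replicate 6, 18 without AV replicate 7, 8 without AKPV replicate 1, 13 without AKPV replicate 2 and 17 without AKPV replicate 4. Gene lists fell to 0 for lesions against normal and 4 for AKPV against AV with an estimated correlation. The endothelial ratio was 3.03 with MULTIseqDemux, 6.97 without normal replicate 5 and 4.29 without normal replicate 6. Cell types gave 2 calls with edgeR on cell numbers. Monocyte and macrophage subsets and epithelial subsets gave 0 in pool 1 only, 0 without normal replicate 5 and 0 without normal replicate 6, where no smaller p is possible. Co-variation gave 1 pair with plain proportions, 1 with MULTIseqDemux and 2 with doublet neighbours removed, and in pool 2 only r was −0.404 for fibroblasts and endothelial cells and −0.0770 for B and T or NK cells (0.611 and 0.407 in all samples, neither called). All UMIs in place of thinned ones gave 38.0% (Ccr2 in monocytes), 12.8% and 40.8% (Sell in monocytes and granulocytes), 39.9%, 57.1% and 52.1% (Ccr1 in monocytes, macrophages and granulocytes) and 4.07% and 9.71% (Mki67 or Top2a in monocytes and granulocytes). The non-dysplastic share was 8.26% with MULTIseqDemux. For these moves the cause was not tested. Not run, for too few cells, were edgeR on endothelial cells and the T and NK subsets with at least 2000 counts and without normal replicate 5. No paired analysis was possible because normal colon and lesions come from different mice.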

Differences from the paper's values

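The alternatives for samples of at least 100 epithelial cells, for stem-program and for secretory cells were chosen after the results were seen. Clusters were drawn anew and carry own names, and the paper tests shares over samples of more libraries and genes over cells or clusters, so calls are compared by direction.

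The paper counts 48115 high-quality cells. The 2 hashed pools analysed here gave 17421. The paper gives 41% of epithelial profiles to normal mice. Here the share was 19.6%, with 19.6% at a Leiden resolution of 0.4, 21.4% with MULTIseqDemux, 19.7% with cells marked by Scrublet kept, 19.2% with at least 2000 counts and 18.7% with less than 10% mitochondrial counts.

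Ccl9 and Ccl6 are named as raised in lesion cells with the stem program. Here Ccl9 did not pass there (log2 fold change −0.56) and Ccl6 fell (−0.89, adjusted p = 0.013), and in all epithelial cells Ccl9 was called lower with at least 100 cells per sample (adjusted p = 0.045). The program was marked here by UMIs of stem genes, and the normal cells with it lie almost all in the enterocyte and goblet clusters. The groups are therefore not those of the paper. Ccnd1 is listed among the raised Wnt targets. The paper speaks of dysplastic clusters, and here all lesion epithelium was taken, where the gene was higher but did not pass (log2 fold change 0.30). It was called for AKPV against normal only without AKPV replicate 8 (adjusted p = 0.027), with MULTIseqDemux (0.036) and with at least 100 cells (0.036). Inflammatory and interferon programs are given as enriched, from program weights per sample. Such weights were not computed here, and fixed gene lists were tested instead, so the measure and the genes differ. Here the epithelial lists did not pass (camera adjusted p = 0.42, 0.35 and 0.98), though for AKPV alone 12 of 20 epithelial inflammatory genes rose and 2 fell, the direction of the paper. In stem-program cells the type I interferon list passed only at fixed correlation (8.7e-04, 0.61 when estimated).

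Granulocytes, IL17 gamma delta T cells and vascular endothelial cells are reported as enriched, and gamma delta CD8 T cells as depleted. Here the first 3 went that way (2.07 against 0.299% granulocytes, 20.2 against 3.45% IL17 gamma delta of T and NK cells and 51.6 against 20.6% vascular of stromal cells). In the lesions of pool 1, the pool of the normal colons, the first 2 differences were small (0.565 ± 0.382% granulocytes, and Trdc with Il17a or Cd163l1 in 5 of 89 cells against 1 of 41). Granulocytes and vascular cells did not pass over samples (adjusted p = 0.21 and 0.13). IL17 gamma delta T cells could not pass with 1 normal colon (smallest possible p 0.22). Gamma delta CD8 T cells were not tested over samples, and with 3 lesion cells and 1 normal cell (1 and 0 after thinning) they give no direction. Of the 13 cell types edgeR on cell numbers called monocytes and B cells, and it gave an adjusted p of 0.44 for IL17 gamma delta T cells and 0.090 for vascular cells. Mast cells are grouped with cells that express Ccr2 and do not proliferate. Here 0 of 38 lesion mast cells had Ccr2 after thinning, a number too small to exclude a low share, and 18.4% had Mki67 or Top2a. Sell, which the paper names beside Ccr2, was found in few mast cells, though above the epithelial background. The correlation of T and B cells across samples did not pass here (adjusted p = 0.57), and that of fibroblasts and endothelial cells did not either (adjusted p = 0.31, rank-based 0.26).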

Other observations

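The look at cells outside the enterocyte and goblet clusters was chosen after the result was seen. Genes of the fetal and regenerating gut rose in lesion epithelium in 9 of 15 cases (camera adjusted p = 0.0014, 0.55 with an estimated correlation). Clu, a chaperone of revival stem cells, rose from 29.7 ± 7.92 to 534 ± 282 CPM (n = 2 and 12, log2 fold change 3.74, standard error 0.60, adjusted p = 1.3e-04), and the TWEAK receptor Tnfrsf12a stood at 138 ± 43.8 against 16.9 ± 0.489 CPM (log2 fold change 2.78). Outside the enterocyte and goblet clusters 10 of 15 fetal-like genes were higher in AKPV than in AV (camera adjusted p = 1.4e-15, 0.030 with an estimated correlation). Mki67 or Top2a was found in 26 of 112 normal B cells after thinning (23.2%) against 0 of 38 lesion B cells, but 97 of the 112 come from normal replicate 5. The B cell cluster has Mef2b and Aicda, genes of germinal centres, among its top genes.

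Xist, made from the inactive X chromosome of females, stood at 475 ± 605 CPM in lesion and 1583 ± 67.4 CPM in normal epithelium (log2 fold change −4.60, standard error 1.16, adjusted p = 0.0046, and log2 fold change −1.64 with adjusted p = 0.32 without a pool term), a gene whose level follows the sex of the mice. Both normal colons stood high while lesions varied widely, so sex may differ between the groups, and it was not a term in the tests. Calls were no more common on the X chromosome (168 of 353 genes, 47.6%) than over all (47.7%), and 2 of 7 Y genes were called. With so many genes called everywhere, an equal share on the X chromosome does not exclude an effect of sex. Between the pools lesion samples differed in granulocytes and fibroblasts as given above. In simulated changes of 2-fold and 4-fold the tests recovered 61.6% and 87.1% in epithelial cells of lesions, 79.0% and 94.8% for AKPV against AV, 10.0% and 55.4% in monocytes and macrophages, and 21.0% and 73.3% in T and NK cells, so calls missed in the immune cells say little about 2-fold changes. Unchanged genes were called in 10, 6, 1 and 2 cases. The simulated counts held no pool effect and few changed genes, so these rates are for simpler data than the real samples.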
